# Acute kidney injury following fatty liver ischemia-reperfusion injury: indirect protection by hepatic ferroptosis inhibition

**DOI:** 10.3389/fphys.2025.1672201

**Published:** 2025-11-19

**Authors:** Wenjun Zhang, Zachary Rokop, Shan Li, Christina R. Ferreria, Shunhua Guo, Weinian Shou, Pierre Dagher, Chandan K. Sen, Sylvester Black, Chandrashekhar Kubal

**Keywords:** acute kidney injury, fatty liver, ischemia-reperfusion injury, ferroptosis, apoptosis, inflammation

## Abstract

**Background:**

The association between hepatic ischemia-reperfusion injury (hIRI) in steatotic livers and subsequent acute kidney injury (AKI) is well established. Ferroptosis plays a critical role in fatty liver IRI. However, whether ferroptosis also contributes to secondary AKI following hIRI remains unclear.

**Methods:**

hIRI was induced in mice fed either a high-fat, high-sucrose diet (HFD) or a normal diet (ND) to mimic the AKI commonly observed clinically after fatty liver transplantation. Kidney injury mechanisms were evaluated using histopathology, RNA sequencing, electron microscopy, and biochemical assays. Ferroptosis in the kidney was assessed by quantifying ACSL4, 4-hydroxynonenal (4-HNE), and AA-PE in homogenates and tissue sections. In parallel experiments, the lipid peroxidation inhibitor Liproxstatin-1 (Lip-1) was administered prior to hIRI to inhibit ferroptosis.

**Results:**

AKI severity was markedly increased in HFD-fed mice compared to ND controls following hIRI. Histological, transcriptomic, and cytokine analyses revealed that apoptosis and inflammation were the primary mechanisms of kidney injury after HFD + hIRI. Kidney levels of ACSL4 and 4-HNE were not significantly elevated in either group after hIRI. Lip-1 treatment significantly reduced both liver injury and AKI in HFD-fed mice but showed no protective effect in ND-fed animals.

**Conclusion:**

Apoptosis and inflammation are the prominent kidney injury mechanisms involved in AKI following fatty liver IRI. Although ferroptosis may not be directly involved in the renal injury, anti-ferroptotic intervention mitigates AKI, supporting the concept that ferroptosis-mediated liver injury may serve as the primary upstream trigger in this context.

## Introduction

Acute kidney injury (AKI) is a common complication, particularly in critically ill patients, and is associated with increased morbidity and mortality (Hoste et al., 2018). Dysfunction of other organ systems, such as cardiovascular and hepatic systems, is often a major contributor to AKI (Lee et al., 2018). The link between hepatic IRI (hIRI), and subsequent AKI is well established (Saidi et al., 2014). Consistent with this, AKI occurs frequently following liver transplantation (LT) with reported incidence ranging from 20% to 60% (Hussaini et al., 2019; Durand et al., 2018). Clinical evidence suggested that even mild or transient post-LT AKI has been associated with prolonged hospital stays and increased morbidity and mortality (Hilmi et al., 2008).

Compared to lean livers, fatty livers are more susceptible to IRI, as demonstrated in various experimental models (Tevar et al., 2011; Wan et al., 2008; Rokop et al., 2024) and in clinical settings (Selzner and Clavien, 2001; McCormack et al., 2011). Fatty liver disease is also linked to a higher risk of AKI. During liver transplantation, steatotic grafts are particularly vulnerable to IRI and subsequent AKI (Jadlowiec et al., 2020; Kalisvaart et al., 2019). For example, post-LT AKI was observed in 52.5% of patients receiving moderately steatotic grafts compared to only 16.8% in recipients of non-steatotic livers (Jadlowiec et al., 2020). Despite the recognized association between fatty liver IRI and AKI, the underlying mechanisms remain poorly defined. It has been suggested that the release of vasoactive substances—such as reactive oxygen species, proinflammatory cytokines, and chemokines—from the injured liver contributes to the pathogenesis of AKI in this context (Umbro et al., 2016; Klune and Tsung, 2010). Previously, we demonstrated enhanced ferroptosis in fatty livers subjected to IRI, as evidenced by increased lipid oxidation and elevated ferroptosis markers such as 4-hydroxynonenal (4-HNE) and ACSL4 (Doll et al., 2017; Zhang et al., 2023). Treatment with the ferroptosis inhibitor Liproxstatin (Lip-1) for 7 days prior to IRI significantly attenuated liver injury sustained in HFD-fed mice (Rokop et al., 2024). Given that ferroptosis also plays a significant role in AKI resulting from kidney IRI or in rsponse to cisplatin-induced nephrotoxicity (Li et al., 2024; Song et al., 2024), it remains unclear whether ferroptosis contribute to AKI through a liver-kidney signaling axis under the setting.

In this study, using a previously established murine fatty liver IRI model in our laboratory (Rokop et al., 2024), we aimed to investigate the primary mechanisms of AKI following fatty liver IRI and explored the potential involvements of ferroptosis in AKI in this process.

## Methods

### Animal care and high fat diet treatment

All experiments were conducted using C57BL6 male mice, obtained from Envigo (Indianapolis, IN). All animal care and experimental procedures were approved by the Indiana University Institutional Use and Care Committee (IACUC) and were performed in accordance with the guidelines. Mice were housed in sterile, individual ventilated cages under a 12-h light/dark cycle with *ad libitum* access to food and water. Hepatic steatosis was induced by feeding 10-week-old mice with a high fat, high sucrose diet (HFD; 12.6% protein, 29% fat, 46.2% carbohydrates; TD 160785, Envigo) for 12 weeks (Rokop et al., 2024; Ishimoto et al., 2013). Age-matched control mice were maintained on a normal chow diet (ND; 20% protein, 10% fat, 70% carbohydrates) for the same duration. At the end of HFD or ND treatment, mice underwent either hIRI or sham surgery.

### Liver IRI and tissue collection

After 12 weeks of dietary intervention (ND or HFD), mice were randomly assigned to undergo either sham or hIRI surgical procedure. The experimental groups were designated as ND + sham, ND + hIRI, HFD + sham, and HFD + hIRI, respectively (Figure 1A). The hIRI and sham procedures were performed as previously described (Rokop et al., 2024). Briefly, mice were deeply anesthetized with 3.5% isoflurane via inhalation, and a midline abdominal incision was made to expose the liver and the hepatic pedicle (containing hepatic artery, portal vein, and bile duct). The segment of hepatic pedicle supplying the left lateral and right median liver lobes was occluded using a non-traumatic micro-aneurysm clamp for 60 min (Devey L et al., 2008). Ischemia of the targeted lobes was confirmed by visualization of liver blanching and laser doppler (LDF). After 60 min, the clamp was removed to allow reperfusion via restoration of blood flow. The body temperature was measured throughout the procedure and maintained between 36 °C and 37 °C. Following reperfusion, the fascial and skin layers were closed, and animals were allowed to recover from anesthesia. After 24 h, the animals were anesthetized with 5% isoflurane via inhalation for retro-orbital blood collection, followed by euthanasia via cervical dislocation for tissue harvesting. For sham procedures, laparotomy was performed, and the same protocol was followed except for the pedicle clamping.

**FIGURE 1:**
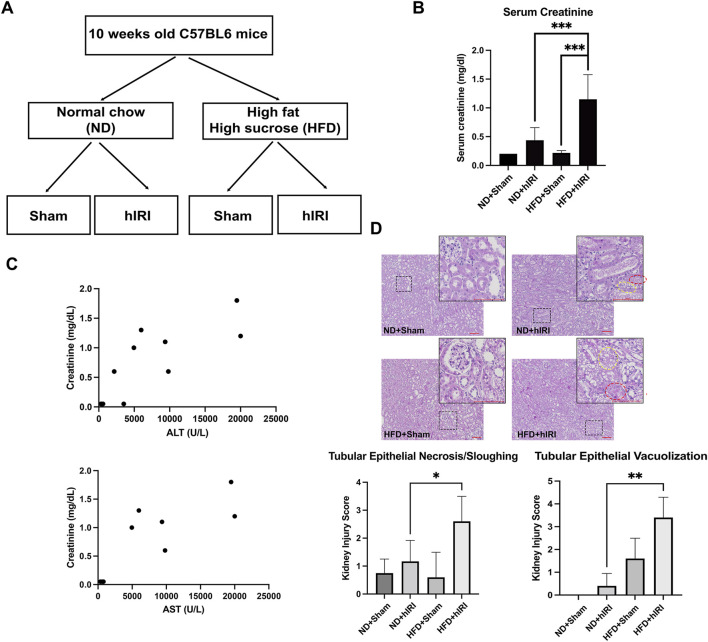
Exacerbated AKI in fatty liver IRI mouse model. **(A)** Schematic illustration of the experimental design of the liver IRI animal model in control and fatty liver mice. **(B)** Serum Creatinine in ND + Sham, ND + hIRI, HFD + Sham, and HFD + hIRI mice. **(C)** Correlation analysis of serum ALT or AST with serum creatinine in HFD + hIRI animal group*, n =* 9. *P <* 0.01, *R =* 0.8023 and *0.8103* respectively. **(D)** H&E staining demonstrated an increase intubular epithelial sloughing and vacuolization in both HFD + hIRI as compared to ND fed mice and HFD + Sham mice. Scale bar: 100 μm. Upper panel: pathological quantification of tubular epithelial sloughing and vacuolization in mouse kidney section from animal groups as indicated. *p < 0.05, **p < 0.01, ***p < 0.001. *n = 8* for each animal group. Red circles indicated the tissue area with tubular epithelial vacuolization, and yellow circle indicated the tissue area with tubular epithelial sloughing.

### Serum analysis for kidney function

Biochemical quantification of kidney injury was performed by measurement of serum creatinine levels using the Piccolo Xpress chemistry analyzer.

### Histological analysis

Mouse kidneys were fixed with 4% paraformaldehyde. Paraffin embedding, sectioning, and hematoxylin & eosin staining were performed following standard protocols. Histological analysis was performed by a trained renal pathologist and scored as previously reported (Lee et al., 2024; Ban et al., 2022). Histologic evaluation of the kidney injury was performed on the H&E stained tissue sections. The kidney injury was mainly manifested in the tubules which demonstrated nuclear and cytoplasmic debris in the tubular lumens or sloughing of the epithelial cells into the lumens, and cytoplasmic vacuolization of the tubular epithelial cells. Tubular injury was scored based on the percentage of injured area as follows: 0, no damage; 1, injured area 1%–10%; 2, injured area 11%–25%; 3, injured area 26%–50%; and 4, injured area 50% or more. The evaluation was performed together, blinded to any group of diet or treatment.

### Immunohistochemistry and immunofluorescence

Immunohistochemical (IHC) staining was performed on formalin-fixed, paraffin-embedded (FFPE) mouse kidney sections using kits from Vector Laboratories (Newark, CA), following the manufacturer’s instructions. The primary antibodies used for IHC included anti-cleaved Caspase-3 (Cell Signaling Technology, MA), anti-F4/80, Ly6B.2 (Novus Biologicals, CO), and anti-ACSL4 (Santa Cruz Biotechnology, TX). Immunofluorescence (IF) staining was performed on frozen kidney tissue sections. Nuclear counterstaining was carried out using Hoechst 33,343 (ThermoFisher Scientific, MA). For IF, anti-4-HNE (Life Technologies, CA) and anti-cleaved Caspase-3 (Cell Signaling Technology, MA) were used as primary antibodies. Images were captured using the Leica DMi8 microscope equipped with the Leica DFC7000 T imaging system. Quantification of fluorescent signal was performed by first scanning and acquiring the images of the entire tissue sections using the ZEISS AxioScan 7 slide scanner. Ten representative regions of interest (ROI), each measuring an area of 10,000 um^2^, were selected for each slide. The fluorescence intensity ratio of primary antibody signal to Hoechst nuclear signal was measured. Mean fluorescent intensity was determined by averaging values across all ROIs from each sample.

### Transmission electron microscopy (TEM)

Transmission electron microscopy (TEM) was performed to assess ultrastructural kidney damage in ND + hIRI and HFD + hIRI animal groups at the Indiana University School of Medicine Center for Electron Microscopy (ICEM). Briefly, freshly harvested kidneys were immediately minced and fixed in 3% glutaraldehyde prepared in 0.1 M phosphate buffer. The tissues were then processed, embedded, and sectioned into ultrathin slices (80–90 nm thick). Sections were examined using a Tecnai™ Spirit TEM (Thermo Fisher, Hillsboro, OR), and digital images were captured using a charge-coupled device (CCD) camera (Advanced Microscopy Techniques, Danvers, MA).

### Multiplex for cytokine level in kidney lysate

Kidney tissues were flash-frozen in liquid nitrogen and subsequently pulverized under liquid nitrogen using a mortar and pestle. Approximately 10 mg of tissue from each sample was lysed in RIPA buffer (Santa Cruz Biotechnology) and further diluted in phosphate-buffered saline (PBS). Cytokine profiling was performed using a multiplex assay conducted by Eve Technologies (Calgary, Canada).

### ELISA for ACSL4

To determine ACSL4 levels in mouse kidney tissue, tissue was mechanically ground into a fine powder under liquid nitrogen with mortar and pestle, and then further homogenized in RIPA buffer on ice using a TissueLyser (Retsch). The homogenates were centrifuged at 12,000 × g for 10 min at 4 °C, and the resulting supernatants were collected for analysis. ACSL4 concentrations were measured using the MyBioSource ACSL4 ELISA kit (MBS9324691) according to the manufacturer’s instructions. Results are expressed as nanograms of ACSL4 protein per milligram of tissue.

### AA-PE mass spectrometry

Mass spectrometric analysis of kidney tissue extracts was performed to detect arachidonic acid–containing phosphatidylethanolamine [PE (18:0/20:4)] using ultra-performance liquid chromatography coupled with high-resolution mass spectrometry (UPLC-HRMS). Separation was achieved on a Waters BEH C18 column (1.7 μm, 2.1 × 100 mm). Mass spectrometric analysis was conducted on an Agilent 6545 Q-TOF mass spectrometer operated with Agilent MassHunter Acquisition software (v. B.06). The identity of PE (18:0/20:4) was confirmed by tandem mass spectrometry (MS/MS) using database matching and comparison with an analytical standard (Cayman Chemical, #61216-62-4).

### RNA sequencing analysis

The mice from ND + sham, ND + hIRI, HFD + sham, and HFD + hIRI (n = 3 each group) animal groups were subjected to the same feeding and surgical procedure as we described above for transcriptomic analysis. To capture early molecular events induced by hIRI, the reperfusion period was shortened to 6 h before kidney tissue collection. Total RNA was extracted using TRIzol® reagent (Thermo Science) according to manufacturer’s instruction. Paired-end cDNA library preparation and sequencing were carried out following the standard protocol at the Center of Medical Genomics of Indiana University School of Medicine. Sequence reads were mapped to the reference genome using STAR (Spliced Transcripts Alignment to a Reference (Dobin et al., 2013). RNA-seq data quality was assessed by calculating the distribution of reads across different genomic features (exons, introns, splice junctions, intergenic regions, promoters, UTRs, etc.) using bamUtils (Breese and Liu, 2013). Differential gene expression analysis was performed with edgeR, as described previously (Robinson et al., 2010). Gene Ontology set enrichment analysis (GSEA) was performed using cluster Profiler’s gseGO function from the clusterProfiler package on the list of differentially expressed genes identified by edgeR (Yu et al., 2012).

### Ferroptosis inhibition

To inhibit ferroptosis, mice fed either ND or HFD for 12 weeks were administered with the potent ferroptosis inhibitor Lip-1 (MedChemExpress, NJ) at a dose of 10 mg/kg via intraperitoneal injection once daily for 7 consecutive days. An additional dose of Lip-1 (10 mg/kg) was administered 1 hour prior to hIRI surgery. In the vehicle control group, mice received the same volume of 0.1% DMSO at the corresponding time points. Mice then underwent either hIRI or sham surgery as previously described. After 24 h, animals were euthanized, and serum and kidney tissues were collected for further analysis.”

### Statistical analysis

All values are presented as mean ± standard deviation. Statistical significance was determined by 1-way ANOVA using GraphPad Prism (GraphPad Software). For all figures, “*” represents statistical significance at the following levels: * <0.05, ** <0.01, *** <0.001, **** <0.0001.

## Results

### Exacerbated AKI in fatty liver IRI mouse model

We previously established a hIRI model in HFD-fed mice and successfully replicated the severe liver injury pattern often observed in clinical settings during liver transplantation involving steatotic grafts (Rokop et al., 2024). Serum alanine transaminase (ALT) and aspartate aminotransferase (AST), measured 24 h after hIRI or sham surgeries, were significantly elevated in mice from HFD + IRI group as compared to their ND fed control counterparts (ND + IRI), confirming the induction of more severe liver injury developed in fatty liver model (Rokop et al., 2024). To determine whether HFD + hIRI is also associated with acute kidney injury (AKI), we measured serum creatinine levels across experimental groups following either sham surgery or hIRI (occlusion of blood flow to the left and median right lobes for 1 h) with 24 h of reperfusion. Serum creatinine levels were significantly elevated in HFD + hIRI animals compared to ND + hIRI mice (1.08 ± 0.42 vs. 0.47 ± 0.18; P < 0.0001) (Figure 1A), indicating worsened AKI in the context of fatty liver. Furthermore, serum creatinine levels in HFD + hIRI mice strongly correlated with ALT and AST elevations (P < 0.01, R = 0.8023 and 0.8103, respectively) (Figure 1B), suggesting that kidney injury severity correlates hepatic injury in these animals. Histological analysis revealed that kidneys from HFD + sham animals already exhibited tubular epithelial vacuolization compared to ND + sham controls (1.6 ± 0.9 vs. 0 ± 0), indicating baseline kidney pathology from HFD feeding. hIRI significantly worsened renal injury in HFD-fed mice, as evidenced by increased tubular epithelial sloughing and cell death (Kidney Injury Score: 2.4 ± 1.1 vs. 1.0 ± 0.84; P = 0.03) and enhanced vacuolization (3.4 ± 0.9 vs. 0.4 ± 0.5; P < 0.001) compared to ND + hIRI animals (Figure 1C).

### Transcriptomic profiling of injury-associated signalingpathways in kidneys of HFD-fed mice following hIRI

To investigate signaling mechanisms contributing to renal injury in the setting of fatty liver IRI, we performed RNA-seq analysis on kidney and liver homogenates collected 6 h after hIRI or sham surgical procedures from all experimental groups, as in prior experiments. 

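Kidney RNA was sequenced from 3 mice in each of 4 groups, ND + sham, ND + hIRI, HFD + sham and HFD + hIRI, collected 6 h after 60 min of hepatic ischemia or the sham procedure and after 12 weeks on either diet. The first principal component of the kidney libraries held 54.4% of the variance, and the HFD + hIRI kidneys had the 2 highest scores on it, 97.4 and 44.9. The third HFD + hIRI kidney scored 19.4, between ND + hIRI replicates 2 and 3 at 15.7 and 22.5. ND + hIRI replicate 1 scored -26.0 and lay among the sham kidneys, which ran from -37.9 to -18.5. Read counts for 14091 genes were deposited with the authors' log2 CPM values and their comparisons between groups, at totals of 20874584 to 29451344 counts per library. The counts were scaled by TMM and tested with edgeR's quasi-likelihood test in 1 model of all 4 groups, at an adjusted p (Benjamini-Hochberg) under 0.05. Levels are given as CPM with the SD of 3 mice, and differences as log2 fold changes with their standard errors. The filter on low counts removed 0 genes, since the deposited table holds only genes that pass it, and 13039 genes had at least 10 counts in every library. The 47 gene lists, the comparisons and the rule for the genes named were set before the data were examined, although the paper's tables and heatmaps had been read by then. Each list was tested against all other genes with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 47 lists. With a correlation estimated from the residuals in place of the preset one, 0 of 47 lists passed in any comparison. Gene positions are those of the deposited table on mm10. The sample labels give 1 batch tag for all 12 libraries. The numbers in the library names fall into a lower run of 4 libraries and a higher run of 8. All 3 HFD + hIRI libraries lie in the higher run and 2 of the 3 HFD + sham libraries in the lower.

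**Figure D1:**
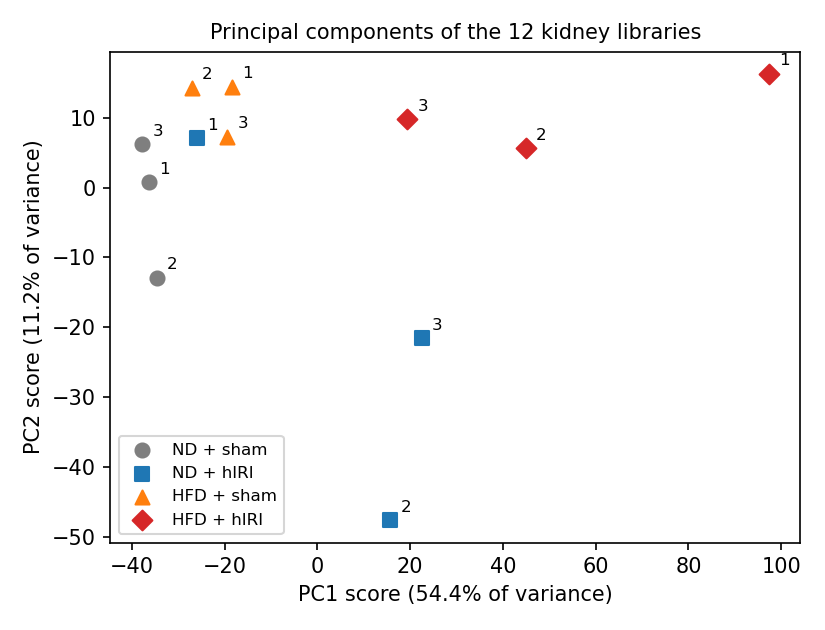
Scores of the 12 kidney libraries on the first and second principal components of log2 CPM, with symbols for the 4 groups and the replicate number beside each point. HFD + hIRI replicate 1 lies farthest along the horizontal axis at 97.4, and ND + hIRI replicate 1 lies at -26.0 among the sham libraries.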

Gene Ontology Biological Process (BP) analysis was conducted to identify enriched gene sets involved in the biological pathways associated with acute kidney injury (AKI). Following hIRI, there was a significant upregulation of gene sets associated with the regulation of apoptotic signaling, the extrinsic apoptotic pathway, and cytokine production in HFD-fed animals as compared to ND-fed mice (Figures 2A–C). 

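The receptors Tnfrsf1a and Ltbr, which pass signals of the TNF family into the cell, had higher mean RNA levels in HFD + hIRI than in ND + hIRI kidneys without passing the test. Tnfrsf1a, the main receptor for TNF (chromosome 6 from 125349723 to 125362483), measured 190.1 ± 71.6 CPM (SD, n = 3) in HFD + hIRI and 96.2 ± 30.4 CPM in ND + hIRI kidneys, a log2 fold change of 0.98 (standard error 0.27, adjusted p = 0.077). Ltbr, the lymphotoxin beta receptor (chromosome 6 from 125306571 to 125313870), measured 115 ± 17.0 CPM against 84.9 ± 11.8 CPM, a log2 fold change of 0.44 (standard error 0.13, adjusted p = 0.0842). Both genes were higher in each HFD + hIRI library than in each ND + hIRI library. Of all genes, 23.7% had no overlap between these 2 groups, in either direction. Of 23 genes of the extrinsic apoptotic pathway, 16 had a positive log2 fold change and the mean was 0.35. Of these genes 0 passed edgeR's quasi-likelihood test over all genes, while 2 were higher and 1 was lower when adjusted over the list alone. At an unadjusted p under 0.05, 7 were higher and 2 lower. The adjusted counts were 2 higher and 1 lower by the likelihood ratio test and the exact test, 3 higher and 1 lower by DESeq2, 0 by limma voom, and 1 higher and 1 lower by voom with quality weights. The extrinsic apoptosis list had an adjusted p of 0.111 from camera and an adjusted p of 0.661 with an estimated correlation.

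The list of pro-inflammatory cytokines holds the cytokine genes themselves and is not the paper's gene set. Only part of it was tested, 13 genes, of which 9 had a positive log2 fold change, with a mean of 0.84. None passed over all genes by the quasi-likelihood test, and 2 were higher when adjusted over the list alone. The count at an unadjusted p under 0.05 was 5 higher and 1 lower. The other tools gave 2 higher by the likelihood ratio test and the exact test, 4 higher by DESeq2, 0 by limma voom, and 1 higher by voom with quality weights. The cytokine list had an adjusted p of 0.146 from camera, and an adjusted p of 0.661 with an estimated correlation. In preranked GSEA on the log2 fold changes, which tests genes rather than mice as replicates, the adjusted p was 0.0304 for extrinsic apoptosis and 0.00107 for the cytokines. Both lists passed camera without HFD + hIRI replicate 3 (adjusted p = 0.0354 and 0.0358) and with scaling by library totals alone (adjusted p = 0.0302 and 0.0243). Relative to ND + sham, the extrinsic apoptosis genes averaged 1.01, 0.45 and 0.23 on the log2 scale in HFD + hIRI replicates 1, 2 and 3.

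**Figure D2:**
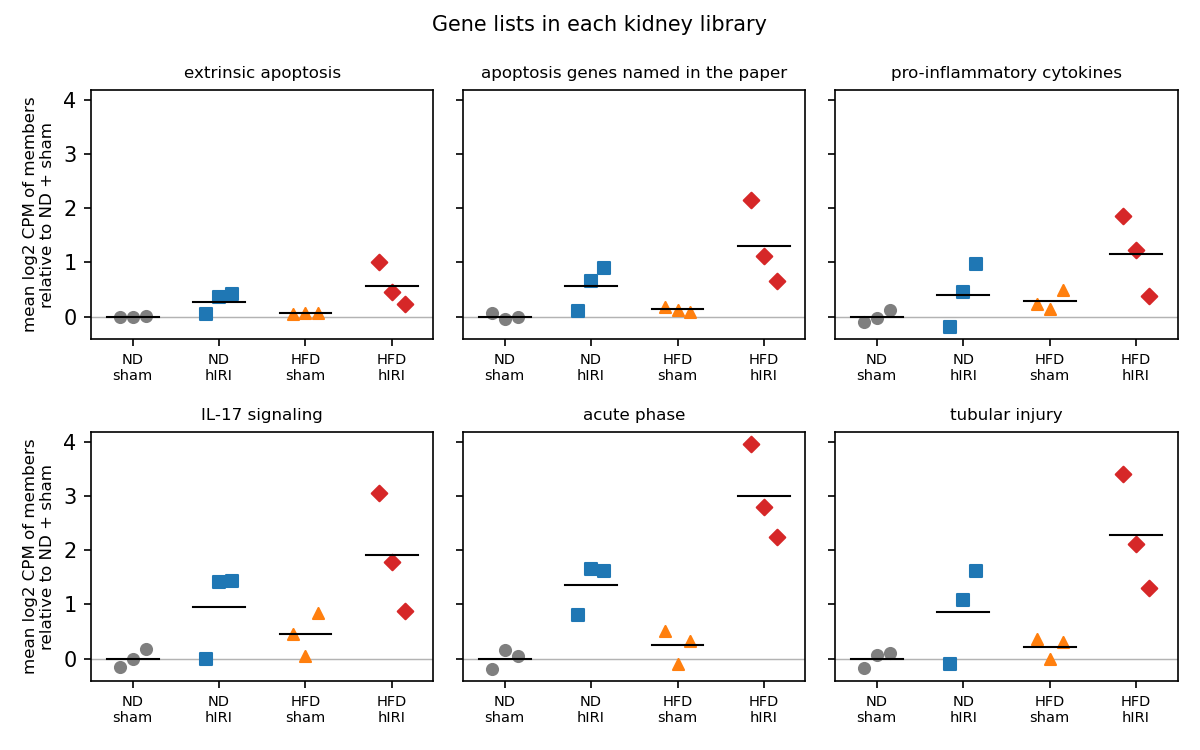
Mean log2 CPM of the measured members of 6 gene lists in each kidney library, relative to the ND + sham mean, with 1 symbol per library and a line at each group's mean. The apoptosis genes named in the paper averaged 2.16, 1.12 and 0.65 in HFD + hIRI replicates 1, 2 and 3 and 0.11, 0.66 and 0.90 in the ND + hIRI replicates.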

KEGG pathway analysis further revealed increased activation of apoptosis, IL-17 signaling, and the complement and coagulation cascades in the kidneys of HFD + hIRI mice relative to ND + hIRI and their respective sham controls (Supplementary Figure S1A–D). These results suggest that hIRI induces heightened inflammation and apoptosis in the kidneys of HFD-fed mice. 

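Of 26 genes of IL-17 signaling, 9 rose in HFD + hIRI over HFD + sham kidneys and 0 fell (13 higher and 0 lower when adjusted over the list alone). Lcn2, the tubular injury protein NGAL (chromosome 2 from 32384637 to 32387739), rose from 13.7 ± 4.53 CPM (SD, n = 3) to 636 ± 660.3 CPM, a log2 fold change of 5.53 (standard error 0.91, adjusted p = 0.0124). Cxcl1, a chemokine for neutrophils (chromosome 5 from 90891245 to 90893115), rose by 5.27 (standard error 1.19, adjusted p = 0.0205) on the log2 scale. Cebpb, a transcription factor of the IL-17 and acute phase responses (chromosome 2 from 167688915 to 167690432), rose by 1.46 (standard error 0.27, adjusted p = 0.0146). The list passed camera at an adjusted p of 4.7e-04 (adjusted p = 0.531 with an estimated correlation). Lcn2 and Cebpb lost their calls without HFD + sham replicate 2 or replicate 3, and Cxcl1 without any HFD + sham replicate or HFD + hIRI replicate 1. They also ended with the library number group as a covariate (all) and limma voom (Cxcl1).

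Against ND + hIRI kidneys, 23 of the 26 IL-17 signaling genes had a positive log2 fold change, with a mean of 1.18, and the list passed camera at an adjusted p of 0.00327 (adjusted p = 0.627 with an estimated correlation). Lcn2 measured 72.5 ± 49.9 CPM in ND + hIRI kidneys, a log2 fold change of 3.13 (standard error 0.81, adjusted p = 0.0718), and Cebpb differed by 1.18 (adjusted p = 0.0577). Averaged over sham and hIRI kidneys the difference of Cebpb by diet was of like size, so it was not confined to hIRI kidneys. Over all genes 0 members passed the quasi-likelihood test, and adjusted over the list alone 2 were higher. At an unadjusted p under 0.05 10 members were higher and 0 lower. The adjusted counts of the other tools were 2 higher by the likelihood ratio test, the exact test and voom with quality weights, 3 higher by DESeq2, and 0 by limma voom. The list's call ended without ND + hIRI replicate 1 (adjusted p = 0.0886) and without HFD + hIRI replicate 1 (adjusted p = 0.106). Its direction in camera turned to lower without both (adjusted p = 0.858), an alternative chosen after the data were seen. The IL-17 genes averaged 3.07 in HFD + hIRI replicate 1 and -0.01 in ND + hIRI replicate 1 relative to ND + sham on the log2 scale.

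RNA of all 3 fibrinogen chains rose in HFD + hIRI over HFD + sham kidneys, and that of the beta chain also rose over ND + hIRI. Fgb, the fibrinogen beta chain (chromosome 3 from 83042305 to 83049790), measured 289.7 ± 170.1 CPM (SD, n = 3) in HFD + hIRI, 9.73 ± 3.45 CPM in ND + hIRI and 2.83 ± 0.339 CPM in HFD + sham kidneys. Its log2 fold change was 4.90 (standard error 0.45, adjusted p = 0.00201) over ND + hIRI and 6.67 (standard error 0.49, adjusted p = 4.6e-04) over HFD + sham, and both calls held in each of the 12 fits that left out 1 library, while that over ND + hIRI ended with only the 6 libraries compared. Alb, the serum albumin RNA that hepatocytes hold in plenty, measured 17.3 CPM in HFD + hIRI and 17.0 CPM in HFD + sham kidneys. Fga and Fgg, which encode the other 2 fibrinogen chains, rose over HFD + sham by 5.42 (adjusted p = 0.0114) and 7.03 (adjusted p = 0.0096), and their calls ended without HFD + sham replicate 2. Over ND + hIRI they did not pass, with 2.56 (adjusted p = 0.077) and 3.51 (adjusted p = 0.0551), values chosen after they were seen. Of 26 coagulation and fibrinolysis genes, 9 rose over HFD + sham and 2 fell (9 higher and 2 lower when adjusted over the list alone), the falls being Klkb1 with -1.68 and F8 with -0.88, which ended without HFD + sham replicate 2 or replicate 3. The calls on these genes over HFD + sham also ended with the library number group as a covariate (Fga, Klkb1 and F8). This list had an adjusted p of 0.0792 from camera (adjusted p = 0.531 with an estimated correlation). It passed without ND + hIRI replicate 1 (adjusted p = 0.0348) or HFD + hIRI replicate 2 (adjusted p = 0.0492). Over ND + hIRI, 1 member rose, Fgb, and 0 fell (5 higher and 4 lower when adjusted over the list alone; list adjusted p = 0.46, adjusted p = 0.725 with an estimated correlation).

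C3, the central complement component (chromosome 17 from 57203967 to 57228136), measured 315 ± 117 CPM in HFD + hIRI and 96.7 ± 47.3 CPM in ND + hIRI kidneys, a log2 fold change of 1.70 (standard error 0.55, adjusted p = 0.0968). C4a, which may share reads with its paralog C4b, had a log2 fold change of -1.59 (standard error 0.52, adjusted p = 0.0985). Of 26 complement genes 17 had a positive log2 fold change over ND + hIRI. None passed edgeR's quasi-likelihood test over all genes or when adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. Other tools passed 1 higher and 1 lower by the likelihood ratio test, 1 higher by the exact test, 1 lower by DESeq2, and 0 by limma voom and voom with quality weights. The complement list had an adjusted p of 0.288 over ND + hIRI and of 0.609 over HFD + sham (adjusted p = 0.725 and 0.882 with an estimated correlation), and 2 of its members fell over HFD + sham (1 when adjusted over the list alone).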

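In HFD + hIRI kidneys many genes that mark injured tubules or the acute phase response rose. Of 27 tubular injury genes, 18 rose over HFD + sham and 0 fell (20 and 0 when adjusted over the list alone), and of 25 acute phase genes 15 rose and 0 fell (19 and 0 when adjusted over the list alone). Sox9, a transcription factor of tubular repair (chromosome 11 from 112782210 to 112787757), rose from 1.57 ± 0.534 CPM (SD, n = 3) to 80.1 ± 63.7 CPM, and Saa1, an acute phase protein that may share reads with Saa2, rose from 0.674 ± 0.735 CPM to 87.5 ± 76.8 CPM. Over HFD + sham the call of Saa1 ended without HFD + sham replicate 2 and that of Sox9 without HFD + sham replicate 2 or replicate 3 or with the library number group as a covariate. Against ND + hIRI kidneys, 4 acute phase genes rose and 0 fell (14 and 0 when adjusted over the list alone), among them Saa1 with 4.36 (standard error 0.78, adjusted p = 0.0357) and Lrg1 with 2.97 (standard error 0.56, adjusted p = 0.0412). Sox9 was the 1 tubular injury gene that rose over ND + hIRI, by 3.61 (standard error 0.75, adjusted p = 0.0483), and 13 of 27 were higher when adjusted over the list alone. Of 32 proximal tubule genes, 4 were lower than in ND + hIRI and 0 higher (10 lower and 3 higher when adjusted over the list alone). Mep1b, a brush border protease (chromosome 18 from 21072344 to 21100199), was at -1.33 (standard error 0.19, adjusted p = 0.0236). Ace, the angiotensin-converting enzyme (chromosome 11 from 105967945 to 105989964), was at -1.24 (standard error 0.21, adjusted p = 0.03). Both were also lower on the HFD averaged over surgery. In HFD + sham relative to ND + sham kidneys, 2 of the 32 were lower by the likelihood ratio and exact tests. There DESeq2 and voom with quality weights gave 4 lower, and edgeR's quasi-likelihood test and limma voom 0. These values do not separate tubular injury from a difference by diet without hIRI.

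The acute phase, tubular injury and proximal tubule lists passed camera over ND + hIRI at adjusted p = 2.1e-07, 5.7e-07 and 5.1e-05 (adjusted p = 0.472 for all 3 with an estimated correlation). The tests of the first 2 lists over HFD + sham gave adjusted p = 7.0e-09 and 1.8e-07 (adjusted p = 0.425 and 0.526 with an estimated correlation). Over ND + hIRI the calls of Saa1 and Sox9 were each kept in 2 of the 12 fits that left out 1 library, that of Lrg1 in 1, that of Mep1b in 9 and that of Ace in 6. Other settings that ended these calls were only the 6 libraries compared (all), the library number group as a covariate (Lrg1 and Sox9), the replicate number as a block (Lrg1 and Sox9), limma voom (Saa1), upper quartile scaling (Sox9) and the length trend removed (Sox9). Relative to ND + sham the tubular injury genes averaged 3.41 on the log2 scale in HFD + hIRI replicate 1 and 1.30 in replicate 3, and -0.10 in ND + hIRI replicate 1 and 1.62 in replicate 3. Genes of the adrenal gland, which can be carried over with the kidney, were higher as a list in HFD + hIRI over ND + hIRI (mean 1.00, adjusted p = 0.0277, adjusted p = 0.472 with an estimated correlation) and over HFD + sham (mean 1.33, adjusted p = 0.0283, adjusted p = 0.425 with an estimated correlation). Of 11 listed 5 were tested, and 2 of them rose over HFD + sham, Akr1b7 with 3.49 (standard error 0.55, adjusted p = 0.0114) and Mc2r, the ACTH receptor, with 1.38 (standard error 0.38, adjusted p = 0.0326) (2 when adjusted over the list alone). Over ND + hIRI 0 passed edgeR's quasi-likelihood test, 2 were higher when adjusted over the list alone and 2 at an unadjusted p under 0.05, with 2 higher by the likelihood ratio test, the exact test and DESeq2, and 0 by limma voom and voom with quality weights. Both list calls ended without HFD + hIRI replicate 3 (adjusted p = 0.0576 and 0.0588) and with at least 10 counts in every library, and that over ND + hIRI with quality weights. Akr1b7 and Mc2r kept their calls over HFD + sham in 10 and 8 of the 12 fits that left out 1 library. Both ended without HFD + sham replicate 2 or replicate 3, that of Mc2r also without HFD + sham replicate 1 or HFD + hIRI replicate 1, and other settings that ended them were only the 6 libraries compared (Mc2r) and the library number group as a covariate (both). Relative to ND + sham the adrenal genes averaged 1.96, 1.41 and 1.52 in HFD + hIRI replicates 1, 2 and 3.

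In total 2801 genes differed between HFD + hIRI and HFD + sham kidneys, 1607 higher and 1194 lower. The majority turned with upper quartile scaling (1052 higher and 1621 lower) and with library totals alone (852 and 2112). With the library number group as a covariate 18 genes passed, and with only the 6 libraries compared 836. Of the calls on named genes over HFD + sham, the covariate kept 6 and ended 153, and the fit of the 6 libraries kept 84 and ended 75. In the 8 libraries of the higher run, an alternative chosen after the data were seen in which HFD + sham is 1 library assumed to vary like the other groups, 0 genes passed. DESeq2 passed 4222 genes and voom with quality weights 5836. The count of the quasi-likelihood test was 276, 1 and 45 without HFD + sham replicates 1, 2 and 3, and 1100, 1404 and 4742 without HFD + hIRI replicates 1, 2 and 3. Between ND + hIRI and ND + sham kidneys 0 genes passed edgeR's quasi-likelihood test, with 2030 at an unadjusted p under 0.05. By other tools 345 passed with the likelihood ratio test, 326 with the exact test, 444 with DESeq2, 0 with limma voom and 696 with voom with quality weights. Without ND + hIRI replicate 1 the quasi-likelihood count was 531, and without HFD + hIRI replicate 1 it was 88. Without both, chosen after the data were seen, it was 2322, 1295 higher and 1027 lower. The difference between the hIRI responses on the 2 diets passed for 2 genes, Fgb with a log2 difference of 4.90 (standard error 0.61, adjusted p = 0.0461) and Vdr with -1.09 (standard error 0.14, adjusted p = 0.0461). Both calls ended with the library number group as a covariate, the replicate number as a block, limma voom and the length trend removed. Vdr, the vitamin D receptor (chromosome 15 from 97854427 to 97908296), lies outside the rule for named genes and was chosen after its values were seen. This count was 2 without HFD + hIRI replicate 1, 1 without HFD + hIRI replicate 3 and 0 without any other of the 12 libraries, with 1429 genes at an unadjusted p under 0.05 and 8 passing by the likelihood ratio test, 37 by DESeq2, 0 by limma voom and 4 by voom with quality weights. From the enriched apoptosis, cytokine, IL-17 and complement gene sets, the paper proposes that hIRI induces heightened inflammation and apoptosis in the kidneys of HFD-fed mice.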

Comparison of BP terms between HFD sham and ND sham kidneys revealed increased enrichment of pathways related to leukocyte chemotaxis and migration, granulocyte recruitment, and cytokine production. In contrast, pathways associated with cilium assembly and organization were downregulated in HFD sham kidneys (Supplementary Figure S2). These findings indicate that a proinflammatory microenvironment may already be present in kidneys of HFD-fed mice, consistent with the tubular epithelial vacuolization observed histologically in the HFD + sham group. Furthermore, Gene Ontology Biological Process (GO:BP) analysis of liver RNA-seq data showed significant enrichment of gene sets related to the positive regulation of interleukin-1 (IL-1) production, interleukin-6 (IL-6) production, and tumor necrosis factor (TNF) superfamily signaling in steatotic livers after IRI compared with lean livers subjected to the same procedure (Supplementary Figure SA–B3). 

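Genes of leukocyte chemotaxis and adhesion had higher mean levels in HFD + sham than in ND + sham kidneys, with 27 of 31 positive and a mean log2 fold change of 0.48. Selplg, a ligand for selectins on leukocytes (chromosome 5 from 113817798 to 113830501), measured 6.01 ± 2.03 CPM (SD, n = 3) in HFD + sham and 3.47 ± 0.278 CPM in ND + sham kidneys, a log2 fold change of 0.79 (standard error 0.32, adjusted p = 0.522). Coro1a, an actin-binding protein of leukocytes (chromosome 7 from 126699774 to 126704816), had a log2 fold change of 0.63 (standard error 0.26, adjusted p = 0.544). The list passed camera at an adjusted p of 0.00497 (adjusted p = 0.755 with an estimated correlation), though 0 of its members passed edgeR's quasi-likelihood test over all genes and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher and 0 lower, and other tools passed 0 by the likelihood ratio test, the exact test, DESeq2, limma voom and voom with quality weights. The call ended without ND + sham replicate 1 (adjusted p = 0.066) or HFD + sham replicate 3 (0.478). In HFD + sham replicates 1, 2 and 3 these genes averaged -0.03, 0.18 and 1.04 relative to ND + sham on the log2 scale. Chemokine genes had a mean of 0.40 and passed at an adjusted p of 0.0429 (adjusted p = 0.755 with an estimated correlation), a call that ended without ND + sham replicate 1 (adjusted p = 0.121), ND + sham replicate 2 (0.148), HFD + sham replicate 3 (0.341), HFD + hIRI replicate 1 (0.0565) or HFD + hIRI replicate 2 (0.0513).

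Markers of monocytes and macrophages were higher as a list, with 19 of 21 positive, a mean of 0.61 and an adjusted p of 1.1e-05 (adjusted p = 0.722 with an estimated correlation). Of these markers 0 passed over all genes and 2 when adjusted over the list alone, with 7 higher and 0 lower at an unadjusted p under 0.05. The other tools passed 1 higher by the likelihood ratio test, the exact test, DESeq2 and voom with quality weights, and 0 by limma voom. Red cell genes were also higher as a list, with all 3 measured members positive, a mean of 1.25 and an adjusted p of 0.00365 (adjusted p = 0.72 with an estimated correlation and 0.094 in preranked GSEA). The hemoglobin genes were not analysed here, and 1 of the 3 members, Slc4a1, is also on the list for the distal nephron and collecting duct. Relative to ND + sham the 3 members averaged 0.76, 1.28 and 1.29 on the log2 scale in HFD + sham replicates 1, 2 and 3. Alas2, the first enzyme of heme synthesis in red cells, had a log2 fold change of 1.22 (standard error 0.20, adjusted p = 0.105). None of the 3 passed over all genes by edgeR's quasi-likelihood test, 2 were higher when adjusted over the list alone and 2 at an unadjusted p under 0.05, with 1 higher by the likelihood ratio test, the exact test, DESeq2 and voom with quality weights, and 0 by limma voom. The fibroblast and matrix list had a mean of 0.17 and an adjusted p of 0.018 (adjusted p = 0.755 with an estimated correlation), a call that ended without ND + sham replicate 1 (adjusted p = 0.382) or ND + sham replicate 3 (0.167). C1qb, a complement subunit made by macrophages (chromosome 4 from 136880145 to 136886177), measured 40.1 ± 13.6 CPM against 19.1 ± 4.32 CPM, a log2 fold change of 1.07 (standard error 0.25, adjusted p = 0.31). Neutrophil markers averaged 2.10 in HFD + sham replicate 3 and 0.16 and 0.09 in replicates 1 and 2, and their list had an adjusted p of 0.0889 (adjusted p = 0.755 with an estimated correlation). The neutrophil list passed without HFD + sham replicate 1 (adjusted p = 0.00473), HFD + sham replicate 2 (0.00734) or HFD + hIRI replicate 1 (0.0438). None of 16 neutrophil markers passed edgeR's test over all genes or the list alone, with 1 higher at an unadjusted p under 0.05 and 0 by the likelihood ratio test, the exact test, DESeq2, limma voom and voom with quality weights. For the pro-inflammatory cytokines the mean log2 fold change was 0.32 and the adjusted p 0.355 (adjusted p = 0.755 with an estimated correlation), and preranked GSEA gave 0.0436. Il1b, the cytokine interleukin 1 beta, measured 2.92 ± 2.71 CPM in HFD + sham kidneys, a log2 fold change of 1.00 (standard error 0.94, adjusted p = 0.836).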

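Genes of the primary cilium, the sensory organelle of tubular cells, were lower as a list in HFD + sham than in ND + sham kidneys, by a small amount shared by most members. Of 53 measured genes, 42 had a negative log2 fold change, with a mean of -0.13, and the list passed camera at an adjusted p of 6.7e-04 (adjusted p = 0.755 with an estimated correlation). Bbs4, a subunit of the complex that carries proteins to the cilium (chromosome 9 from 59321966 to 59353508), measured 11.6 ± 0.506 CPM (SD, n = 3) in HFD + sham and 14.4 ± 1.88 CPM in ND + sham kidneys, a log2 fold change of -0.32 (standard error 0.12, adjusted p = 0.46). Pkd1, which encodes polycystin 1 of the ciliary membrane (chromosome 17 from 24549950 to 24596514), had the opposite sign, a log2 fold change of 0.35 (standard error 0.09, adjusted p = 0.341). No member passed edgeR's quasi-likelihood test over all genes or when adjusted over the list alone, with 1 higher and 3 lower at an unadjusted p under 0.05. By other tools the counts were 0 by the likelihood ratio test, the exact test, DESeq2 and limma voom, and 1 higher and 2 lower by voom with quality weights. Motile cilium and axoneme genes had a mean log2 fold change of -0.10 and an adjusted p of 0.441 (adjusted p = 0.755 with an estimated correlation). After hIRI, 18 of the 53 primary cilium genes fell in HFD + hIRI relative to HFD + sham kidneys and 0 rose (24 lower when adjusted over the list alone, list adjusted p = 1.8e-07, adjusted p = 0.531 with an estimated correlation). Bbs2, another subunit of the same complex (chromosome 8 from 94067954 to 94098811), fell by 0.87 on the log2 scale (standard error 0.15, adjusted p = 0.0128), a call that ended without HFD + sham replicate 2 or replicate 3 or with the library number group as a covariate.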

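In the model of all 4 groups a pair of genes fell in HFD + sham relative to ND + sham kidneys. Tmigd1, an adhesion protein of the tubular brush border (chromosome 11 from 76904545 to 76916586), measured 174 ± 6.81 CPM (SD, n = 3) in HFD + sham and 349 ± 40.9 CPM in ND + sham kidneys, a log2 fold change of -1.00 (standard error 0.12, adjusted p = 0.0386). Mas1, the receptor for angiotensin 1-7 (chromosome 17 from 12841005 to 12868143), lies outside the rule for named genes and was chosen after its values were seen. It measured 0.0965 ± 0.07 CPM against 2.00 ± 0.558 CPM, a log2 fold change of -4.37 (standard error 0.54, adjusted p = 0.0386). Tmigd1 kept its call in 4 of the 12 fits that left out 1 library and lost it without ND + sham replicates 1 and 2, ND + hIRI replicates 2 and 3, any HFD + sham replicate and HFD + hIRI replicate 2, while Mas1 kept it without ND + hIRI replicate 1, HFD + hIRI replicate 1 or HFD + hIRI replicate 3. The calls of both Tmigd1 and Mas1 also ended with the library number group as a covariate, the replicate number as a block and limma voom. That of Tmigd1 ended with the filter of at least 10 counts in every library. Mas1 had too few reads in HFD + sham to pass that filter and was not tested there, so its log2 fold change rests on few counts. The count of 2 genes was 3 without ND + sham replicate 3, 10 without HFD + hIRI replicate 1, 4 without HFD + hIRI replicate 3, 2 without ND + hIRI replicate 1 and 0 without each of the 8 libraries that end the call of Tmigd1. With only the 6 libraries compared 226 genes passed, 117 higher and 109 lower. Without HFD + hIRI replicate 1 and ND + hIRI replicate 1, an alternative chosen after the data were seen, 64 passed, 34 higher and 30 lower. With 1240 genes at an unadjusted p under 0.05, the likelihood ratio test passed 45, the exact test 44, DESeq2 132, limma voom 0 and voom with quality weights 316.

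Of 17 endothelial genes, 16 had a positive log2 fold change with a mean of 0.28, and the list passed camera at an adjusted p of 2.8e-04 (adjusted p = 0.722 with an estimated correlation). Glucocorticoid targets had a mean of 0.97 with all 11 positive. Of them 7 were higher when adjusted over the list alone, against 0 over all genes by edgeR's quasi-likelihood test, 7 at an unadjusted p under 0.05 and 0 by the likelihood ratio test, the exact test and limma voom, 1 higher by DESeq2, and 6 higher by voom with quality weights. Their list passed (adjusted p = 5.6e-08, adjusted p = 0.72 with an estimated correlation). Tsc22d3, a glucocorticoid-induced regulator of inflammation (chromosome X from 140539529 to 140600522), measured 167 ± 32.8 CPM in HFD + sham and 88.8 ± 18.8 CPM in ND + sham kidneys, a log2 fold change of 0.91 (standard error 0.25, adjusted p = 0.341). From the chemotaxis and cytokine terms and the tubular vacuolization seen in the HFD + sham group, the paper proposes that a proinflammatory microenvironment may already be present in the kidneys of HFD-fed mice.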

Consistently, KEGG pathway analysis indicated increased enrichment of the chemokine signaling pathway and reduced enrichment of peroxisome-related pathways in HFD + hIRI versus ND + hIRI livers (Supplementary Figure S3C–D). While these results are based on a murine model, they suggest early hepatic signaling cascades that priming toward AKI in the context of metabolic stress.

**FIGURE 2:**
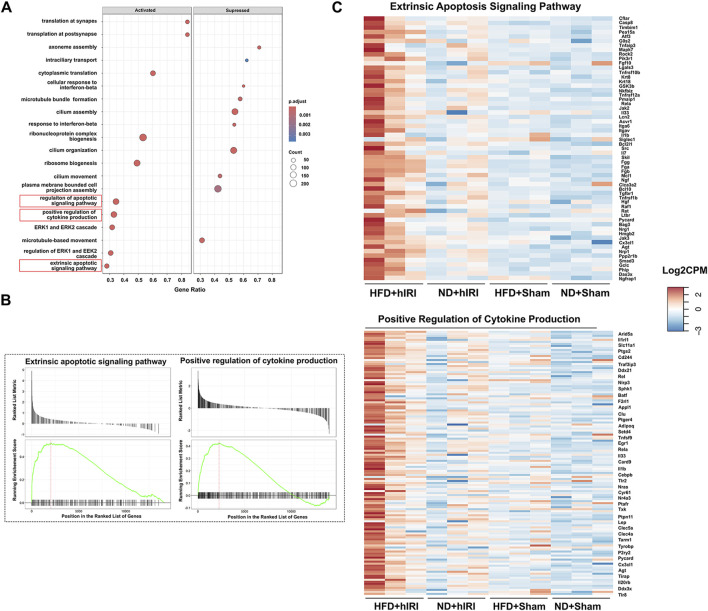
Transcriptomic analysis of kidneys following hIRI or sham procedure in lean and fatty mouse model. **(A)** Dot plot showing the top activated and suppressed signaling pathway enriched by GO BP analysis when the kidney transcriptomics from HFD + hIRI animal group was compared to that from ND mice after hIRI. **(B)** Enrichment score plot showing the activated and suppressed gene number associated with extrinsic apoptosis pathway and positive regulation of cytokine production pathway enriched by GO BP analysis when the kidney transcriptomics from HFD + hIRI animal group was compared to that from ND mice after hIRI. **(C)** Heatmap showing the top upregulated genes associated with extrinsic apoptosis pathway and positive regulation of cytokine production in the kidney tissue from HFD+hIRI animal group as compared to that from HFD+Sham, ND+hIRI and ND+Sham. *n = 3* for each animal groups.

### Enhanced renal apoptosis in HFD-fed mice following hIRI

Given that RNA-seq analysis of kidney at 6 h post-hIRI in HFD-fed mice revealed upregulation of gene sets associated with apoptotic signaling pathways, including the extrinsic apoptotic pathway, we performed immunohistochemical (IHC) staining for cleaved caspase-3—a well-established marker of apoptosis—on kidney sections collected 24 h after hIRI. Compared to ND + hIRI animals, HFD + hIRI kidneys showed markedly increased cleaved caspase-3 staining, indicating enhanced apoptosis (Figure 3A). Apoptotic cells were observed in both tubular and extra-tubular compartments, including within glomerular capillaries. Transmission electron microscopy (TEM) further confirmed tubular injury, revealing brush border disruption and sloughing in the proximal tubules of HFD + hIRI animals (Figure 3C), in contrast to relatively preserved structures in ND + hIRI kidneys (Figure 3B). Additional cytoplasmic abnormalities—including mitochondrial cristae damage, vacuolization, and irregular contours—were evident in tubular epithelial cells (Figures 3D,E). Moreover, glomerular ultrastructure in ND + hIRI kidneys displayed intact podocyte pedicles with narrow filtration slits (Figure 3F), while HFD + hIRI kidneys exhibited fused pedicles and swollen morphology, along with widened filtration slit spaces (Figure 3G). Collectively, these observations confirm that hepatic IRI in the context of fatty liver promotes activation of apoptotic pathways and leads to increased apoptosis in both tubular epithelial and glomerular cells, potentially contributing to the exacerbated AKI phenotype observed in HFD-fed animals.

**FIGURE 3:**
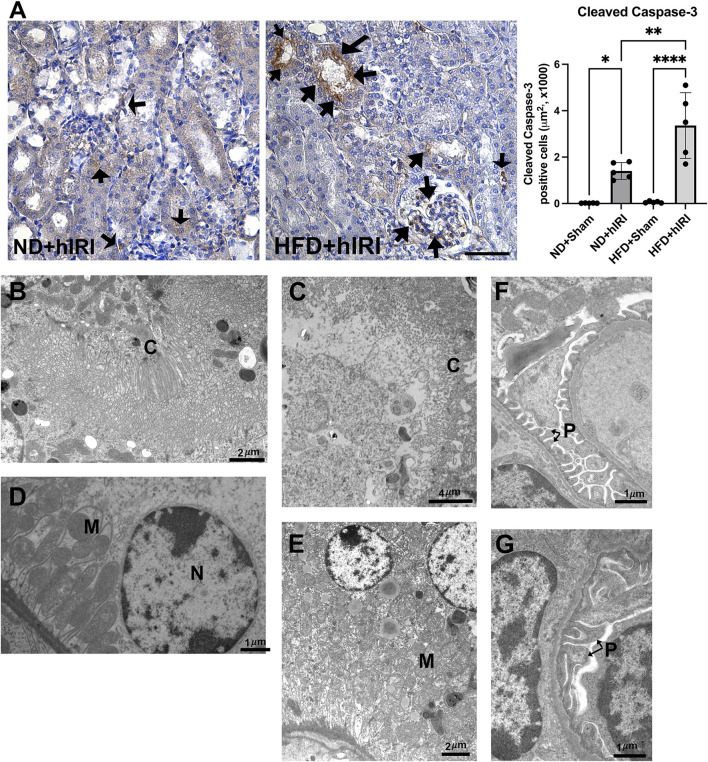
Renal apoptosis following fatty liver IRI. **(A)** Left, Representative IHC staining images of cleaved Caspase-3 on kidney sections from the indicated animal groups. Scale bar: 100 μm. Right, quantification of cleaved Caspase-3 positive cells per μm^2^. Arrows indicated apoptotic cells in the kidney sections. n = 5 for each animal group, *p < 0.05, **p < 0.01. **(B–G)** TEM images showing the ultrastructure of kidney from ND + hIRI **(B–F)** and HDF + hIRI **(C–G)** animal groups. **(C)** Cilia, M: Mitochodria, N: Nucleus. Glomerulus in mouse from ND + hIRI **(F)** showing pedicles (P) of podocytes and tight space of the filtration slits (arrow) (Scale bar is as indicated in each panel). In animal kidneys from HFD + hIRI group **(G)**, the glomerulus showing the fusion of pedicles (P) (arrow).

### Fatty liver IRI triggers inflammatory response in kidney

Transcriptomic analysis revealed an upregulation of the gene sets associated with inflammation and cytokine production in kidneys from HFD + hIRI mice compared to ND + hIRI animals. 

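Clcf1 and Spp1 had higher mean RNA levels in HFD + hIRI than in ND + hIRI kidneys without passing the test. Clcf1, a cytokine of the IL-6 family (chromosome 19 from 4214238 to 4223505), measured 14.6 ± 16.0 CPM (SD, n = 3) in HFD + hIRI and 3.02 ± 0.528 CPM in ND + hIRI kidneys, a log2 fold change of 2.27 (standard error 0.64, adjusted p = 0.0812). Spp1, the secreted injury protein osteopontin (chromosome 5 from 104435111 to 104441053), measured 9557 ± 6113 CPM against 2495 ± 1602 CPM, a log2 fold change of 1.94 (standard error 0.54, adjusted p = 0.0802), with each HFD + hIRI library above each ND + hIRI library. Such a lack of overlap, in either direction, was seen for 23.7% of all genes. Of 10 genes of LIF and IL-6 family signaling, 9 had a positive log2 fold change, with a mean of 1.03. The list passed camera at an adjusted p of 0.0133 (adjusted p = 0.472 with an estimated correlation), a call that ended without ND + hIRI replicate 1 (adjusted p = 0.0649) or HFD + hIRI replicate 1 (0.0626). None of them passed edgeR's quasi-likelihood test over all genes and 5 were higher when adjusted over the list alone, with 5 higher at an unadjusted p under 0.05. The counts by the other tools were 2 higher by the likelihood ratio test and the exact test, 5 higher by DESeq2, and 0 by limma voom and voom with quality weights. Chemokine genes had a mean log2 fold change of 0.32 and leukocyte chemotaxis genes one of 0.32, with list adjusted p values of 0.0891 and 0.217 (adjusted p = 0.661 and 0.791 with an estimated correlation). Neutrophil markers had a mean of 1.10 (list adjusted p = 0.12, adjusted p = 0.725 with an estimated correlation) and averaged 3.61 in HFD + hIRI replicate 1 relative to ND + sham, against 1.23 and 0.87 in replicates 2 and 3. The chemokine list passed without ND + hIRI replicate 2 (adjusted p = 0.00773), the chemotaxis list without ND + hIRI replicate 2 (adjusted p = 0.018) or HFD + hIRI replicate 3 (0.0358) and the neutrophil list without ND + hIRI replicate 3 (adjusted p = 0.0424), HFD + hIRI replicate 2 (0.0348) or HFD + hIRI replicate 3 (0.0354). Without HFD + hIRI replicate 1 and ND + hIRI replicate 1, an alternative chosen after the data were seen, the chemotaxis and neutrophil lists turned to lower in camera and passed (adjusted p = 9.6e-04 and 0.021).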

To validate these findings, we performed IHC staining for Ly6B.2 and F4/80, the well-established markers for neutrophil and macrophage, on kidney tissue sections. As expected, HFD + hIRI kidneys exhibited significantly increased infiltration of neutrophils, inflammatory monocytes, and activated macrophages compared to ND + hIRI and sham controls (Figures 4A,B). Multiplex cytokine analysis of kidney homogenates further confirmed elevated levels of inflammatory mediators, including IL-1α, Eotaxin, and MIP-1α, in HFD + hIRI animals (Figure 4C), indicating robust renal inflammation. Interestingly, while the anti-inflammatory cytokine leukemia inhibitory factor (LIF) was significantly upregulated in ND + hIRI kidneys compared to their sham controls, hIRI failed to induce LIF expression in the kidneys of HFD-fed animals. This observation suggests an altered response to hepatic IRI in the setting of fatty liver, which may further contribute to the heightened renal inflammation and injury observed in these animals.

**FIGURE 4:**
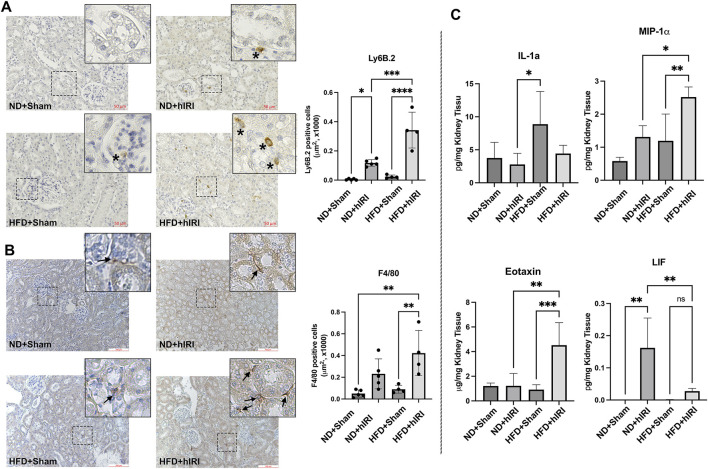
Inflammation in kidneys following hIRI. **(A)** Left, Representative IHC staining images Ly6B.2 on kidney sections from the indicated animal groups. Scale bar: 50 μm. Right, quantification of infiltrated Ly6B.2 positive neutrophil cells per mm^2^. **(B)** Representative IHC staining images of F4/80 on kidney sections from the indicated animal groups. Scale bar: 100 μm. Right, quantification of infiltrated F4/80 positive macrophage per μm^2^. **(C)** Multiplex assay for inflammatory cytokine in kidney from the indicated animal groups. *p < 0.05, **p < 0.01, ***p < 0.001. *n = 5* for each animal group.

### Contribution of ferroptosis in renal injury after fatty liver hIRI

We previously reported that treatment with Liproxstatin-1 (Lip-1), a potent ferroptosis inhibitor (Zilka O et al., 2017), significantly reduced 4-HNE levels as well as serum ALT and AST levels in HFD-fed mice subjected to hIRI, compared to vehicle-treated controls. These findings supported a crucial role for ferroptosis in mediating hepatic injury during IRI in fatty livers (Rokop et al., 2024). Interestingly, while RNA-seq analysis indicated there was a significant elevation of *ACSL4*, (Doll et al., 2017), in kidneys from HFD-fed animals 6 h post-hIRI (Supplementary Table S2; Supplementary Figure S4); ELISA measurements of ACSL4 protein levels in kidneys 24 h post-hIRI showed no significant differences between groups (Figure 5A). 

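Acsl4, the ligase that loads arachidonic acid into membrane phospholipids (chromosome X from 142317993 to 142390535 of mm10), rose in the kidneys of HFD + hIRI mice. It measured 381 ± 171 CPM (SD, n = 3) in HFD + hIRI, 145 ± 32.3 CPM in ND + hIRI, 97.9 ± 11.9 CPM in HFD + sham and 78.0 ± 3.84 CPM in ND + sham kidneys. The log2 fold change of Acsl4 was 1.40 (standard error 0.27, adjusted p = 0.0447) from edgeR over ND + hIRI and 1.96 (standard error 0.28, adjusted p = 0.0114) over HFD + sham, and each HFD + hIRI library lay above each library of either group. Libraries did not overlap for 23.7% of all genes over ND + hIRI and for 46.7% over HFD + sham, in either direction. The test of the difference between the hIRI responses on the 2 diets gave Acsl4 a log2 difference of 1.07 (standard error 0.38, adjusted p = 0.486). The call of Acsl4 over ND + hIRI ended when any library other than HFD + hIRI replicate 3 was left out (adjusted p = 0.0543 to 0.118), and without HFD + hIRI replicate 3 the adjusted p was 0.0102. That over HFD + sham ended only without HFD + sham replicate 2, of the 12 libraries. Among other settings, the call over ND + hIRI ended with only the 6 libraries compared, the library number group as a covariate and the replicate number as a block, and that over HFD + sham with the library number group as a covariate. The RNA was measured 6 h after hIRI, and the protein values at 24 h are from other assays that were not analysed here.

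**Figure D3:**
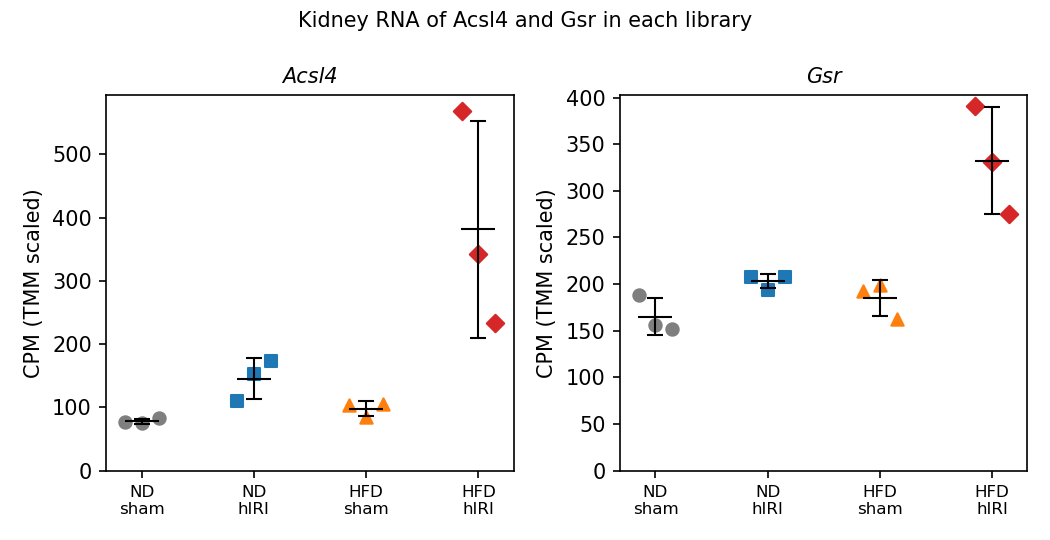
CPM of Acsl4 and of Gsr, which encodes glutathione reductase, in each kidney library by group, with the mean and SD of 3 mice. Acsl4 averaged 381 CPM in HFD + hIRI and 145 CPM in ND + hIRI kidneys, and Gsr 332 and 203 CPM.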

To further assess the involvement of renal ferroptosis in AKI associated with fatty liver IRI, we evaluated lipid peroxidation in the kidney by immunofluorescence staining of 4-HNE. Notably, 4-HNE levels were not elevated in either HFD + hIRI or ND + hIRI kidneys relative to sham controls (ND or HFD + Sham) at 24 h post-hIRI (Figure 5B). Arachidonic acid–phosphatidylethanolamine (AA-PE), a polyunsaturated fatty acid, is highly susceptible to oxidation and serves as a critical lipid substrate for ferroptosis execution (Kagan et al., 2017). Mass spectrometric quantification of (AA-PE) in kidney tissue revealed no significant difference between sham and hIRI groups under either dietary condition (Figure 5C). These results suggest that ferroptosis is unlikely to be directly involved in the pathogenesis of AKI following liver IRI in HFD-fed mice. Given our previous findings that Lip-1 attenuates hepatic injury in fatty liver IRI (Rokop et al., 2024), we investigated whether this protective effect extends to kidneys. Lip-1 was administered intraperitoneally (10 mg/kg daily) for 7 days prior to hIRI, as was performed in our prior study (Rokop et al., 2024). Remarkably, Lip-1 treatment led to a significant reduction in serum creatinine levels in HFD + hIRI mice compared to vehicle-treated controls (Figure 6A). Histological analysis of H&E-stained kidney sections revealed reduced tubular epithelial necrosis and vacuolization in Lip-1–treated HFD + hIRI mice (Figure 6B). Furthermore, cleaved caspase-3 staining showed attenuated apoptosis in the kidneys of Lip-1–treated HFD + hIRI mice compared to ND + hIRI and HFD + sham controls (Figure 6C). Collectively, these findings suggest that while ferroptosis may not directly contribute to the exacerbated AKI observed in fatty liver IRI, anti-ferroptotic intervention with Lip-1 nonetheless ameliorates renal injury—likely through indirect effects mediated by protection of the liver.

**FIGURE 5:**
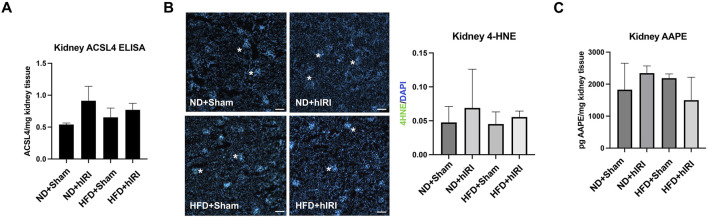
Contribution of renal ferroptosis in AKI following fatty liver IRI. **(A)** ELISA assay showing ACSL4 level are not augmented in HFD + IRI or ND + IRI mouse kidney as compared to their Sham controls. **(B)** kidneys from hepatic IRI in fatty mouse model showing no increase of 4-HNE staining signal (in green) in either HFD + IRI or ND + IRI kidney as compared to their Sham controls. Nuclei were counterstained with Hoechst 33,343. Scale bar: 25 μm. **(C)** Mass Spectrometric Analysis demonstrated that kidney AA-PE level was not elevated in HFD + IRI or ND + IRI mouse kidney as compared to their Sham controls. *n = 5* for each animal group.

**FIGURE 6:**
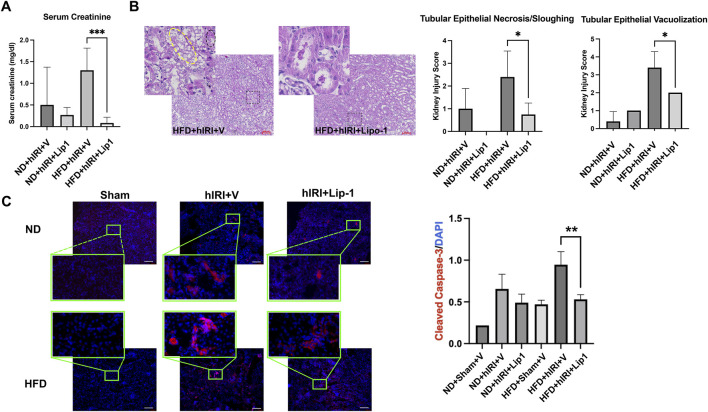
Administration of ferroptosis inhibitor, Lip-1, mitigates AKI following fatty liver IRI. **(A)** Serum creatinine level in ND- and HFD-fed mice in 24 h post hIRI. The mice were pre-treated with liproxstatin-1 (Lip-1) or control vehicle for 7 days. **(B)** H&E staining demonstrated Lip-1 treatment ameliorate tubular epithelial sloughing and vacuolization in kidneys of HFD + IRI mice as compared to control vehicle treated animals. Right panel: pathological quantification of tubular epithelial sloughing and vacuolization in mouse kidney section as indicated. Scale bar: 100 μm *n = 5* for each animal group. *p < 0.05. **(C)** Left, Representative immunofluorescence staining images of cleaved Caspase-3 (in red) on the kidney sections from the indicated animal groups. Nuclei were counterstained with Hoechst 33,343. Scale bar: 100 μm. Right, quantification of cleaved Caspase-3 positive cells per μm^2^. *n = 5* for each animal group. **p < 0.01.

## Discussion

This study investigated the mechanisms underlying AKI in a setting of fatty liver IRI. While prior studies have explored the AKI mechanisms following liver IRI (Lee et al., 2009; Park et al., 2010), few have specifically addressed it in the context of fatty liver. Clinically, despite technical advances in liver transplantation, AKI remains a common complication, increasing morbidity and mortality. In liver transplantation setting, hIRI occurs during the procurement, cold storage, and surgical procedures (Hussaini et al., 2019; Durand et al., 2018). The liver-kidney axis is well documented in conditions such as hepatorenal syndrome and cirrhosis-associated chronic kidney disease (Adebayo and Wong, 2023; Appenrodt and Lammert, 2018). Our findings confirm and extend our and others prior work by showing that fatty liver IRI results in more severe AKI than lean liver IRI, suggesting that steatotic livers exacerbate systemic injury to remote organs—including the kidney—via inflammation and oxidative stress.

We previously demonstrated that fatty livers are more susceptible to ischemic injury (Rokop et al., 2024). However, the specific mechanisms linking hepatic injury to remote organ damage such as AKI remain poorly defined. Comprehensive understanding of the molecular pathways contributing to AKI in this context is critical for the development of diagnostic biomarkers and therapeutic strategies. Previous reports have shown that inflammation plays a central role in AKI across multiple contexts, including sepsis- or ischemia-associated AKI (Zarbock et al., 2023; Lee and Jang, 2022). In line with these findings, we found fatty liver IRI induced substantial renal inflammation, characterized by increased infiltration of neutrophils, inflammatory monocytes, and activated macrophages, along with elevated levels of pro-inflammatory cytokines such as IL-1α, Eotaxin, and MIP-1α. Previous reports have established that IL-1α can act as a proinflammatory signal for kidney damage (Anders, 2016), where as Eotaxin and MIP-1α (CCL3) are potent chemokines that contribute to the recruitment of immune cells and promote AKI (Wada et al., 1999; Badenska et al., 2025; Chen et al., 2020). Interestingly, the level of leukemia inhibitory factor (LIF) was markedly upregulated in kidney from ND + hIRI mice, but not in those from HFD + hIRI mice. Previous studies have shown that LIF acts as a protective factor against ischemic acute kidney injury (Hu et al., 2024) and is involved in renal epithelial regeneration following AKI (Yoshino et al., 2003). This impaired LIF response may reflect a diminished renal reparative capacity under conditions of systemic inflammation, contributing to worsened AKI in fatty liver IRI. Consistent with this, RNA sequencing analysis revealed a significant upregulation of inflammation-related gene sets in kidneys from HFD + hIRI mice relative to ND + hIRI controls, further confirmed the systemic inflammation and inflammatory “spillover” from fatty liver contribute to AKI.

Apoptosis is another established mechanism contributes to overall renal tubular cell death IRI-induced AKI (Lee et al., 2009; Linkermann. et al., 2014a). In our model, cleaved caspase-3 staining demonstrated marked increase of apoptosis in kidneys from HFD + hIRI animals. TEM analysis confirmed structural damage, including brush border disruption and sloughing in proximal tubules of both ND + hIRI and HFD + hIRI mice. However, additional ultrastructural abnormalities—such as cytoplasmic vacuolization and endothelial contour irregularities—were noted only in HFD + hIRI animals, particularly in peritubular capillary regions. These coordinated transcriptional changes are spanning from receptors (*Tnfrsf1b*, *Tnfrsf10b*, *Tnfrsf12a*, *Ltbr*), initiator caspase (*Casp8*), adaptors (*Pycard*), downstream effectors (*Pmaip1*), to regulatory feedback nodes (*Cflar*, *Tnfaip3*, *Bcl2l1*, *Mcl1*) are consistent with activation of the death-receptor/caspase-8 axis upstream of the cleaved caspase-3 signal that resulted in exacerbated renal apoptosis and AKI in HFD + hIRI animals. These findings underscore the severity of tubular and vascular injury under steatosis conditions. 

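Of the 11 genes that the paper names here, 8 rose in HFD + hIRI over HFD + sham kidneys and 0 fell (10 higher when adjusted over the list alone). Tnfrsf12a, the receptor for the cytokine TWEAK (chromosome 17 from 23675445 to 23677449), rose from 28.9 ± 14.4 CPM (SD, n = 3) to 304 ± 258 CPM, a log2 fold change of 3.39 (standard error 0.72, adjusted p = 0.0189). Casp8, the initiator caspase of death receptors (chromosome 1 from 58795374 to 58847503), rose from 27.9 ± 1.56 CPM to 65.8 ± 26.4 CPM, a log2 fold change of 1.24 (standard error 0.22, adjusted p = 0.0136). The survival genes Bcl2l1 and Mcl1, which block the mitochondrial step of apoptosis, rose by 1.27 (adjusted p = 0.0161) and 0.88 (adjusted p = 0.0336) on the log2 scale. So did the receptors Ltbr with 0.89 (adjusted p = 0.0114), Tnfrsf1b with 1.79 (adjusted p = 0.0339) and Tnfrsf10b with 0.89 (adjusted p = 0.0384) and the mitochondrial apoptosis inducer Pmaip1 with 1.88 (adjusted p = 0.0393). Pycard, Cflar and Tnfaip3 did not pass, with log2 fold changes of 0.99 (adjusted p = 0.117), 0.57 (adjusted p = 0.115) and 1.03 (adjusted p = 0.154). These calls were kept in 4 (Tnfrsf10b and Pmaip1) to 10 (Casp8, Bcl2l1 and Ltbr) of the 12 fits that left out 1 library, and all of them ended without HFD + sham replicate 2 or replicate 3. Settings that ended them were also only the 6 libraries compared (Tnfrsf1b, Tnfrsf10b and Pmaip1), the library number group as a covariate (all), the replicate number as a block (Mcl1, Tnfrsf1b, Tnfrsf10b and Pmaip1), limma voom (Tnfrsf1b and Pmaip1), upper quartile scaling (Tnfrsf10b) and library totals alone (Tnfrsf10b).

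Over ND + hIRI kidneys all 11 had a positive log2 fold change, from 0.41 for Tnfaip3 to 2.15 for Tnfrsf12a, and 0 passed edgeR's quasi-likelihood test over all genes. Tnfrsf12a measured 68.6 ± 49.5 CPM in ND + hIRI kidneys, with a standard error of 0.68 and an adjusted p of 0.095. Casp8 differed by 0.61 (adjusted p = 0.115) and Bcl2l1 by 0.80 (adjusted p = 0.0891). When adjusted over the list alone 4 were higher and 0 lower, at an unadjusted p under 0.05 7 were higher. Other tools gave 2 higher by the likelihood ratio test and the exact test, 4 higher by DESeq2, and 0 by limma voom and voom with quality weights. The list passed camera over ND + hIRI with a mean of 0.86 (adjusted p = 8.2e-04, adjusted p = 0.472 with an estimated correlation) and over HFD + sham with a mean of 1.35 (adjusted p = 4.3e-05, adjusted p = 0.526 with an estimated correlation). Since the study chose these genes on the same samples, the list is not independent evidence of their direction. Without HFD + hIRI replicate 1 and ND + hIRI replicate 1, chosen after the data were seen, its adjusted p over ND + hIRI was 0.393. The paper states that the changes span receptors, caspase 8, adaptors, effectors and feedback genes, and proposes that the death-receptor and caspase-8 axis is activated.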

Necrosis is well-recognized form of cell death in renal IRI (Fleig et al., 1987). Previously, we used Evans Blue (EBD) to assess plasma-membrane leakage, a feature commonly associated with necrosis, and confirmed a marked increase of necrosis in fatty livers subjected to IRI (Rokop et al., 2024). However, using the same methods, we did not detect significant necrosis in the kidneys of either HFD + IRI or ND + IRI mice (data not shown), suggesting that necrosis is not a major contributor to fatty liver IRI-associated AKI.

Our data show that fatty liver IRI produces more severe AKI than lean liver IRI, with apoptosis and inflammation as the predominant injury mechanisms. These results support a model in which hIRI in steatotic livers aggravates remote organ injury—including the kidney—through circulating inflammatory mediators, activation of extrinsic apoptotic pathways, and oxidative stress. Consistent with this, our prior work demonstrated higher levels of pro-inflammatory cytokines (IL-1α, IL-6, IL-12p40, IFN-β1, IL-17, and TNF-α) in HFD + hIRI liver tissue compared with ND + hIRI, indicating a more intense inflammatory milieu in fatty livers after IRI (Rokop et al., 2024). Likewise, RNA-seq revealed enrichment of gene sets related to positive regulation of interleukin-1 and interleukin-6 production and TNF superfamily signaling in HFD + hIRI livers, along with increased chemokine-signaling pathways and decreased peroxisome pathways relative to ND + hIRI. Because peroxisome-related genes are essential for very-long-chain fatty-acid catabolism, plasmalogen synthesis, and detoxification of hydrogen peroxide, their suppression would be expected to reduce antioxidant capacity and heighten susceptibility to oxidative injury (Fransen et al., 2012). Together, these findings implicate liver-derived pro-inflammatory cytokines (IL-1, IL-6, TNF-α), extrinsic apoptosis signaling (TNF-α/TNFSF), and metabolic oxidative stress (e.g., ROS) as circulating drivers that initiate and amplify AKI in the context of fatty liver IRI.

Ferroptosis has recently been implicated in the pathogenesis of various acute and chronic liver disorders (Chen et al., 2022; Capelletti et al., 2020). Recent evidence shows that a high-fat diet (HFD) reshapes the gut microbiota—reducing diversity, depleting barrier-supportive microbial environment, enriching bile-tolerant pathobionts via taurine-conjugated bile acids, and diminishing short-chain fatty acid (SCFA) production (Hu et al., 2025; Devkota et al., 2012). This HFD-induced dysbiosis, through portal LPS/TLR4 priming and disrupted bile-acid/SCFA signaling, can lower hepatic lipid-peroxidation defenses (e.g., the ACSL4/LPCAT3/GPX4 axis) and sensitize steatotic livers to ferroptosis during ischemia–reperfusion injury (Yao and Li, 2023). Furthermore, steatotic livers are typically deficient in reduced glutathione (GSH), a key antioxidant that neutralizes reactive oxygen species (ROS). This deficiency increases vulnerability to ROS accumulation and predisposes the tissue to ferroptosis-driven injury (Junzhe et al., 2024). Although ferroptosis has previously been implicated in the development of AKI of renal IRI and direct nephrotoxic injury (Linkermann et al., 2014b; Zhao Z et al., 2020), our analyses revealed no significant elevation of canonical ferroptosis markers—including 4-HNE, ACSL4 protein, or AA-PE—in kidneys at 24 h post-hIRI. These findings argue against ferroptosis as a direct renal mechanism in this model and instead support a remote injury paradigm, distinct from models of direct renal insult. Nevertheless, the renoprotective effects of Lip-1 in fatty liver IRI suggest that inhibition of hepatic ferroptosis mitigates downstream kidney injury. Furthermore, despite Lip-1 being a potent and specific ferroptosis inhibitor, off-target effects—such as modulation of oxidative stress or survival pathways—cannot be excluded. Future studies using alternative radical-trapping antioxidants (Scarpellini et al., 2023), GPX4 activators to reduces lipid hydroperoxides (Qi et al., 2020), and complementary interventions targeting upstream components of extrinsic apoptosis (e.g., caspase-8 activation, FADD recruitment, or receptor/ligand blockade) are warranted to confirm our findings.

Of note, RNA-seq revealed early (6-h) upregulation of ACSL4 and other antioxidant defense genes in the kidneys of HFD + hIRI mice, suggesting a potential priming of ferroptotic pathways during the early phase of injury. These findings warrant further time-course studies to clarify the temporal dynamics of ferroptosis-related signaling in the kidney during fatty liver IRI. Furthermore, the future in-depth definitive dissection of the liver-to-kidney signaling axis (e.g., specific cytokines/lipid mediators, receptor–ligand pairs, and cell-type sources) will provide a more detailed mechanistic insights on how hepatic ferroptosis impact renal injury under the setting of fatty liver IRI.

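Of 28 target genes of NRF2, a regulator of the response to oxidative stress, 5 rose in HFD + hIRI over ND + hIRI kidneys and 0 fell (13 higher and 0 lower when adjusted over the list alone). Gsr, which regenerates reduced glutathione (chromosome 8 from 33653238 to 33698162), measured 332 ± 57.5 CPM (SD, n = 3) against 203 ± 7.59 CPM, a log2 fold change of 0.71 (standard error 0.14, adjusted p = 0.0412). Mgst1, a membrane glutathione transferase (chromosome 6 from 138140537 to 138156752), rose by 1.66 (standard error 0.28, adjusted p = 0.03) on the log2 scale. Abcc3, an export pump for conjugates (chromosome 11 from 94343295 to 94392976), rose by 1.20 (standard error 0.21, adjusted p = 0.03), and Gsta2, a glutathione transferase that may share reads with its paralogs, by 1.28 (standard error 0.21, adjusted p = 0.03). Gclc, which makes the first step of glutathione synthesis, measured 1104 ± 740.4 CPM against 365 ± 113 CPM with a log2 fold change of 1.60 (adjusted p = 0.0708). Hmox1, the heme oxygenase, measured 258 ± 141 CPM against 349 ± 405 CPM, with -0.44 (adjusted p = 0.731). Both rose over HFD + sham kidneys, Gclc by 2.40 (adjusted p = 0.0128) and Hmox1 by 3.23 (adjusted p = 0.027). These calls ended without HFD + sham replicate 2 or replicate 3, and that of Hmox1 also without HFD + sham replicate 1 or HFD + hIRI replicate 1 or 2. Both ended too with the library number group as a covariate. Of 23 ferroptosis suppressors, 1 rose over ND + hIRI, Gsr, and 0 fell (13 higher and 1 lower when adjusted over the list alone). Of 16 ferroptosis drivers 2 rose (3 when adjusted over the list alone), Acsl4 and the transferrin receptor Tfrc, which takes up iron, with 2.00 (standard error 0.40, adjusted p = 0.045).

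The NRF2 list passed camera at an adjusted p of 3.7e-06 and the suppressors at 2.2e-04, while the drivers had an adjusted p of 0.056 (adjusted p = 0.472 for all 3 with an estimated correlation). The drivers passed without ND + hIRI replicate 2 (adjusted p = 0.0443), ND + hIRI replicate 3 (0.0298), HFD + sham replicate 3 (0.0492) or HFD + hIRI replicate 1 (0.0424). The calls of Gsr, Mgst1, Abcc3, Gsta2 and Tfrc were kept in 1, 4, 5, 5 and 2 of the 12 fits that left out 1 library, and they ended with only the 6 libraries compared (all) and upper quartile scaling (Tfrc). Relative to ND + sham the ferroptosis suppressors averaged 1.31, 0.71 and 0.26 in HFD + hIRI replicates 1, 2 and 3. From the rise in ACSL4 and in genes of antioxidant defense at 6 h, the paper proposes that ferroptotic pathways may be primed during the early phase of injury.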

In conclusion, our study provides new insights into the pathophysiology of AKI following fatty liver IRI. Inflammation and apoptosis are key mediators of renal injury. While ferroptosis does not appear to be directly involved in the kidney, targeting ferroptosis in the liver offers a promising strategy to reduce remote organ injury. These findings advance our understanding of the liver-kidney axis and highlight ferroptosis inhibition as a potential therapeutic avenue for preventing AKI in the setting of fatty liver transplantation or surgery.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE309904.

## Supplementary material

The Supplementary Material for this article can be found online at: https://www.frontiersin.org/articles/10.3389/fphys.2025.1672201/full#supplementary-material

SUPPLEMENTARY FIGURE S1
**(A)** Dot plot showing the top activated and suppressed signaling pathway enriched by GO KEGG analysis of the kidney transcriptomics from HFD+hIRI and HFD sham versus ND+hIRI and ND sham. **(B-D)**, Heatmap showing the top upregulated genes associated with apoptosis pathway **(B)**, IL-17 signaling pathway **(C)**, and complement and co-agulation cascades **(D)** in the kidney tissue from HFD+hIRI animal group as compared to HFD+Sham, ND+hIRI and ND+Sham mice.

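Averaged over sham and hIRI kidneys, as in the comparison of both HFD groups with both ND groups, 387 genes differed by diet, 155 higher and 232 lower on the HFD. Apoe, the lipid carrier (chromosome 7 from 19696244 to 19699188), measured 443 ± 102 CPM (SD, n = 3) and 394 ± 26.5 CPM in the HFD + sham and HFD + hIRI groups and 199 ± 12.9 CPM and 182 ± 33.1 CPM in the ND + sham and ND + hIRI groups, a log2 fold change of 1.14 (standard error 0.12, adjusted p = 0.00234). Acsm3, a mitochondrial enzyme of medium-chain fatty acids (chromosome 7 from 119760923 to 119784896), measured 151 ± 12.4 CPM and 147 ± 40.1 CPM on the HFD and 1003 ± 541 CPM and 887 ± 642 CPM on the ND, a log2 fold change of -2.67 (standard error 0.36, adjusted p = 0.00914). The calls of Apoe and Acsm3 were kept in all 12 fits that left out 1 library. Of 26 IL-17 signaling genes, 1 rose, Cebpb with 1.21 (standard error 0.19, adjusted p = 0.0168), and 0 fell (1 higher when adjusted over the list alone). Of 26 complement genes, 1 fell, C4a with -2.12 (standard error 0.37, adjusted p = 0.0198), and 0 rose (3 higher and 1 lower when adjusted over the list alone). Of 26 coagulation and fibrinolysis genes, 2 rose and 3 fell (6 and 4 when adjusted over the list alone). The rises were Fgb with 2.45 and Pros1, the anticoagulant protein S, with 0.53, and the falls were Proc, the anticoagulant protein C, with -0.45, Cpb2 with -2.30 and Plg, the precursor of plasmin, with -2.61. Of the 12 fits that left out 1 library, the calls of Cebpb, C4a and Cpb2 were kept in 9, those of Proc, Plg and Pros1 in 6, 3 and 2, and that of Fgb in all. That of Pros1 also ended with the library number group as a covariate and the replicate number as a block. For Fgb the log2 fold change of HFD + sham over ND + sham was -6.3e-04 (standard error 0.45, adjusted p = 1), against 4.90 for HFD + hIRI over ND + hIRI. The 11 apoptosis genes named in the paper, chosen by the study on these samples and so not independent evidence, had a mean of 0.50 and 0 passed over all genes by edgeR's quasi-likelihood test (2 when adjusted over the list alone and 4 at an unadjusted p under 0.05). The other tools passed 2 higher by the likelihood ratio test, 3 higher by DESeq2, 0 by limma voom, and 1 higher by voom with quality weights.

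The list tests gave adjusted p = 0.00528 for IL-17 signaling, 0.0275 for complement, 0.787 for coagulation and 0.0121 for the named apoptosis genes, and adjusted p = 0.523, 0.515, 0.851 and 0.523 with an estimated correlation. The IL-17 call ended without HFD + hIRI replicate 1 (adjusted p = 0.0589), and the complement call without ND + sham replicate 1 (adjusted p = 0.0772), ND + hIRI replicate 1 (0.0851), HFD + sham replicate 3 (0.0561), HFD + hIRI replicate 1 (0.061) or HFD + hIRI replicate 3 (0.084). The call of the named apoptosis genes ended without HFD + hIRI replicate 1 (0.12). The number of genes that differed was 135, 59 and 166 without ND + sham replicates 1, 2 and 3, 118 without ND + hIRI replicate 2, 38, 46 and 49 without HFD + sham replicates 1, 2 and 3, and 1469 without HFD + hIRI replicate 3. Library totals alone gave 95 higher and 279 lower, DESeq2 1447 genes, the likelihood ratio test 1061 and voom with quality weights 1488, and the 8 libraries of the higher run, with 1 of HFD + sham and chosen after the data were seen, 0.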

SUPPLEMENTARY FIGURE S2
**(A)** Dot plot showing the top activated and suppressed signaling pathway enriched by GO BP analysis of HFD+sham versus ND+ sham.

SUPPLEMENTARY FIGURE S3
**(A,B)** Dot plot and Ridgeline plot showing the top activated and suppressed signaling pathway enriched by GO BP analysis of the liver transcriptomics from HFD+hIRI versus ND+hIRI mice. **(C,D)** Dot plot and Ridgeline plot showing the top activated and suppressed signaling pathway enriched by GO KEGG analysis of the liver transcriptomics from HFD+hIRI versus ND+hIRI mice.

SUPPLEMENTARY FIGURE S4 Heatmap showing the expression of the genes associated with ferroptosis that enriched by GO BP analysis of the kidney transcriptomics from different animal groups.

# Supplementary material for: Acute kidney injury following fatty liver ischemia-reperfusion injury: indirect protection by hepatic ferroptosis inhibition
**Source:** Front Physiol. 2025 Nov 19;16:1672201. doi: 10.3389/fphys.2025.1672201
**Supplement:** Supplementary file 1

Supplemental Material:

Supplemental tables:

Supplemental table 1. Differential expression analysis of kidney transcriptomes identified genes significantly up- or downregulated in HFD+hIRI mice compared to ND+hIRI controls. A false discovery rate (FDR) of <0.05 was used as the threshold for significance.

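Among the genes that rose in HFD + hIRI over ND + hIRI kidneys was Plin2, which coats lipid droplets (chromosome 4 from 86656565 to 86670059). Its RNA rose from 256 ± 109 CPM (SD, n = 3) to 1812 ± 1628 CPM, a log2 fold change of 2.82 (standard error 0.55, adjusted p = 0.0447). Cp, the copper-carrying ferroxidase ceruloplasmin (chromosome 3 from 19957054 to 20009750), rose by 0.85 (standard error 0.14, adjusted p = 0.03) on the log2 scale. Among the falls, Acsm3 had a log2 fold change of -2.60 (standard error 0.50, adjusted p = 0.0433) and Vdr, the vitamin D receptor, of -1.23 (standard error 0.10, adjusted p = 9.4e-04). Vdr lies outside the rule for named genes and was chosen after its values were seen. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 190 genes changed, 75 higher and 115 lower in HFD + hIRI, of the 14091 tested. With library totals alone 34 were higher and 152 lower, and with upper quartile scaling 37 and 82. The count was 91 with the library number group as a covariate and 0 with only the 6 libraries compared. It was 91 without HFD + hIRI replicate 1 and ND + hIRI replicate 1 and 0 with the 8 libraries of the higher run, both chosen after the data were seen. DESeq2 passed 1778 genes, the exact test 1068 and voom with quality weights 803. The likelihood ratio test of the same tool, which takes less account of the uncertainty of each gene's spread, passed 1116 genes, 546 higher and 570 lower, with all 190 of the former among them. The calls of Plin2 and Cp were kept in 1 and 5 of the 12 fits that left out 1 library and that of Vdr in all 12. That of Acsm3 ended at least without ND + hIRI replicate 2 and without HFD + sham replicate 2 or replicate 3. The calls of Plin2, Cp and Acsm3 ended with only the 6 libraries compared (all), the library number group as a covariate (Plin2 and Acsm3) and the replicate number as a block (Plin2). With only the 6 libraries compared 0 genes passed, so the call of Vdr ended there too. The number of genes that passed was 16, 75 and 81 without ND + sham replicates 1, 2 and 3, 53, 4 and 117 without ND + hIRI replicates 1, 2 and 3, 18, 10 and 9 without HFD + sham replicates 1, 2 and 3, and 84, 20 and 2559 without HFD + hIRI replicates 1, 2 and 3.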

Supplemental table 2. The list of the genes associated with ferroptosis were enriched by GO BP analysis of the kidney transcriptomics from HFD+hIRI mice as compared to ND+hIRI controls.

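Table S2 lists genes of lipid peroxidation, iron handling, antioxidant defense and cholesterol synthesis, with the authors' log2 fold change and FDR of each in HFD + hIRI relative to ND + hIRI kidneys. Of these 13 genes, 1 rose over ND + hIRI, Acsl4, and 0 fell (4 higher and 1 lower when adjusted over the list alone). Gch1, the first enzyme of tetrahydrobiopterin synthesis (chromosome 14 from 47153895 to 47189402), measured 18.8 ± 22.7 CPM (SD, n = 3) in HFD + hIRI and 3.65 ± 1.99 CPM in ND + hIRI kidneys, a log2 fold change of 2.36 (standard error 0.79, adjusted p = 0.102). Nfe2l2, which encodes NRF2 (chromosome 2 from 75675519 to 75704641), had a log2 fold change of 0.64 (standard error 0.19, adjusted p = 0.0888), Slc40a1, the iron exporter ferroportin (chromosome 1 from 45908070 to 45925594), of 0.57 (standard error 0.18, adjusted p = 0.0972) and Dhcr7, the last enzyme of cholesterol synthesis (chromosome 7 from 143823167 to 143848410), of -0.83 (standard error 0.25, adjusted p = 0.0901). Slc7a11, the cystine importer, measured 5.91 ± 9.16 CPM against 0.882 ± 0.653 CPM and had a log2 fold change of 2.74 (standard error 1.21, adjusted p = 0.175). The other members, Lpcat3, Ptgs2, Hmox1, Keap1, Msmo1, Sc5d and Ebp, had adjusted p values of 0.152 (Lpcat3) to 0.739 (Keap1). Relative to HFD + sham kidneys 8 of the 13 rose and 0 fell (9 and 1 when adjusted over the list alone), among them Gch1 with 3.01 (adjusted p = 0.0307) and Nfe2l2 with 0.90 (adjusted p = 0.0193). Both calls ended without any HFD + sham replicate, and that of Gch1 also without HFD + hIRI replicate 1. Other settings ended them as well, only the 6 libraries compared (Gch1), the library number group as a covariate (both), the replicate number as a block (Gch1) and limma voom (Gch1). The list had an adjusted p of 0.056 over ND + hIRI and of 0.00691 over HFD + sham (adjusted p = 0.472 and 0.526 with an estimated correlation). It was chosen by the study on these samples, so its count is not independent evidence of a direction. Over ND + hIRI it passed without ND + hIRI replicate 2 (adjusted p = 0.00717) or HFD + sham replicate 3 (adjusted p = 0.0492).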

Supplemental Figure 1

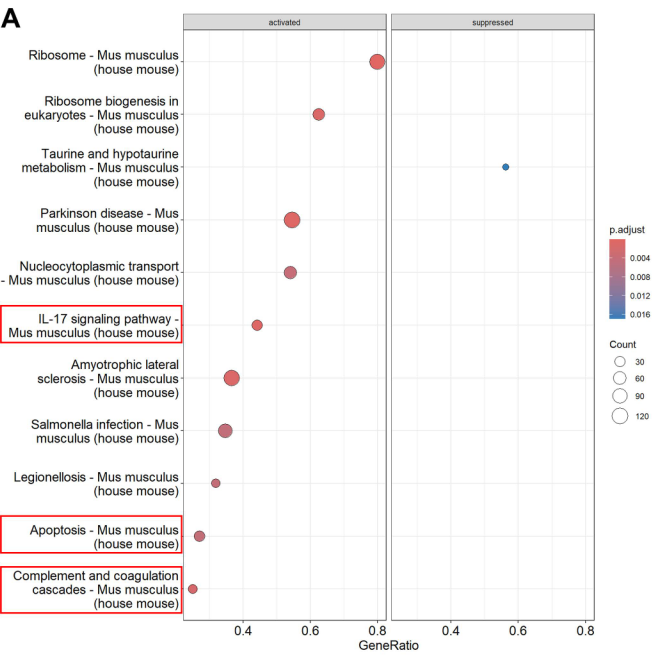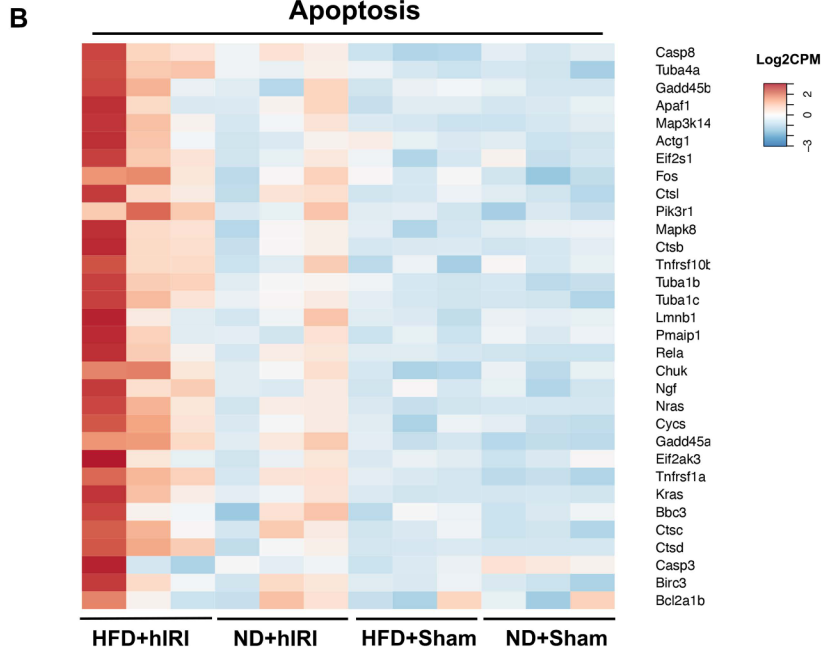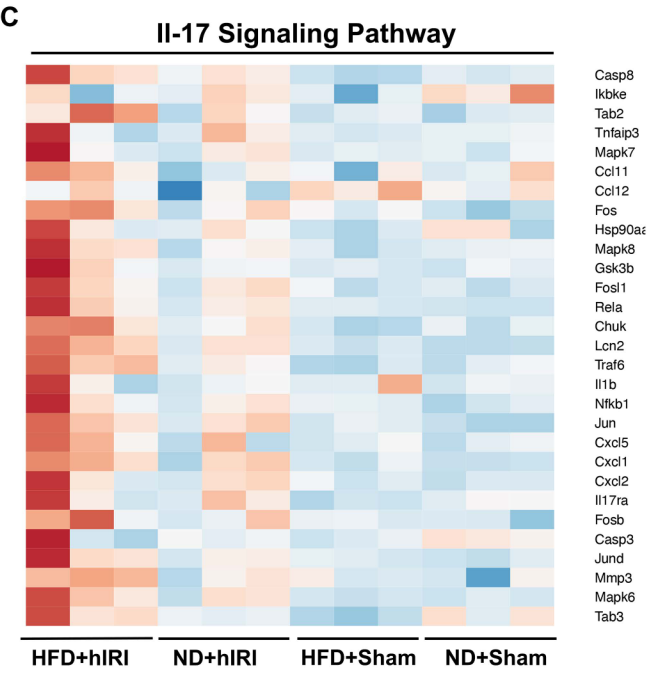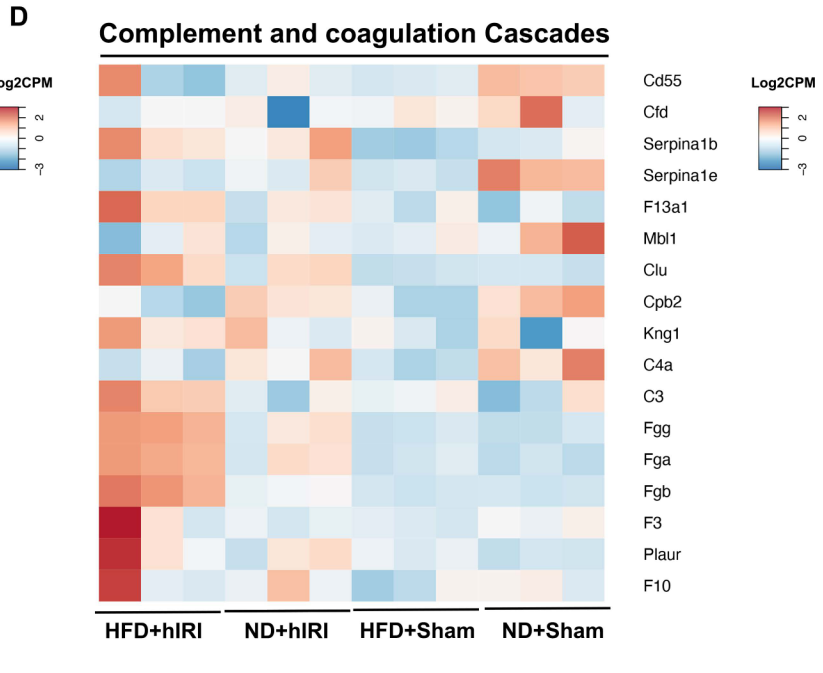

Supplemental Figure 2

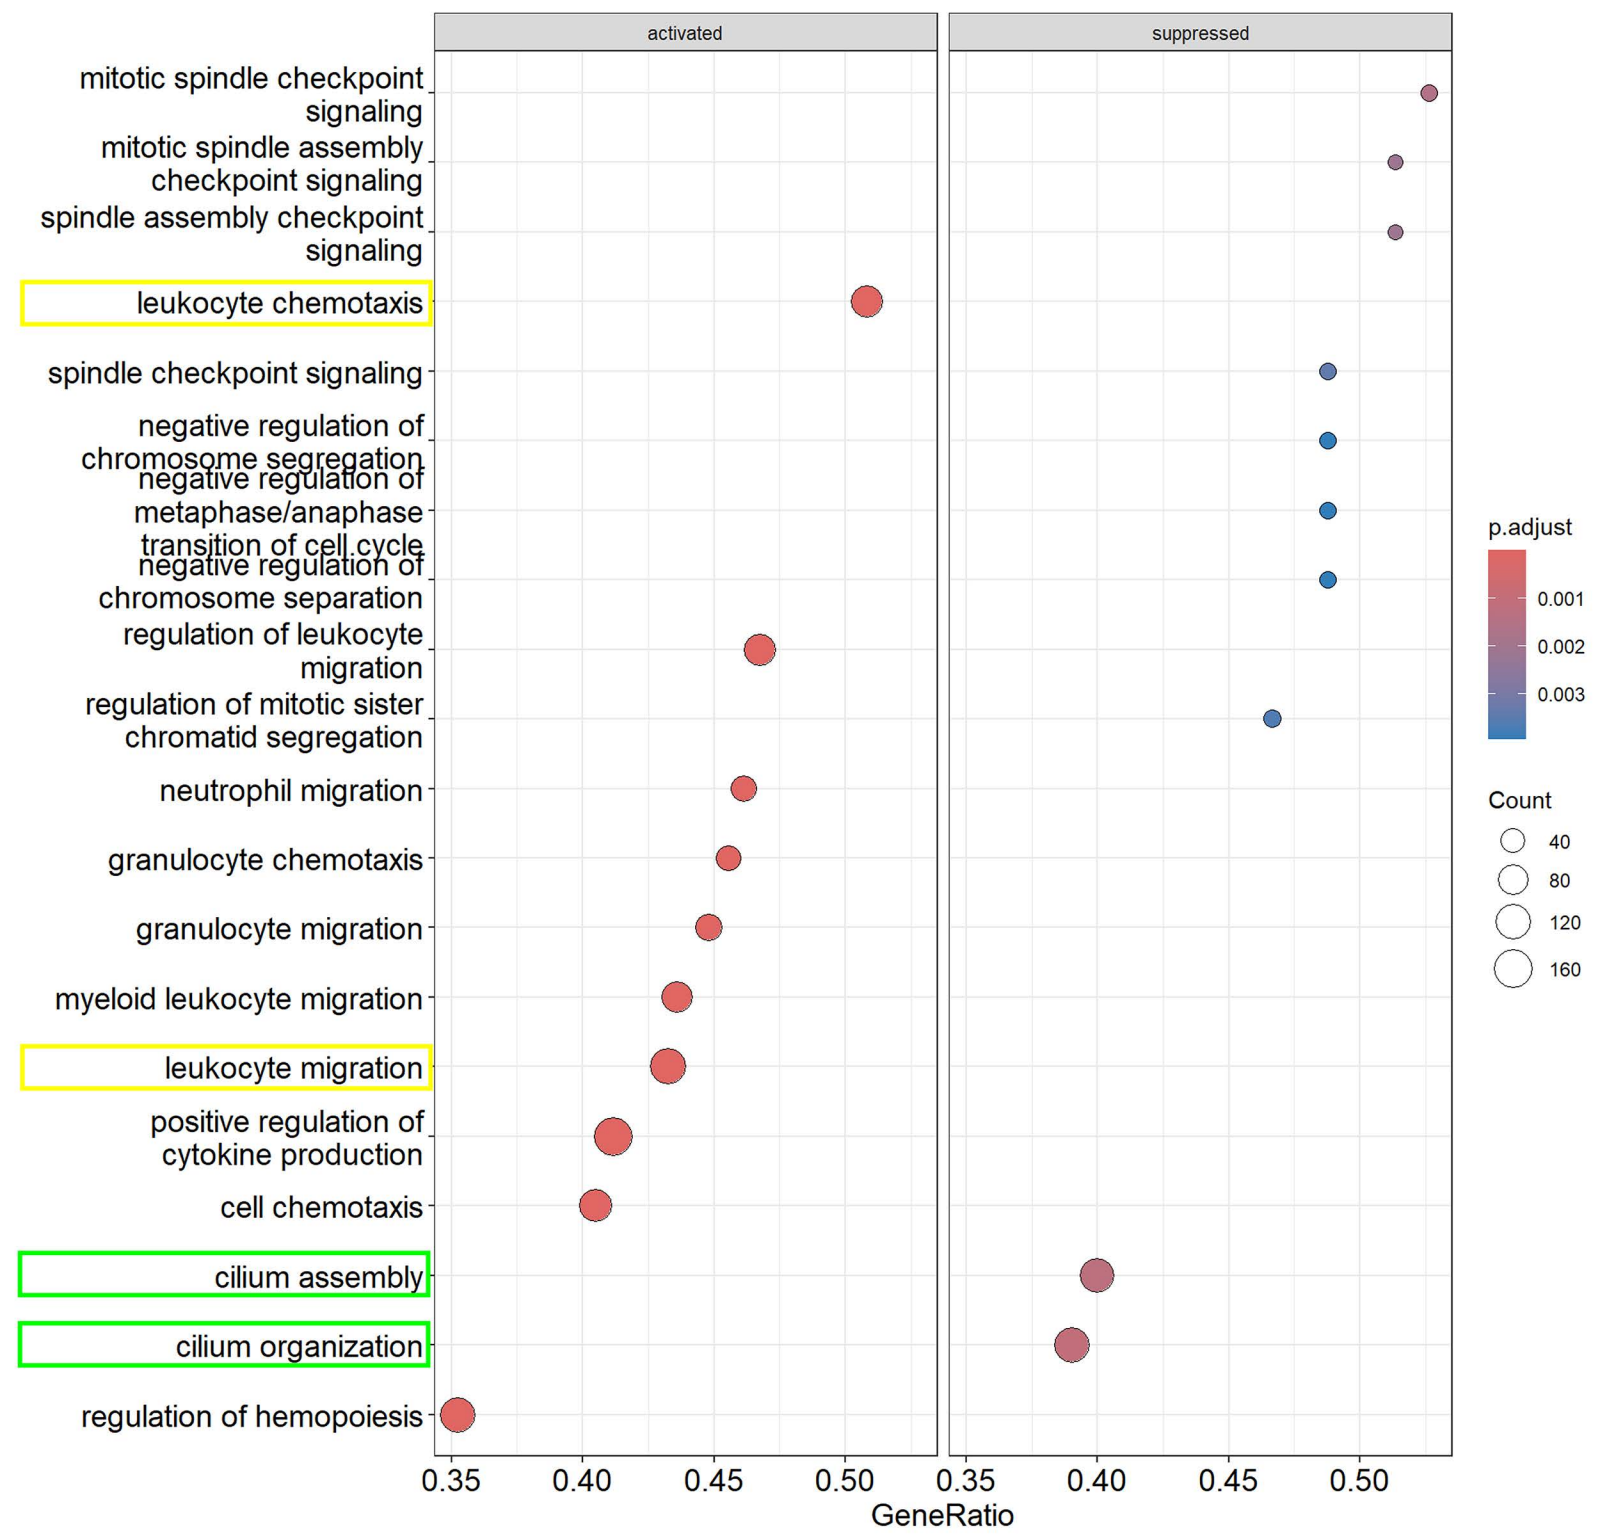

A

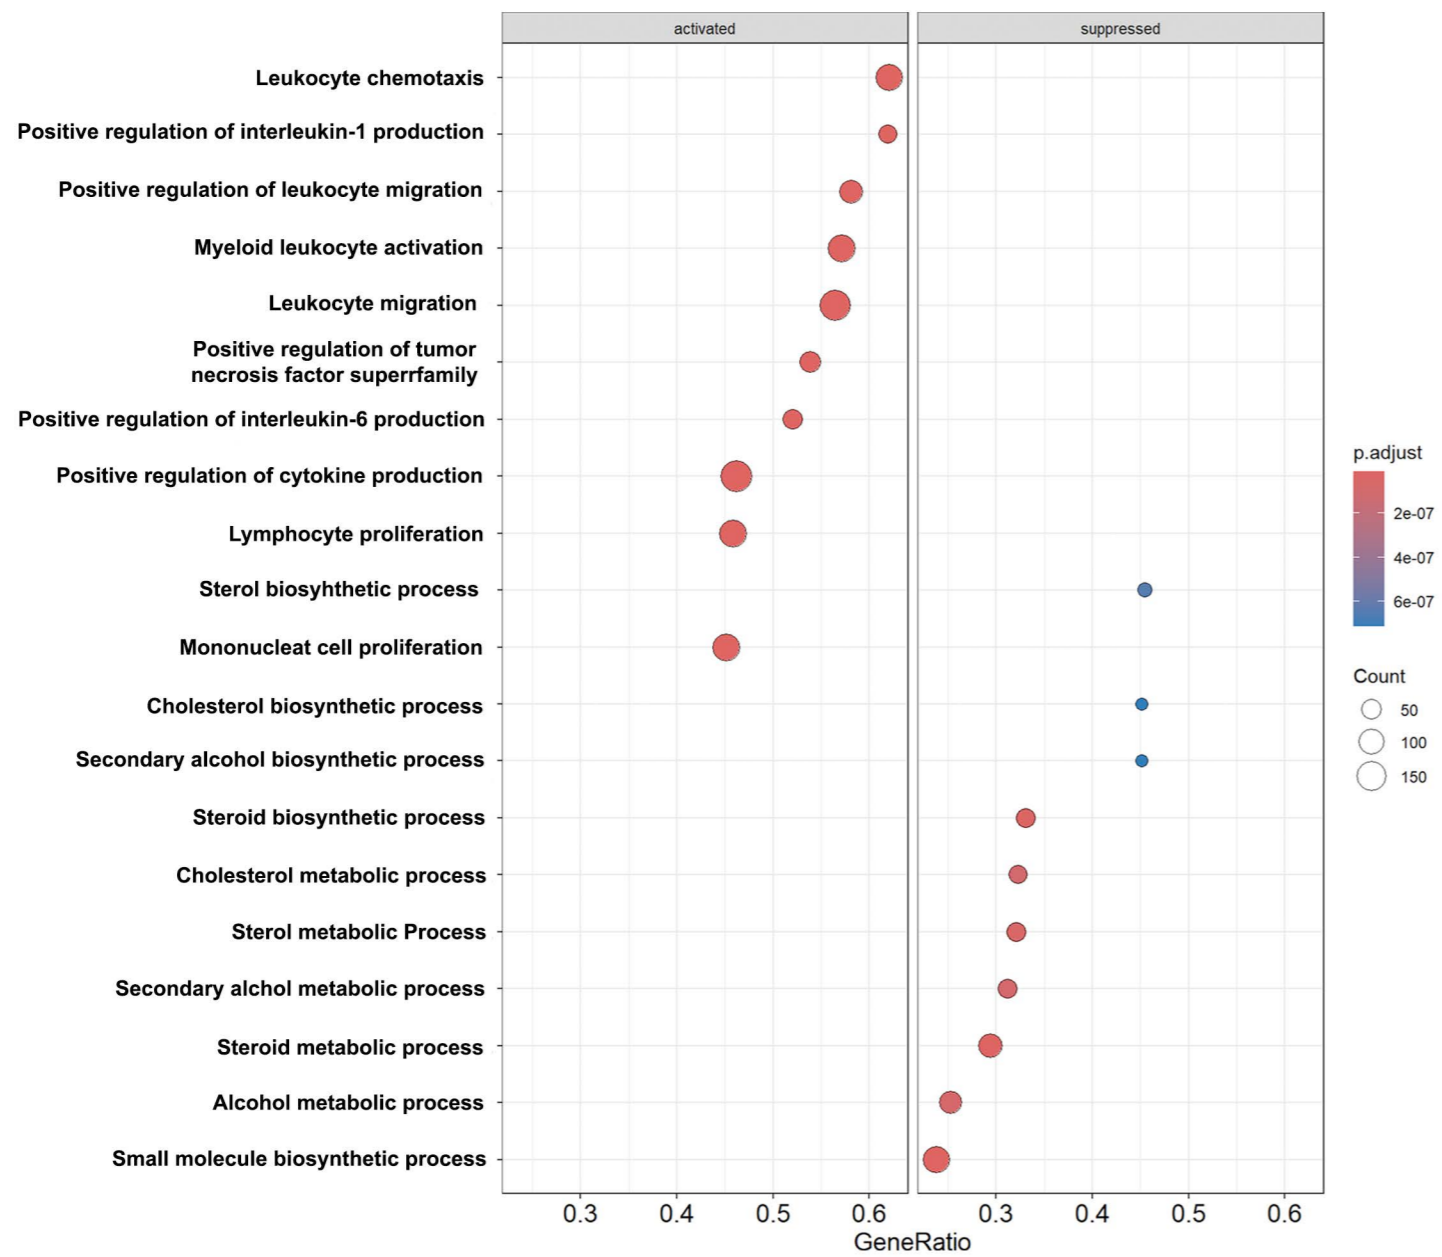

B

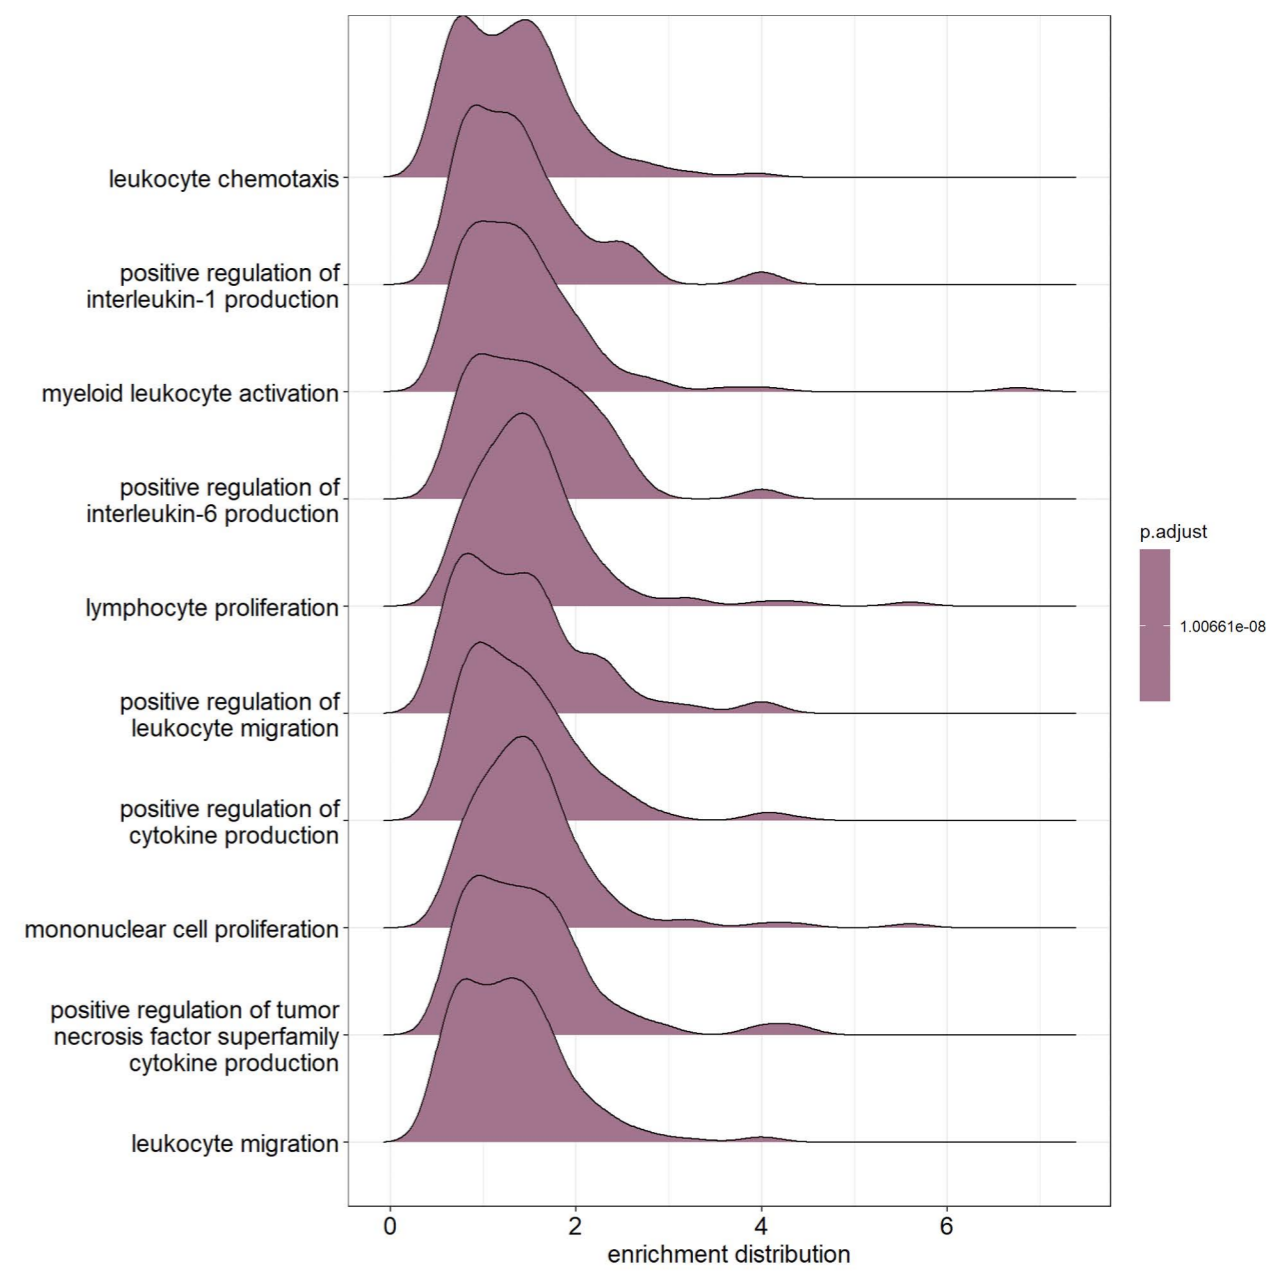

C

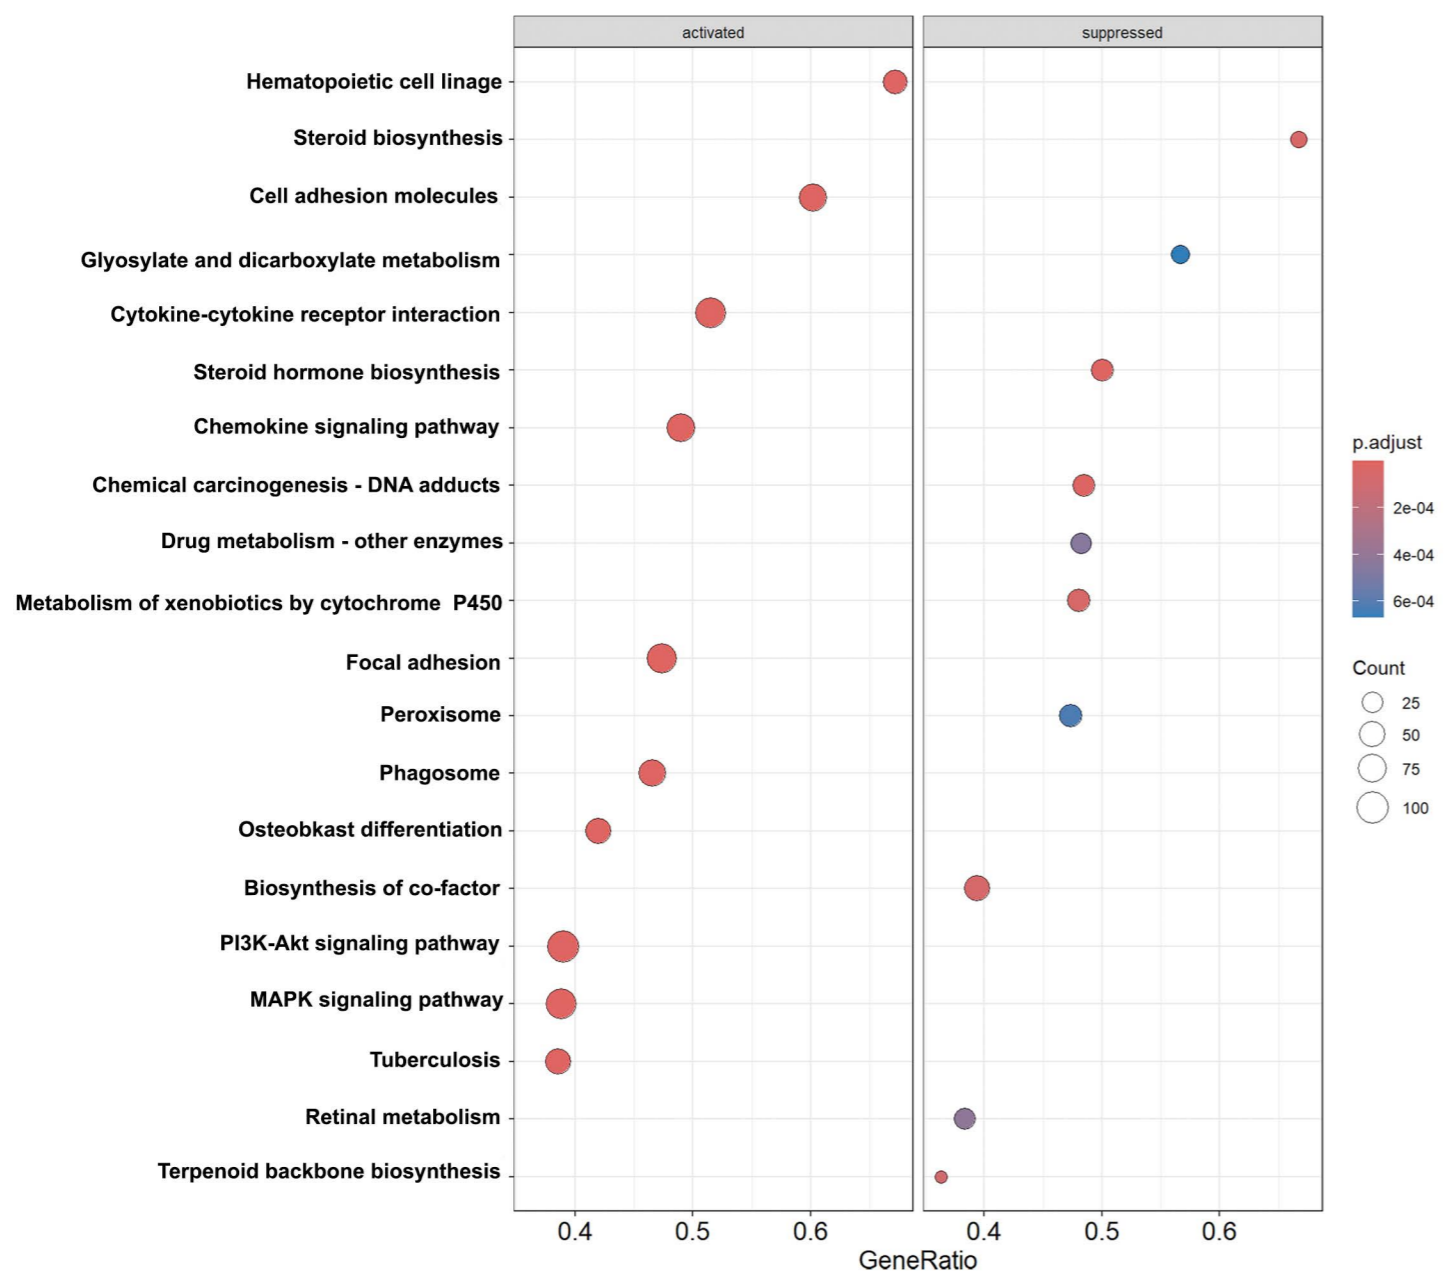

D

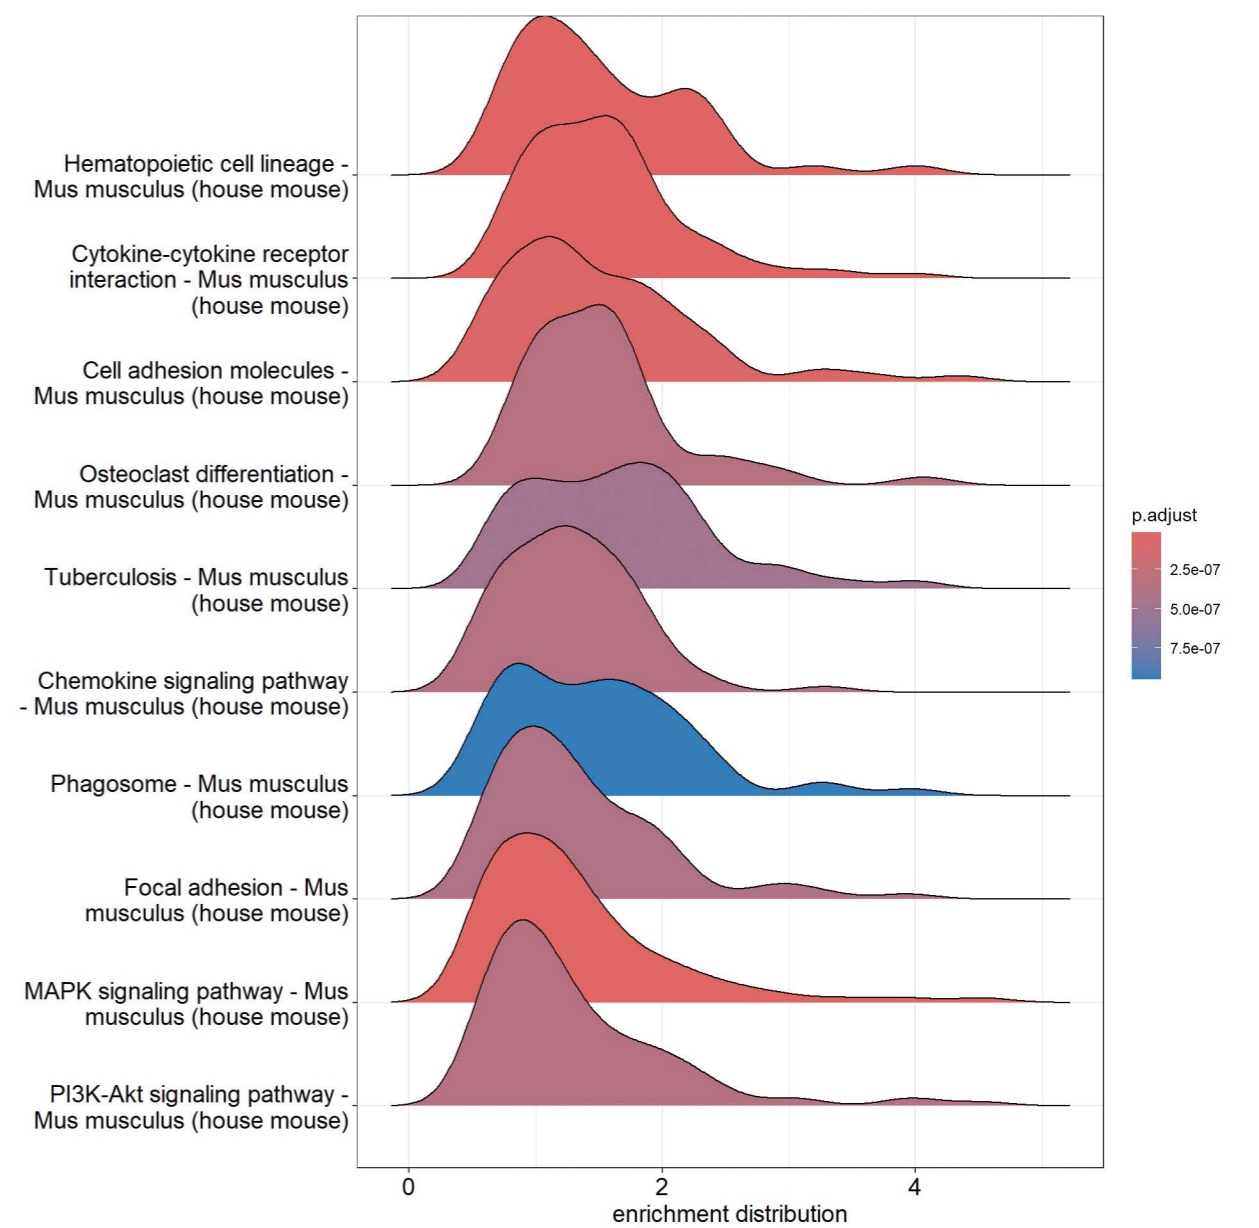

Supplemental Figure 3

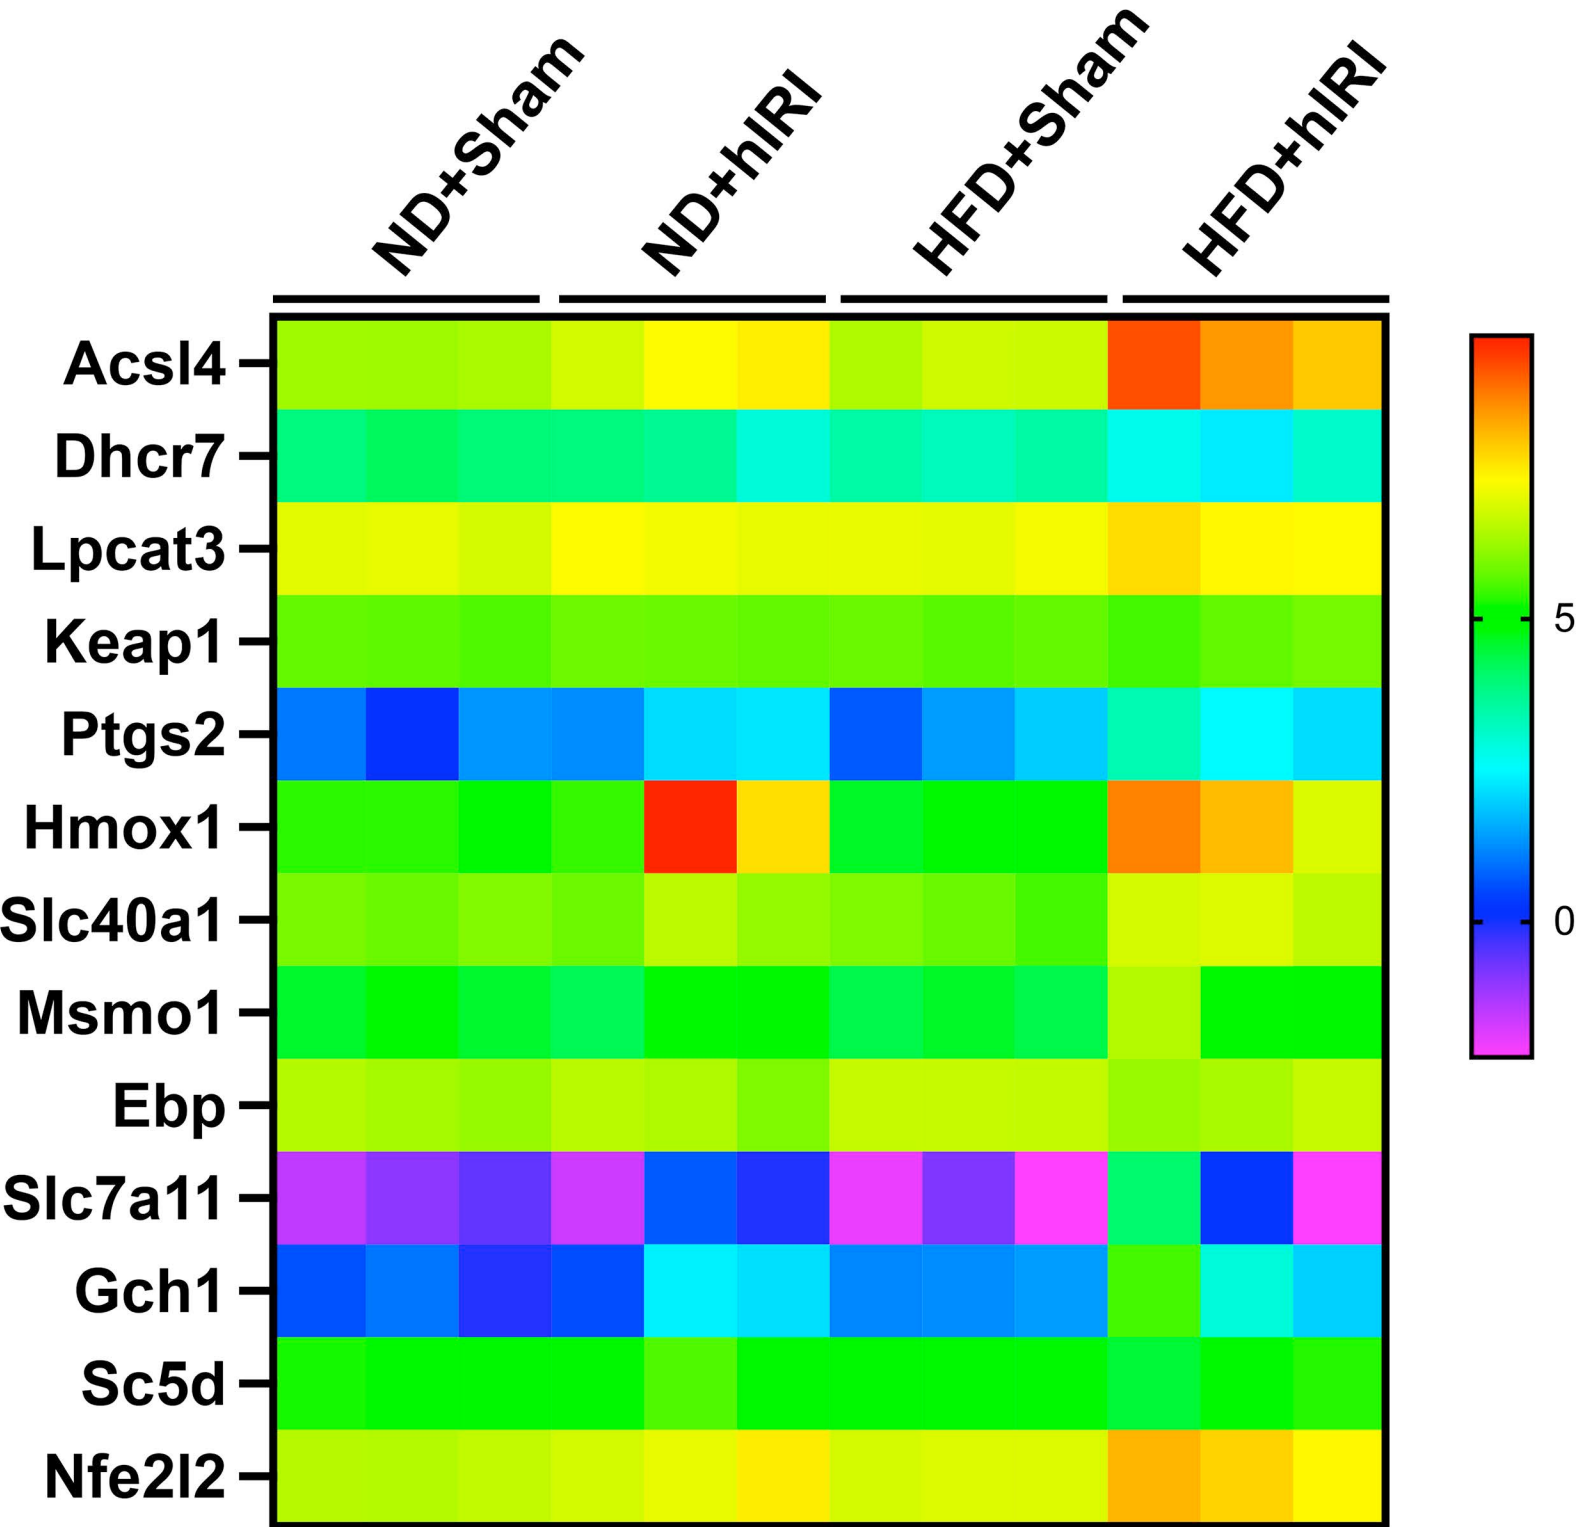

Gene Name	HFD_IRI_vs_ND_IRI_FCHFD_IRI_vs_ND_IRI_logFCHFD_IRI_vs_ND_IRI_PValue	HFD_IRI_vs_ND_IRI_FDR
Fgb	29.77844407	4.89619647
Vdr	-2.341844411	-1.227645228
Tmprss9	-6.853562463	-2.776854092
Kcng1	-28.42864714	-4.829273541
Acly	2.516158242	1.331222656
Fhl1	2.448030396	1.291621471
Hyl	-1.880939425	-0.911453388
Mep1b	-2.519765488	-1.33328947
Igf2bp1	-5.964257471	-2.576342539
Gsto1	1.889979089	0.918370272
Map2k6	-2.787281613	-1.478858772
Abcd4	-2.30672359	-1.205845139
Gbp10	-14.68076539	-3.875855281
Hsd17b11	-1.925790292	-0.945450611
Apoe	2.163976993	1.113685161
Neil2	-4.168516661	-2.059534102
Slc16a1	2.506441383	1.325640495
Akr1d1	-1.852917653	-0.889798767
Mgst1	3.151049641	1.655832483
Trim7	-2.273791051	-1.185099684
Wfdc2	2.00312254	1.00225068
Tmigd1	-1.79251964	-0.841988926
Zmat1	-2.57794111	-1.366219308
Hdac5	-1.716806837	-0.779727727
Gsta2	2.427152469	1.279264739
Tubb2a	4.605872583	2.203474501
Ace	-2.357891799	-1.237497516
Hunk	-2.063292859	-1.044948609
Maob	2.444917174	1.289785592
Chst11	1.933928651	0.95153457
Lrg1	7.852444768	2.97314189
Fras1	-2.096743356	-1.068150285
Elovl2	2.101234824	1.0712374
Degs2	-2.582382054	-1.368702458
Fam25c	2.873761752	1.522940461
Arg2	3.43379994	1.779805987
Slc28a1	-2.031527972	-1.022565229
Fbxl2	-2.354327857	-1.23531524
Myom3	-6.652524914	-2.733902008
Srd5a2	-2.9350224	-1.553371514
Acsm3	-6.053077511	-2.597668825
Phod3	-2.318406489	-1.213133538
Plin2	7.081467602	2.824048383
Abcc3	2.301159537	1.202361008
Slc38a3	3.138962538	1.650287811
Dqx1	-2.408324012	-1.268029503
Slc35f3	-2.007132142	-1.005135602
Dscaml1	-9.000309018	-3.169974536
Cp	1.802694685	0.850155075
Tifa	3.074168785	1.620196377
Hs6st2	-3.416510105	-1.772523394
Neul	-1.706970982	-0.771438533
Apob	1.973914239	0.98105931
Tmco3	-1.829871329	-0.871742206
Efcab12	-4.402141359	-2.138205473
Tfrc	3.995883601	1.998514558
Masl	-8.61636661	-3.107079635
Zmynd10	-2.775729506	-1.472866985
Dnah11	-7.43017887	-2.893396942
4930481A151	-2.541317373	-1.345576558
Nipal3	-2.049487522	-1.035263206
Erc2	-1.80852502	-0.854813557
Saal	20.50531295	4.357925857
Gm4956	-3.462440739	-1.791789379
Immp21	2.015129523	1.010872572
Lrrc56	-2.501237382	-1.322641984
Acs14	2.632643596	1.396512224
Gm6300	-19.28278287	-4.26924137
Sox2ot	-5.232280452	-2.387439872
Acy1	-1.905106914	-0.929871963
BC024386	-2.622810366	-1.391113502
Gcnt4	2.05105077	1.036363203
Chrd11	-3.66870676	-1.875271594
Bcas3	-1.651841635	-0.72407538

Tmem72	-2.069695832	-1.049418761	1.78189E-06	0.000334782
Armcx4	3.185893771	1.671698163	1.83914E-06	0.000340056
Nlrp6	-2.483791677	-1.312544175	1.85823E-06	0.000340056
Pnp1a6	-1.608740354	-0.685931498	1.95543E-06	0.000353256
Ppp2r3a	-1.596662977	-0.675059821	2.01471E-06	0.000359357
Gm128	-3.768513356	-1.913995506	2.07445E-06	0.000365388
Osbp2	-1.677689819	-0.746476007	2.12007E-06	0.000367162
Coasy	-1.779593395	-0.831547649	2.13663E-06	0.000367162
Hrg	-2.30491107	-1.204711088	2.21017E-06	0.000375223
Ell3	-3.070836185	-1.618631553	2.24149E-06	0.000376009
Iqgap2	1.520762373	0.604794742	2.27116E-06	0.000376506
Papss1	-1.894567217	-0.921868326	2.34078E-06	0.000383534
Gm11992	-2.763360597	-1.466423835	2.38964E-06	0.000386443
Sox9	12.10919032	3.598030497	2.41338E-06	0.000386443
Serpinalc	-4.430999948	-2.14763231	2.45994E-06	0.000389472
Aqp1	-1.598521592	-0.676738231	2.65177E-06	0.000415178
Rpl39	1.708974827	0.773131146	2.76352E-06	0.000427921
Fgg	11.41043565	3.512281969	2.81838E-06	0.000431672
Alas2	2.054343471	1.03867741	3.10385E-06	0.000470284
Podn	-3.381746722	-1.757768612	3.20185E-06	0.000476938
Srd5a1	-2.044699357	-1.031888731	3.21546E-06	0.000476938
Plcd4	-4.280218538	-2.097684459	3.3134E-06	0.000481609
Cit	-3.312670689	-1.727994793	3.31531E-06	0.000481609
Plg	-13.16744822	-3.718903881	3.37903E-06	0.000485856
Cbr3	6.167250235	2.624627385	3.804E-06	0.000541436
Prkcz	-1.994772256	-0.996224043	4.11642E-06	0.000580044
Kcnj1	-1.946978725	-0.96123712	4.27126E-06	0.000595904
Ppp1r16a	-1.554006369	-0.635992416	5.07875E-06	0.000693502
Tfcp2	-2.105152796	-1.073924951	5.11436E-06	0.000693502
Prss8	-1.837668414	-0.877876473	5.12322E-06	0.000693502
Tnn	-3.204689923	-1.680184772	5.16768E-06	0.000693502
Cbs	-1.734716165	-0.794699628	5.35237E-06	0.000711511
Zfhx2	-2.09863261	-1.069449628	5.55391E-06	0.000728494
Akrlc14	-4.761507203	-2.251418315	5.58351E-06	0.000728494
Amdhd2	-1.517961337	-0.602135045	5.69986E-06	0.000736851
Slc22a28	-2.008120366	-1.005845746	5.81682E-06	0.000745134
Gad1	-7.506240641	-2.908090542	6.00727E-06	0.000762599
Slc5a6	-2.080061636	-1.056626279	6.11213E-06	0.000768983
Scrn2	-1.640651474	-0.714268798	6.35148E-06	0.000792023
Ypel3	-1.867157269	-0.900843449	6.65629E-06	0.000822753
Clqttnf3	-2.150659498	-1.104779129	6.74053E-06	0.000825919
Gc	5.2053716	2.380001158	7.57392E-06	0.00091658
Dzank1	-2.798533068	-1.484670795	7.61053E-06	0.00091658
Hfe	1.786286004	0.83696309	8.15748E-06	0.000974127
Bdh1	-2.056061952	-1.039883736	8.31332E-06	0.000984394
Mmd	2.16876126	1.116871248	8.61722E-06	0.001011877
Bbs9	-2.031311213	-1.022411289	8.82312E-06	0.001027493
Snx31	-3.250759838	-1.700776976	9.04061E-06	0.00104419
Serpinb6a	1.770721431	0.824337266	9.20603E-06	0.001054652
Bcat2	-1.571337205	-0.651992812	9.63069E-06	0.001089384
Smim1012a	-2.698113405	-1.431950988	9.66383E-06	0.001089384
Fbfl1	-1.739553205	-0.798716805	9.88421E-06	0.001097668
Tgfbf1	1.815810646	0.860613765	9.89311E-06	0.001097668
Kif20b	-4.282203365	-2.098353312	1.05743E-05	0.001164079
Slc16a6	6.123193426	2.614284257	1.09574E-05	0.001196904
Gsr	1.638000027	0.71193538	1.13408E-05	0.001229251
Gatsl3	-2.33903991	-1.225916478	1.16518E-05	0.001249368
MacroD2	-1.473449052	-0.559197177	1.17037E-05	0.001249368
Dbi	1.652258427	0.724439354	1.18074E-05	0.001250966
Dnajc12	-2.12119348	-1.084876219	1.20323E-05	0.001259574
Hsd3b2	-3.066148143	-1.616427403	1.21372E-05	0.001259574
Ifrd2	-1.902980853	-0.928261046	1.22885E-05	0.001259574
Rps29	1.582396135	0.662110807	1.23129E-05	0.001259574
Slc01a4	-4.660992831	-2.220637294	1.23356E-05	0.001259574
Slc16a7	-1.609131019	-0.686281798	1.26278E-05	0.001280129
Synpr	-5.756066246	-2.525083196	1.27739E-05	0.001284288
Fam161b	-2.489086405	-1.315616312	1.28806E-05	0.001284288
Rgl1	-1.687963505	-0.755283712	1.29422E-05	0.001284288
Calcoco1	-1.600107548	-0.678168877	1.30917E-05	0.001290033
Upbl	-1.474767251	-0.560487285	1.32356E-05	0.001295162
Slc01a1	-2.420733476	-1.275444246	1.35952E-05	0.001321174
Ift122	-2.093220127	-1.065724036	1.4297E-05	0.001379852
Ccdc6	-1.860034927	-0.895329712	1.47988E-05	0.001418571
Mest	2.391786061	1.25808835	1.5103E-05	0.001437951
Ngef	-2.32938471	-1.219948928	1.52546E-05	0.001442636

Ppp1r14b	2.10878756	1.076413765	1.60706E-05	0.001509672
Peal5a	1.58300283	0.662663835	1.62771E-05	0.001518945
Gabapap11	-1.817271101	-0.861773658	1.674E-05	0.001551866
Rpl36a	1.629085995	0.704062762	1.72626E-05	0.001589852
Lrp8	6.333751231	2.663060204	1.81895E-05	0.001664339
Arhgef39	-4.547947332	-2.185215547	1.86238E-05	0.001693083
Itga6	3.851573597	1.945447993	1.90502E-05	0.001720747
Tmem25	-2.446830298	-1.290914045	1.93565E-05	0.001737276
Cadps2	1.482705996	0.568232556	1.99008E-05	0.001774823
Ugt1a10	7.779841163	2.959740701	2.00303E-05	0.001775134
Tceal8	1.573924746	0.654366563	2.01653E-05	0.00177593
Dgkg	-2.259714984	-1.176140818	2.16046E-05	0.00189087
Tuba4a	2.080854867	1.057176345	2.23055E-05	0.001940163
Evpl	-2.602922768	-1.380132506	2.26154E-05	0.001955049
Ntrk3	2.052489521	1.037374856	2.29281E-05	0.001966265
Slc6a19	-1.690868279	-0.757764276	2.30242E-05	0.001966265
Cebpb	2.269059148	1.182094217	2.4007E-05	0.00237847
Mfsd7c	-3.821925298	-1.93429958	2.58717E-05	0.002182982
Klhl14	-2.523141646	-1.3352212	2.81877E-05	0.002364241
Acox2	-2.180728656	-1.12481027	2.89166E-05	0.00241103
Ciart	-3.264514465	-1.706868434	2.93275E-05	0.002430905
Agpat2	1.735530033	0.795376331	3.03168E-05	0.00249821
Cldn5	1.86950722	0.902658043	3.07735E-05	0.002521104
Pak3	4.240266015	2.084154776	3.16508E-05	0.00257782
Myh14	-1.573490394	-0.653968372	3.20898E-05	0.00257782
Tmem87b	1.99505768	0.996430458	3.2096E-05	0.00257782
Itih2	-3.547988112	-1.827001176	3.21976E-05	0.00257782
Acsn5	-2.196170772	-1.134990241	3.24438E-05	0.00258286
1700016C151	-1.622460485	-0.698183342	3.2673E-05	0.002586493
Gbel	1.486110565	0.571541455	3.53723E-05	0.002784529
Mtmr7	-2.755931607	-1.462540086	3.71411E-05	0.002890209
Dlg2	-2.854975398	-1.513478314	3.72105E-05	0.002890209
Trpv2	5.010380604	2.324920199	3.73301E-05	0.002890209
Krt20	187.1850634	7.548321508	3.83095E-05	0.002938434
D630024D031	-2.221563635	-1.151575467	3.84027E-05	0.002938434
Xylt1	-2.615200522	-1.38692157	3.85785E-05	0.002938434
Cd63	1.533595838	0.616918327	4.29605E-05	0.003254608
Rps12	1.614018978	0.690657542	4.3232E-05	0.003257662
Idh1	1.669770862	0.739650139	4.34663E-05	0.003257893
Ppp1r1a	-1.82785515	-0.870151747	4.38825E-05	0.003271687
Jade3	1.79474155	0.843776105	4.53511E-05	0.003363383
Rbm3	2.449875427	1.292708392	4.56675E-05	0.003369115
Havcr1	9.790338828	3.29135879	4.60363E-05	0.003378631
Cul9	-1.952694195	-0.965466031	4.65283E-05	0.003388905
Tmem256	1.485757771	0.571198926	4.66573E-05	0.003388905
Treh	-1.516479291	-0.600725797	4.79152E-05	0.003462427
Ppt2	-1.810355681	-0.856273172	4.87804E-05	0.003496768
Trim13	1.628412297	0.703466021	4.88868E-05	0.003496768
Col6a6	-6.696018094	-2.743303426	5.03094E-05	0.003579676
Btbd11	-2.356235708	-1.236483867	5.05539E-05	0.003579676
Banp	-2.251677907	-1.171000471	5.19936E-05	0.00366321
Ctsd	1.580527835	0.660406443	5.2588E-05	0.003686654
Aaas	-1.690689187	-0.757611462	5.39196E-05	0.003761293
Flot1	1.738703612	0.798012025	5.49929E-05	0.003817265
Rpl12	1.633415881	0.707892159	5.53505E-05	0.003823252
Pde5a	-1.912737994	-0.935639268	5.58677E-05	0.003840155
Poli	-2.160657174	-1.111470182	5.64566E-05	0.003861796
2610015P091	-1.984887902	-0.989057532	5.75176E-05	0.003915362
Sec1413	-3.965479087	-1.987495175	5.87298E-05	0.00396837
Lcn2	8.773925707	3.13322249	5.88595E-05	0.00396837
Cntnap5a	-3.85898527	-1.948221537	5.93786E-05	0.003974209
Maoa	1.620254606	0.696220535	5.95102E-05	0.003974209
Rsph3b	-1.457887811	-0.543879704	6.36896E-05	0.004227533
Emp1	2.117777751	1.082551194	6.43113E-05	0.004227533
Tmem108	2.620193732	1.389673486	6.4363E-05	0.004227533
Ttll5	-1.75240069	-0.809332688	6.45035E-05	0.004227533
Ucp2	2.163021943	1.113048301	6.55369E-05	0.004275376
Srxn1	5.148711333	2.364211386	6.69837E-05	0.004348622
Mkrn2os	1.555004719	0.636918958	6.7277E-05	0.004348622
Ras2	1.539499548	0.622461443	6.82368E-05	0.004390522
Gm1653	-4.072334523	-2.025856077	6.87696E-05	0.004404693
Npy6r	5.557921867	2.474545553	7.09029E-05	0.00451332
Tubb5	1.71656624	0.77952553	7.11062E-05	0.00451332
Ranbp31	-3.162561493	-1.661093532	7.15584E-05	0.004521657
Ppp2r1b	1.707713048	0.772065575	7.25558E-05	0.00453526

Depdc1b	-2.094681039	-1.066730579	7.25661E-05	0.00453526
Naglu	-1.53172851	-0.615160611	7.27392E-05	0.00453526
Tuba1c	3.197911162	1.677129861	7.34366E-05	0.004558571
Mvd	-2.400746901	-1.263483315	7.40638E-05	0.004577336
Ptchd1	4.580765775	2.195588796	7.44544E-05	0.004581382
Tcea3	-1.77884617	-0.830941756	7.60125E-05	0.00465692
Rpl11	1.509260236	0.593841586	7.73587E-05	0.004712199
Cblc	-1.807800804	-0.854235721	7.75836E-05	0.004712199
Wdr19	-2.057597628	-1.040960884	7.82028E-05	0.004729421
Slc22a7	-12.83931664	-3.682496513	7.9102E-05	0.004763358
Zfp131	1.553349019	0.635382022	8.03944E-05	0.004816307
Bex4	1.922078608	0.94266734	8.09641E-05	0.004816307
Hsph1	-1.480460827	-0.566046317	8.10067E-05	0.004816307
Rpl22l1	1.691860776	0.758610854	8.38642E-05	0.004965253
Sec61g	1.518061681	0.602230411	8.45593E-05	0.004985463
Akrlc18	-18.3249222	-4.195735168	8.70442E-05	0.005110583
Rpl38	1.53582129	0.619010352	8.75243E-05	0.00511745
Dkcl	1.685511611	0.753186565	8.85838E-05	0.005157991
Cct6b	-2.645681209	-1.403639235	8.95716E-05	0.005194045
Tubb4b	1.916093766	0.938168162	9.08205E-05	0.005244885
Myo5a	-2.762245699	-1.465841652	9.13109E-05	0.005251679
Fads6	-2.535919963	-1.342509213	9.22863E-05	0.005286205
Apex1	1.591676261	0.670546928	9.28468E-05	0.005296776
Zfp36l1	4.376190216	2.129675448	9.71336E-05	0.005518993
Rgs2	2.232572793	1.158707215	0.000101348	0.005735316
Gclc	3.025009337	1.596939596	0.000104384	0.005883523
Gm853	-2.29840389	-1.20063234	0.000105249	0.005908634
Tspan13	-2.23149077	-1.158007839	0.000106089	0.00591644
Col23a1	-1.914137087	-0.936694157	0.000106228	0.00591644
Hsd3b4	-3.075890383	-1.62100409	0.000108581	0.00602368
Slc1a2	-2.405121632	-1.266109856	0.000110132	0.006081892
Ttc7b	-1.418714416	-0.504584207	0.000110494	0.006081892
Ptp4a1	2.639476785	1.400251977	0.000111882	0.006134355
Glud1	1.665025891	0.735544611	0.000113434	0.006195339
Tpk1	-1.573243205	-0.653741712	0.000115115	0.006258999
Tank	1.965542299	0.974927411	0.000115602	0.006258999
Bex1	2.792287568	1.481447527	0.000115932	0.006258999
Slc13a1	1.845498256	0.884010375	0.000116566	0.006269223
Txnrd1	2.484915347	1.313196705	0.000118051	0.006324907
Ccbl1	-1.943561286	-0.958702601	0.000118799	0.006329992
Rmdh2	1.80126913	0.849013752	0.000119044	0.006329992
Clec2h	-3.333940481	-1.737228349	0.000121495	0.006436023
Sox4	3.392291281	1.762260053	0.000122961	0.006468882
Rph3a	-11.846689	-3.566411996	0.000123033	0.006468882
Il5ra	-3.34593096	-1.742407677	0.0001243	0.00651117
Cltc	1.577288363	0.657446441	0.000125388	0.006543867
Lrrc59	1.863375339	0.897918305	0.000126447	0.006574794
Slc17a8	-3.644771493	-1.865828368	0.000127476	0.006603393
Fmod	-2.39888929	-1.262366578	0.000130191	0.006719861
Il13ra1	2.269152931	1.182153844	0.000130953	0.006734539
Slc2a12	-1.956344204	-0.968160224	0.000131478	0.006736913
Cdk11	-2.121630899	-1.085173691	0.000132122	0.006745412
Hnrnpdl	1.916417307	0.938411748	0.000135061	0.006846702
Tsen54	-1.797374757	-0.845891245	0.000135078	0.006846702
Mir17hg	3.57584014	1.838282242	0.000136248	0.006881278
Aqp7	-2.586399535	-1.370945153	0.000137843	0.006936959
Fam217a	-2.193637431	-1.133325094	0.000139769	0.006993244
Grwd1	1.723311678	0.785183651	0.000140526	0.006993244
Nek4	-1.832346891	-0.873692653	0.000140611	0.006993244
Rap1b	1.809198474	0.855350684	0.000140947	0.006993244
Slc25a48	-2.098106934	-1.069088209	0.000142676	0.00704243
Cant1	-1.50464263	-0.589420871	0.000142938	0.00704243
Dis3	1.581564705	0.661352581	0.000144205	0.00708009
Wdr78	-2.005360795	-1.003861823	0.000147772	0.007230029
Tgfb1	2.009260367	1.006664526	0.000151081	0.007349546
Antxr1	1.698495743	0.764257602	0.000151257	0.007349546
Fga	5.909764181	2.563100563	0.000152822	0.007400064
Slc19a3	1.741688611	0.800486714	0.000160226	0.00773202
Fbx121	-2.346726171	-1.23064951	0.000162975	0.007833964
Cdhr2	-1.71700933	-0.779897879	0.000163451	0.007833964
Rcan1	2.822326863	1.496885081	0.000164556	0.007860212
Rps25	1.496328091	0.581426541	0.000166482	0.007925341
Ln timer	2.060822063	1.043219944	0.000167694	0.007956167
Tgm7	-4.096239238	-2.034299978	0.000168314	0.007958777
Aplnr	-3.446078506	-1.784955568	0.000169755	0.008000077

Nim1k	-2.142213033	-1.099101957	0.000171357	0.00804864
Cd302	1.429610672	0.51562231	0.000173092	0.008103132
Ptger1	-3.679361026	-1.879455243	0.000177834	0.008297566
Tuba1b	1.679670369	0.748178135	0.00017945	0.008345294
Mfsd11	-1.593183837	-0.671912748	0.000180566	0.008369599
Rpl10a	1.510632482	0.595152713	0.000181681	0.008393364
Tsrl	1.765876901	0.820384777	0.000183238	0.008437943
Akrlb7	3.847670094	1.943985105	0.000185571	0.008466444
Tbcd13l	-2.456962487	-1.296875831	0.000185654	0.008466444
Cyfip2	-1.791523079	-0.841186629	0.00018566	0.008466444
2500002B13l	-2.61973728	-1.389422139	0.000190757	0.008670842
Scap	-1.382031196	-0.466790181	0.000192089	0.008681019
Pwp2	1.592483562	0.67127848	0.000192618	0.008681019
Ehmt2	-1.404023919	-0.489567514	0.000192829	0.008681019
Ywhah	2.298202754	1.200506082	0.000195387	0.008756037
Selenbp2	-3.496451238	-1.805891385	0.000195739	0.008756037
Ppib	1.380524224	0.465216203	0.000199021	0.008874677
Sowahb	1.481283475	0.566847757	0.000200362	0.008880791
Pik3r2	-1.73830095	-0.797677876	0.000200418	0.008880791
Adora2b	10.21415618	3.352498119	0.000203445	0.008934119
Cdc42bpg	-1.364419349	-0.448287119	0.000203851	0.008934119
Frem2	-2.793655207	-1.482153974	0.000204041	0.008934119
Rpl35	1.444504169	0.530574367	0.000204288	0.008934119
Sv2a	-1.785662149	-0.836459146	0.000204792	0.008934119
Shank2	-2.473376379	-1.306481795	0.000212299	0.009221187
Usp2	-1.880060187	-0.910778848	0.000213373	0.009221187
Gas5	1.558225432	0.639903966	0.000214322	0.009221187
Cmtr2	1.9082571	0.932255559	0.000214615	0.009221187
Nek6	2.329885683	1.22025917	0.000215277	0.009221187
Afmid	-1.54750014	-0.629939539	0.000215779	0.009221187
Pde4c	-2.436797038	-1.284986093	0.000215953	0.009221187
Gnat1	5.246186737	2.391269161	0.000217075	0.009241109
D130020L05l	-2.197273876	-1.135714704	0.000219702	0.009319444
Cacnb4	-2.215645162	-1.14772685	0.000220739	0.009319444
Mrps18b	1.789607539	0.839643239	0.000220899	0.009319444
Tmem184a	-1.522101033	-0.606064125	0.00022354	0.00940269
Rps15a	1.473187177	0.558940745	0.000230627	0.009671931
Sema6a	1.604195707	0.681850157	0.000231405	0.009675758
Srsf5	1.6295545	0.704477604	0.000232913	0.009709976
Asb9	1.594355606	0.672973445	0.000234351	0.009741123
Serpinb1a	2.584745148	1.37002204	0.000239573	0.009928908
Uap1	3.154319233	1.657328676	0.000241441	0.009976945
Abhd14b	-1.615531568	-0.692008942	0.000248005	0.010218224
l7Rn6	-1.485771228	-0.571211994	0.000251665	0.010310121
Ndufc1	1.388478722	0.473505068	0.000251698	0.010310121
Rps21	1.476017834	0.561710153	0.000253212	0.01034205
Eif4b	-1.422954691	-0.508889725	0.000257216	0.010475242
Gsp2t	1.880210788	0.910894409	0.000258312	0.010489553
Fads1	-1.578787649	-0.658817138	0.000259379	0.010494899
Cstb	1.815821958	0.860622753	0.000259933	0.010494899
Spp1	3.829882613	1.937300174	0.000263274	0.010531061
Oip5	-3.192906037	-1.674870097	0.000263474	0.010531061
Adarb1	-1.811028855	-0.856809533	0.000263664	0.010531061
Mttp	2.930135389	1.550967327	0.000263818	0.010531061
Cd9	1.842427269	0.881607669	0.000265798	0.010580096
Neur11b	-2.184617319	-1.127380584	0.000267357	0.010609823
Acbd4	-1.757233632	-0.813306017	0.00026805	0.010609823
Ptbp2	1.486739454	0.572151843	0.000271276	0.010707428
Ndufa5	1.441298998	0.527369654	0.000272464	0.010724293
Pepd	-1.454933536	-0.54095325	0.000273362	0.01072965
Hmgb3	1.478393976	0.564030783	0.000274256	0.010734825
Scara3	2.408645875	1.268222301	0.000281316	0.010955168
Syn3	-3.070747332	-1.618589809	0.00028144	0.010955168
Cinp	1.424821487	0.510781178	0.000289786	0.011248965
Slc22a30	-1.723299779	-0.78517369	0.000291258	0.011275054
Mphosph6	1.710618603	0.774518134	0.000292962	0.011284389
Atf3	16.30530313	4.027269358	0.000293596	0.011284389
Sh3g12	-1.684925621	-0.752684907	0.000293902	0.011284389
Upp2	-4.653354642	-2.218271142	0.000296065	0.01133657
Tspan4	1.729654065	0.790483525	0.000298796	0.01138354
Pxk	1.702416676	0.767584188	0.000299058	0.01138354
Slc25a24	2.317088295	1.212313021	0.000299716	0.01138354
Lrrc45	-1.970694841	-0.978704395	0.000306777	0.011620408
Acy3	-1.790517398	-0.840376537	0.000307691	0.011623781
Ugt1a2	8.883706258	3.151161691	0.00031007	0.011682356

Ccdc109b	2.317150727	1.212351892	0.00031144	0.011690755
Jmjd1c	2.368668632	1.244076385	0.000311953	0.011690755
18100110101	1.667788741	0.737936554	0.000315903	0.011807404
Dgkz	-1.384139329	-0.468989173	0.00031751	0.01182076
Savl	2.461487883	1.299530638	0.000317938	0.01182076
Proser3	-2.147299227	-1.102523245	0.000320569	0.011856343
1700113A161	-2.536936577	-1.343087453	0.000320578	0.011856343
Prrg4	11.14149673	3.47787115	0.00032381	0.011906998
Flot2	1.684594339	0.752401223	0.00032381	0.011906998
Ggnbp2os	-2.316826733	-1.212150154	0.000324483	0.011906998
Chchd1	1.460933405	0.546890416	0.000325962	0.011930201
Pcdh17	-1.514538832	-0.598878568	0.000328169	0.011967021
Ffar4	3.961789238	1.986152133	0.000328666	0.011967021
Pla2g6	-1.709899333	-0.773911392	0.000329558	0.011968571
Cask	1.457032287	0.543032847	0.000331557	0.011985167
Ift140	-2.198596196	-1.136582657	0.000331716	0.011985167
Clcf1	4.8424858	2.275747818	0.000338443	0.012196928
Sh3bgrl3	1.762714224	0.81777986	0.000340795	0.012250363
Pnpla7	-2.078596191	-1.055609513	0.000345258	0.012379198
Mtl	4.368482917	2.127132349	0.000349105	0.012458694
Dcdc2a	1.962091303	0.972392177	0.000349243	0.012458694
Trmt61a	1.796679778	0.8453333	0.000353829	0.012590424
Veph1	-2.862247324	-1.517148339	0.000355148	0.012593956
Rps20	1.527324084	0.611006221	0.000355916	0.012593956
Rab36	-2.358892639	-1.238109758	0.00035661	0.012593956
Sat1	2.193256324	1.133074428	0.000359123	0.012651018
Tbc1d1	1.464301693	0.550212826	0.000365487	0.01280782
Mkx	-4.881140775	-2.28721836	0.000365955	0.01280782
Golt1b	1.866463944	0.900307639	0.000366814	0.01280782
Rps27a	1.522366593	0.606315809	0.00036808	0.01280782
Rnd3	2.463819868	1.300896783	0.000368119	0.01280782
Klf12	-1.802054553	-0.849642686	0.000372272	0.012920405
Apol11b	4.591752827	2.199044984	0.000376126	0.013009117
Uqcrb	1.376180014	0.460669197	0.00037672	0.013009117
Ostc	1.384090475	0.468938252	0.000378646	0.013009117
Bbs2	-1.5425209	-0.625290037	0.000379923	0.013009117
4831440E171	-2.358485801	-1.237860915	0.000380194	0.013009117
Izumo4	-1.771726051	-0.825155548	0.000380367	0.013009117
Myc	3.594242871	1.845687898	0.000381648	0.013021322
Pcnt	-1.489604875	-0.5749297	0.000384125	0.013040308
Fam20c	-1.972776848	-0.980227774	0.000384329	0.013040308
Gorasp1	-1.643658237	-0.716910353	0.000386396	0.013040308
B930025P031	-11.41858914	-3.513312499	0.000386523	0.013040308
Uqcrh	1.394486109	0.479733563	0.000386832	0.013040308
Rpl23	1.434309994	0.520356864	0.000391758	0.013156852
Lama1	-1.563849382	-0.64510157	0.00039255	0.013156852
Mppe1	-1.719279323	-0.781803951	0.00039309	0.013156852
Skil	1.743768322	0.802208376	0.000398914	0.01332014
Mpped2	-1.942704192	-0.958066244	0.000400528	0.013342428
Ccdc114	-2.03783032	-1.027033931	0.000408848	0.013587458
Tmed5	2.504950229	1.324781939	0.000411809	0.013647242
Sntb1	2.34661326	1.230580094	0.000412584	0.013647242
Dnph1	-1.790868255	-0.840659209	0.000414797	0.013688298
Eif2s3y	1.514446111	0.598790243	0.00041965	0.013816101
Camk2d	1.622848834	0.698528621	0.000421417	0.013841942
Tnfrsf1a	1.976390722	0.982868188	0.000426716	0.013983399
Rnf24	-1.847682988	-0.885717251	0.000430841	0.014085809
Wfdc16	-4.995891081	-2.320742024	0.000432893	0.014120144
Tbxas1	-2.301439907	-1.202536773	0.000434067	0.01412572
Acp6	-1.819495653	-0.863538604	0.000435832	0.014150469
2310067B101	-1.789265596	-0.839367555	0.000441014	0.014268674
Klkl1	1.458001985	0.543992684	0.000441498	0.014268674
Invs	-2.070445752	-1.049941403	0.000444934	0.014346824
Map3k4	-1.442115013	-0.528186229	0.000450835	0.014503932
Cryaa	-5.387491095	-2.42961358	0.000454673	0.014593775
Fus	1.729441645	0.790306335	0.000455699	0.014593775
Glis1	-2.011380415	-1.008185966	0.000456786	0.014595415
2510009E071	-1.430234621	-0.516251832	0.000460788	0.014658667
Cox7c	1.449455	0.535510544	0.000462128	0.014658667
Fads3	-1.525010605	-0.608819275	0.000463283	0.014658667
Snora31	2.912649993	1.542332346	0.000463853	0.014658667
Cmpk2	-4.192923064	-2.067956358	0.000463967	0.014658667
Tbc1d17	-1.35123255	-0.434275987	0.000468932	0.014755242
Impa2	-2.100681204	-1.070857237	0.000470075	0.014755242
Sdad1	1.520775125	0.60480684	0.000470166	0.014755242

Shfm1	1.436568809	0.522627097	0.00047213	0.014783963
Map3k2	2.032640634	1.023355173	0.000477335	0.014913813
Gbp6	-3.064921196	-1.61584998	0.000479724	0.014931766
Eif4a1	2.057189858	1.040674946	0.000480029	0.014931766
Ttc41	-2.335694871	-1.223851816	0.000481308	0.014938568
Zfp710	-1.416874187	-0.502711659	0.000489209	0.015150437
Ctps	1.839438153	0.87926517	0.000492801	0.015228202
Irx1	-1.549559121	-0.631857799	0.000494179	0.015237359
Baiap2	-1.789643379	-0.839672131	0.000497393	0.01530297
Sumo2	1.357812676	0.441284459	0.000499815	0.015314082
Lgmn	1.585142285	0.664612345	0.000499927	0.015314082
Socs3	4.755770153	2.249678991	0.000502701	0.015365638
Dgkb	-1.896593521	-0.923410512	0.000508031	0.015494931
Kif27	-3.833422963	-1.938633188	0.000509785	0.015514871
Grrp1	1.742132048	0.80085398	0.000519902	0.015777173
Mustn1	1.783242159	0.83450263	0.000520643	0.015777173
Plp2	1.606339504	0.683776842	0.000522617	0.015777279
Sema4g	-1.784768211	-0.835736723	0.000522886	0.015777279
Mapkapk2	2.149000042	1.103665511	0.000526243	0.015844397
Gm20554	-2.133481202	-1.093209399	0.000527796	0.015844397
Slc20a2	1.516420471	0.600669837	0.000528484	0.015844397
Susd2	-1.938855409	-0.955205218	0.000535625	0.016024395
Lrp4	-1.781284233	-0.83291774	0.000537453	0.01604502
Mydgf	1.410655271	0.496365472	0.000539806	0.016074679
Arid5a	5.25757591	2.394397775	0.000540728	0.016074679
Tccrg1	1.64091843	0.714503525	0.000545242	0.016125497
Acat3	1.882132698	0.912368347	0.0005458	0.016125497
Hint1	1.440837973	0.526908109	0.00054589	0.016125497
Dyx1c1	-2.3704013	-1.245131322	0.000547015	0.016125497
4930556M191	-2.379862298	-1.2508781	0.000552502	0.016218187
Klkb1b16	3.789659865	1.922068368	0.000553502	0.016218187
Txn1	1.578159124	0.658242678	0.000554926	0.016218187
Rpl9	1.415196118	0.501001996	0.000555981	0.016218187
Plxdc2	-1.511464465	-0.595947061	0.000556189	0.016218187
Afap1l1	-1.596961375	-0.675329419	0.000557065	0.016218187
Rrp1b	1.751474466	0.808569956	0.000561746	0.016320748
Pxylp1	-1.7977779	-0.846214799	0.000566329	0.016420037
Apln	-2.584338556	-1.369795079	0.000567961	0.016433544
Rpl36a1	1.380024067	0.464693427	0.000569156	0.016434377
Slc33a1	-1.614377449	-0.690977927	0.000573216	0.016517757
Wdr34	-1.467854738	-0.553709203	0.000575909	0.016561489
Gal3st1	-1.672915115	-0.742364244	0.000580016	0.016591188
Apeh	-1.705976095	-0.770597431	0.00058014	0.016591188
Acmsd	-1.820321783	-0.864193502	0.000580474	0.016591188
Cyp3a13	4.086020992	2.030666616	0.000584125	0.016661747
Ppfibp1	1.867243547	0.900910113	0.000587843	0.016711504
Rec8	-2.689381392	-1.427274364	0.000588241	0.016711504
Acsm1	-2.087854456	-1.062021145	0.000592586	0.016801053
Slc22a19	-2.5098244	-1.32758643	0.000596919	0.01684175
Rpl24	1.426899707	0.512883936	0.000597055	0.01684175
Fam122b	-1.712712748	-0.776283207	0.000597607	0.01684175
Rps16	1.567306405	0.648287251	0.00060209	0.016934224
Mc2r	2.649992682	1.405988376	0.000604203	0.016959799
Fam107a	-2.308875253	-1.207190227	0.000611638	0.017134373
Dym	-1.517481501	-0.601678929	0.000615231	0.017177452
Nras	1.902064418	0.927566107	0.000615614	0.017177452
Lrrc46	-3.731490778	-1.899752121	0.000617638	0.017199863
Mepl1a	-1.419514953	-0.505398046	0.00062037	0.017241893
Rhbdd3	-1.657998161	-0.729442407	0.000622502	0.017267088
Btg2	5.522047054	2.465203181	0.000634131	0.017555085
Amacr	-2.131573205	-1.091918603	0.000636917	0.017597646
Junb	3.044666343	1.606284136	0.00064002	0.017648763
Kcne4	5.471533564	2.451945249	0.000644598	0.017705721
Zfp296	-4.153005887	-2.054155917	0.000644598	0.017705721
Srcin1	-2.928502829	-1.550163288	0.00064724	0.017722814
Rpl36	1.528084999	0.611724795	0.000647736	0.017722814
Gm3716	-6.690886105	-2.742197286	0.000650351	0.017759874
Exoc3l	-2.158957534	-1.110334866	0.000653313	0.017806263
Cep164	-1.601813552	-0.67970623	0.00065644	0.017856931
Alcam	1.3847155	0.469589594	0.000658243	0.01787148
Slc25a35	-2.088947615	-1.062776314	0.000676485	0.018331453
Rpl35a	1.439503644	0.525571441	0.000678256	0.018344169
Tyk2	-1.570021074	-0.650783924	0.000679571	0.018344506
Ascc1	-1.574395393	-0.654797904	0.000688301	0.018491678
Sdc1	3.407620801	1.768764802	0.000688861	0.018491678

Ndufa2	1.34824601	0.431083765	0.00068896	0.018491678
Zbed6	1.584531762	0.664056579	0.000691135	0.018514787
Gpatch4	1.500744506	0.585678387	0.000694684	0.018574557
Ypel2	3.160309958	1.660066062	0.000699565	0.01866965
Ptpn3	-1.352807717	-0.435956795	0.000715965	0.019071197
Glce	1.681368835	0.749636238	0.000720442	0.019140012
Mgmt	-1.735851733	-0.795643726	0.000721265	0.019140012
Snhg3	1.797011916	0.845599975	0.000724307	0.019179067
Rps5	1.469607452	0.555430847	0.00072553	0.019179067
Agt	1.739959452	0.799053686	0.00072682	0.019179067
Rpl31	1.390622081	0.475730403	0.000729974	0.01922057
Smim5	-3.914286496	-1.968749354	0.000731694	0.01922057
Nop58	1.910852152	0.934216158	0.000732485	0.01922057
Edar	-5.096418921	-2.349483871	0.00073921	0.019318391
Igf2bp2	1.692929578	0.759521961	0.000740177	0.019318391
Fam78a	-3.425944864	-1.776501933	0.000740416	0.019318391
Klkb1	-2.229179402	-1.156512728	0.000741697	0.019318391
Syde1	1.516624176	0.600863625	0.000743644	0.019333382
Lipol	-1.761448895	-0.816762618	0.000747684	0.019402596
Tgif1	4.250838974	2.087747609	0.000758224	0.019635309
Acaa2	2.227878223	1.155670376	0.000759438	0.019635309
Rrp15	1.553382429	0.635413052	0.000776009	0.020026999
Ins16	1.716630831	0.779579815	0.000780073	0.020043884
Map4k2	-1.431995351	-0.518026808	0.000780312	0.020043884
Atp13a2	-1.60147931	-0.67940516	0.000781624	0.020043884
Adamts4	5.534431831	2.468435216	0.000782353	0.020043884
Rassf4	-2.453863362	-1.295054918	0.000785986	0.020084857
Ankrd13c	-1.560619885	-0.642119187	0.000786803	0.020084857
Engase	-1.986977383	-0.990575451	0.000788436	0.020090136
Slirp	1.348756845	0.431630281	0.000797564	0.020286047
Klf6	5.277439787	2.399838213	0.000799952	0.02031014
Lpin1	-1.876987459	-0.908419011	0.000803744	0.020368989
Calm13	3.321817659	1.731972883	0.000805161	0.020368989
Cenpe	-2.396229726	-1.260766226	0.000807981	0.020403684
Elmsan1	2.025754202	1.018459133	0.000812655	0.02044491
Ier3	2.897523474	1.534820349	0.000812682	0.02044491
Emd	1.836575533	0.877018231	0.000816662	0.020512621
Tsc22d1	2.472084117	1.305727834	0.000819082	0.020536806
Fam151a	-1.938972911	-0.955292648	0.000824295	0.020614248
Fbxo36	-1.479199104	-0.564816256	0.000825624	0.020614248
Kcnc3	-1.699984063	-0.765521221	0.000827654	0.020614248
Ppp1r1b	-3.057371028	-1.612291642	0.000828399	0.020614248
Rap2b	9.312815708	3.219217429	0.000829485	0.020614248
Katnal1	-1.773675499	-0.826742087	0.000834827	0.020710464
Sympk	-1.42927372	-0.515282234	0.000840028	0.020785652
Gusb	-1.454546879	-0.540569794	0.000841999	0.020785652
Sfn	3.334862348	1.737627213	0.00084256	0.020785652
Cpb2	-3.842209697	-1.941936259	0.000843758	0.020785652
Evc2	-1.67412564	-0.743407803	0.000847033	0.02080263
Rpl5	1.458701836	0.544685021	0.0008474	0.02080263
Coprs	-1.819805243	-0.86378406	0.000858872	0.021038486
Pdpn	1.652658721	0.724788834	0.000859993	0.021038486
S100a11	1.675500329	0.74459197	0.000876215	0.021392447
Pdk4	2.465245257	1.301731181	0.000877499	0.021392447
Rgl3	-1.583486607	-0.663104665	0.000882136	0.021445137
Larp4	1.485727598	0.571169628	0.000883	0.021445137
B4galt6	1.924164451	0.944232106	0.000884226	0.021445137
Panct2	-2.163532743	-1.113388954	0.000887082	0.021477452
Rps8	1.434751494	0.520800877	0.000889211	0.021492073
Ankrd50	1.639085317	0.712890951	0.00089258	0.021536555
Fmo5	-2.267810727	-1.181300237	0.000894377	0.021543014
Ddx3x	1.485363727	0.570816253	0.000901479	0.02165305
Chmp2b	1.47270018	0.558463749	0.000902018	0.02165305
Pvr14	2.044685354	1.031878852	0.000930905	0.022308472
R3hdm2	-1.306750962	-0.385984222	0.000934681	0.02235579
Cirbp	1.615799231	0.692247949	0.000936053	0.02235579
Magoh	1.410295843	0.495997834	0.000937834	0.022360427
Prdx4	1.588097119	0.667299142	0.000942593	0.022390468
Cep89	-1.451315478	-0.537361157	0.000942719	0.022390468
1600014C101	-2.320212424	-1.214256895	0.000944922	0.022390468
Fbxo40	-3.180559686	-1.66928066	0.000945449	0.022390468
Ankrd42	-1.698768467	-0.764489234	0.000948714	0.022430086
Gm166	-1.911979198	-0.935066827	0.000952003	0.022470132
Hilpda	3.741097905	1.903461722	0.000954454	0.022490329
Grtp1	-2.425477782	-1.278268964	0.000960605	0.022597481

Srsf3	1.657892832	0.729350753	0.000968835	0.022753079
Saa2	24.06464179	4.588843043	0.000971689	0.022782154
Ngfrap1	1.483322804	0.568832594	0.000973593	0.022788867
Elav13	-2.701260568	-1.433632811	0.00098193	0.022945888
Trnp1	-2.978898688	-1.574779058	0.000995968	0.023197003
Sec22c	-1.749609	-0.807032546	0.000995968	0.023197003
Ank3	-1.42188274	-0.507802494	0.001013878	0.023542815
Bhlhe40	1.855535172	0.891835348	0.001015181	0.023542815
Phlda1	3.79156706	1.92279424	0.001015828	0.023542815
Ankmy2	-1.740548269	-0.799541824	0.001021861	0.023643759
Lysmd3	1.931256013	0.949539425	0.001028418	0.023756444
Cd14	4.763144769	2.251914398	0.001032937	0.023821784
Rps19	1.403016287	0.488531757	0.001036155	0.023856962
Tnfsf10	-1.904316839	-0.929273533	0.001038091	0.023862549
Rpl32	1.432399074	0.518433491	0.001043113	0.023938936
Rnf167	-1.295873068	-0.373924412	0.001053632	0.024094741
Tsga10	-1.863817644	-0.898260713	0.001054088	0.024094741
Dlec1	-1.507781542	-0.592427416	0.001057044	0.024094741
Prkag2	1.499430449	0.584414605	0.001057732	0.024094741
Fam171a2	-2.160406404	-1.11130273	0.001058671	0.024094741
Hk2	4.700973255	2.232959473	0.001061583	0.024094741
Ost4	1.377058036	0.461589363	0.001064066	0.024094741
Rps24	1.40266978	0.488175406	0.001065593	0.024094741
Smc2	-1.647070481	-0.719902292	0.001066874	0.024094741
Kl1	-1.65995694	-0.731145818	0.001068596	0.024094741
Efhdl	-1.58924111	-0.668338018	0.001070471	0.024094741
Pde4b	2.472056946	1.305711977	0.00107172	0.024094741
Ccn11	2.018833239	1.013521745	0.001072131	0.024094741
Fam53b	-1.845864812	-0.884296896	0.001085856	0.024364334
Lamc2	2.015832207	1.011375557	0.001087898	0.02437133
Slc39a1	1.547280216	0.629734496	0.001096673	0.024528913
Nmd3	1.384105099	0.468953495	0.001105346	0.024683724
Nid2	-1.483361927	-0.568870645	0.001107892	0.024701444
Pax2	-1.71622132	-0.779235611	0.001112282	0.024760138
Etnppl	-1.629746523	-0.704647598	0.001114128	0.024762112
Ypel5	1.549826427	0.63210665	0.001119159	0.024815229
Pcdhb17	2.013357545	1.009603398	0.00112004	0.024815229
Cox6b1	1.384981024	0.46986621	0.001138498	0.025151085
Bzw1	1.523727744	0.607605149	0.001140524	0.025151085
Pde6d	-1.657264352	-0.728803747	0.001140554	0.025151085
Gnmt	-1.596789109	-0.675173785	0.001158054	0.025457136
Lrrc52	-2.493485044	-1.31816355	0.001158999	0.025457136
Nifk	1.384985719	0.4698711	0.001159852	0.025457136
Bmf	1.848287715	0.886189353	0.001164814	0.025526276
Hook2	-1.650404518	-0.722819676	0.001173629	0.025679502
BC089597	2.801516045	1.486207755	0.001178436	0.025744706
Errfi1	1.691162612	0.758015387	0.001181266	0.025766597
Galnt7	-1.421680141	-0.507596915	0.001185933	0.025828416
Tmem174	-1.961519816	-0.97197191	0.00119465	0.025941737
Tpt1	1.516779511	0.601011381	0.00119577	0.025941737
Cxcl9	-7.066257601	-2.820946344	0.00119666	0.025941737
Aifm3	-1.770579687	-0.824221776	0.001204072	0.02606234
Ppp1cc	1.481172812	0.566739973	0.001206283	0.026070149
Sec22b	1.601630015	0.679540916	0.001208789	0.02608429
Akip1	-1.639253237	-0.713038744	0.001215956	0.026156885
Abhd11os	-1.781454227	-0.833055415	0.001216951	0.026156885
Tnfrsf12a	4.437572021	2.149770534	0.001217722	0.026156885
Lman21	-1.725428693	-0.786954853	0.001224579	0.026264135
Gne	-2.130052976	-1.090889312	0.001235179	0.026451236
Gpr179	-3.388191455	-1.760515399	0.001243657	0.02657189
Cys1	-2.37730739	-1.249328458	0.001245202	0.02657189
Zwint	1.672534253	0.742035757	0.001246471	0.02657189
Ppia	1.382081259	0.466842441	0.001249729	0.026601105
Col6a4	-3.885678534	-1.95816655	0.001254393	0.026652371
Kras	2.070588596	1.050040934	0.001257862	0.026652371
Rnpep	-1.480032357	-0.565628717	0.001258227	0.026652371
Naa15	1.410182297	0.495881675	0.001260741	0.026652371
Ddx39	1.616852873	0.693188405	0.0012627	0.026652371
Brix1	1.399821093	0.485242453	0.00126509	0.026652371
Tatdn2	1.396923947	0.482253478	0.001266077	0.026652371
Srm	1.478248215	0.563888535	0.001267269	0.026652371
Acad12	-1.531320077	-0.614775867	0.00127068	0.026682572
Mapk4	1.914116301	0.93667849	0.001272492	0.026682572
Prdx1	1.391064175	0.476188979	0.001274449	0.026683892
Ptpmt1	1.434641664	0.520690434	0.0012789	0.026734482

Arhgef16	-1.300626813	-0.379207071	0.00128066	0.026734482
Gpm6b	1.920768076	0.941683331	0.001284687	0.026774629
Tax1bp3	1.687164763	0.754600869	0.001289081	0.026774629
Rcan3	-1.487965236	-0.573340821	0.001289624	0.026774629
Tctn3	-1.483879007	-0.569373462	0.001290183	0.026774629
Cav2	1.315328128	0.395422746	0.001295374	0.02684281
Myo5b	1.345933041	0.428606639	0.00130716	0.027019611
Scn5a	2.874432663	1.523277234	0.001307741	0.027019611
Tmc5	2.021327716	1.015303244	0.001317304	0.027177345
4933412E12I	-2.0024893	-1.001794534	0.001327159	0.027340642
1110019D14I	-2.259266076	-1.175854188	0.001334175	0.027445054
Mpdz	-1.427501887	-0.513492652	0.001339529	0.027465988
Serpina3k	-15.67365797	-3.970270015	0.001339703	0.027465988
9030624J02I	-1.441038731	-0.527109112	0.00134104	0.027465988
Arsb	-1.423647747	-0.509592225	0.001352176	0.027611915
Chrn2	-1.994674217	-0.996153136	0.001353037	0.027611915
Abcb1a	1.848188434	0.886111855	0.001354044	0.027611915
Aspa	-1.65308629	-0.725162035	0.001360781	0.027700061
Parp3	-1.409989098	-0.495684008	0.001364356	0.027700061
Prlr	4.520337256	2.176430414	0.001365202	0.027700061
1810014B01I	-2.216702181	-1.148414954	0.00136623	0.027700061
Ttc38	-1.632062978	-0.706696729	0.001373423	0.027775064
Efs	-3.442311473	-1.783377644	0.001373871	0.027775064
Dad1	1.353411197	0.43660023	0.001390924	0.028064826
Gpr85	-3.105779289	-1.634955309	0.001393464	0.028064826
Oasl1c	-2.089124281	-1.06289832	0.001394179	0.028064826
Asap3	-1.683278107	-0.751273555	0.00140045	0.028150843
Id1	1.810273916	0.856208011	0.001405349	0.028174668
Pprc1	2.008826848	1.006353215	0.001405634	0.028174668
Efcc1	-4.932305683	-2.302262215	0.001414224	0.028306576
Mboat1	2.330698174	1.220762187	0.001422453	0.028430902
Ube2u	-1.85878769	-0.894361996	0.001425642	0.028454286
Slc22a3	3.229145416	1.69115241	0.001427715	0.028455354
Gml16157	-3.079053876	-1.622487111	0.001437989	0.028600082
Tbx10	-3.282105178	-1.714621472	0.001439036	0.028600082
Bmper	2.652999692	1.407624508	0.001466037	0.029095667
Jund	2.479008036	1.309762948	0.001471932	0.029171583
Phyhd1	-1.375657078	-0.460120882	0.001474728	0.029185595
Evc	-1.929791859	-0.948445252	0.001480592	0.029260896
Rbl1	-1.712189038	-0.775841995	0.001491604	0.029400201
Rlim	1.598841947	0.677027329	0.001491813	0.029400201
Bspry	-1.424120996	-0.510071726	0.001499688	0.02951411
Calm2	1.506652506	0.591346713	0.001501802	0.029514498
Pi4ka	-1.560541332	-0.642046569	0.00150587	0.029542288
Sema6b	1.876975125	0.908409531	0.001508193	0.029542288
Rpl3	1.372154178	0.456442594	0.001510724	0.029542288
4933406C10I	-2.652313513	-1.407251317	0.001513674	0.029542288
Tfdp2	-1.424796568	-0.510755946	0.001513699	0.029542288
Cldn8	-1.588577231	-0.66773523	0.001522962	0.029681964
Spice1	-1.778778163	-0.830886599	0.001525336	0.029687162
Slamf7	-2.369362242	-1.244498783	0.001535755	0.029848723
H3f3b	2.033035307	1.02363527	0.001543076	0.029949699
C3	3.258130317	1.704044309	0.001546658	0.029977941
Endod1	1.436475689	0.522533577	0.00154961	0.029993894
Stradb	-1.527119662	-0.610813113	0.001552855	0.030008545
Zfp850s	-2.91004129	-1.541039624	0.001555424	0.030008545
Il20rb	2.963231189	1.567171189	0.001558522	0.030008545
Rpain	1.3737877	0.458159073	0.001560902	0.030008545
Neurl4	-1.430503469	-0.516522997	0.001563108	0.030008545
Ezr	2.646463444	1.404065726	0.001563145	0.030008545
Arl15	1.680381097	0.748788462	0.001572463	0.030114966
Gstt3	-1.438515418	-0.524580684	0.001572963	0.030114966
D630029K05I	-2.739289471	-1.453801729	0.001578903	0.030121177
Heatrl1	1.636896048	0.710962705	0.001580866	0.030121177
Rps10	1.385600088	0.470510927	0.001581294	0.030121177
Phf13	2.156038988	1.108383267	0.001581837	0.030121177
Hadhb	1.419396211	0.50527736	0.001598641	0.030400073
Kcnma1	-1.697821077	-0.76368443	0.001600926	0.030402494
Pcp411	1.929896517	0.948523491	0.001606561	0.030468449
Map3k14	2.631558077	1.395917234	0.001613792	0.030564439
Bcl2l1	1.740872266	0.799810351	0.001617801	0.03059924
Ush1c	-1.495817797	-0.580934453	0.001624128	0.030677723
Nrip2	-2.361436045	-1.239664463	0.001635833	0.03075724
Paqr7	-1.814093103	-0.8592485	0.001636317	0.03075724
Polr2h	1.606973631	0.684346256	0.001639979	0.03075724

How the deposited data were processed for this re-analysis (not part of the article)

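Kidney RNA was sequenced from mice of the study's C57BL6 strain 6 h after 60 min of hepatic ischemia or a sham procedure, with 3 mice in each of the ND + sham, ND + hIRI, HFD + sham and HFD + hIRI groups. Each library was taken as 1 mouse. The liver RNA sequencing, the histology and the protein and RNA assays at 24 h were not analysed here.

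The submitters' processing notes list FastQC 0.11.5, STAR 2.7.10a, featureCounts from Subread 2.0.3, edgeR 3.42.4 and the genome build mm10. The deposited read counts per gene are whole numbers that the authors made by alignment with STAR and counting with featureCounts, and the annotation, the strand setting and the filter on low counts are not given in the sources used here. The deposited log2 CPM values were made by the authors from these counts with a prior count and a scaling that are not given in the sources used here, and were not used for any test. The authors' deposited p-values and FDR come from edgeR, and the kind of test, the scaling and the design are not given in the sources used here. The fold changes that the authors deposited are given as a log2 value and as a signed linear fold. Gene lengths in the deposited table are sums of exon lengths in bases, and gene positions are those of the same table. Tnf, Il6, Il1a, Ccl3, the hemoglobin genes and the genes of the mitochondrial genome were not analysed here.

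From the counts everything else was computed with R 4.3.3. Counts were scaled by TMM and filtered with filterByExpr in edgeR 4.0.16, and CPM and log2 CPM use the TMM library sizes. The totals per library had a median of 27598302 counts in ND + sham (lowest 27021666, highest 28970586), 21788740 counts in ND + hIRI (lowest 20874584, highest 24475437), 22620014 counts in HFD + sham (lowest 22423170, highest 29451344) and 22316726 in HFD + hIRI (lowest 22313300, highest 28009299). These totals set the counting error, which is largest for genes with few reads: 78 genes had a count of 0 in at least 1 library. Genes with near-identical copies, such as Saa1 and Saa2, C4a and C4b, Gsta2 and the ribosomal protein genes with their pseudogenes, may share reads and their values are uncertain to that extent, as are those of overlapping genes.

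A single edgeR model with 1 mean per group and a robust quasi-likelihood fit (glmQLFit and glmQLFTest) covered all 12 libraries, so that the groups share the estimate of the spread. It gave 6 comparisons, HFD + hIRI with ND + hIRI, HFD + sham with ND + sham, HFD + hIRI with HFD + sham, ND + hIRI with ND + sham, the difference between diets of the response to hIRI, and both HFD groups with both ND groups. The p-values were adjusted by the Benjamini-Hochberg method over all genes. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. The spread was unequal between groups. The chi-square per gene between 2 libraries of a group was 9.48 to 19.4 in HFD + sham and 35.6 to 48.0 in ND + sham. It was 37.2 to 79.3 in ND + hIRI and 34.7 to 166 in HFD + hIRI. A shared estimate can therefore understate the error for the hIRI groups and overstate it for HFD + sham. Gene lists covered cell death and inflammation pathways, tubular injury, kidney and immune cell types, cilia, ribosomes and mitochondria, metabolism, hormone and stress responses, and tissues that could be carried over with the kidney. They overlap in part. Lists were tested with camera in limma 3.58.1 on voom log2 CPM, which compares a list with all other genes. Camera was repeated with the correlation between members estimated from the residuals, which was computed on log2 CPM without the voom weights, a choice made after the data were seen. With 3 mice per group, 2 groups of 3 allow an exact permutation p no smaller than 0.1, so no such test of single genes is given.

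Genes are named by 1 rule with 4 parts. It takes every gene that the paper names for kidney RNA sequencing and the genes of the proteins it measured in the kidney, of which some are not analysed or not reported here. In each comparison it takes the 10 largest rises and the 10 largest falls among genes that passed, with a mean log2 CPM of at least 1 and no overlap between the libraries of both groups. In each list it takes up to 4 members per direction with the smallest p among those that passed, or the 2 with the smallest p where none did, and in lists for other tissues the 3 members with the highest CPM. Genes outside this rule are named as chosen after their values were seen.

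The alternatives were DESeq2 size factors, upper quartile scaling and library totals alone, no filter or at least 10 counts in every library, the edgeR likelihood ratio and exact tests, DESeq2 1.42.0, limma voom with and without sample quality weights, only the 6 libraries compared, the replicate number as a block, the library number group as a covariate, removal of a gene length trend, each library left out in turn, an adjusted p under 0.01, a fold of at least 2, and preranked GSEA with fgsea 1.28.0 on log2 fold changes. Further alternatives were added after the data were seen: leaving out the 2 libraries that stand apart from their groups, using only the 8 libraries with the higher numbers, and the replicate number as a block within the ND groups. The 8 libraries hold 1 HFD + sham library, replicate 3, which is assumed to vary like the other groups. The names of the libraries carry numbers that fall into 2 runs, a lower one of 4 libraries and a higher one of 8, which are the library number groups. The lower run holds replicate 1 of ND + sham and of ND + hIRI and replicates 1 and 2 of HFD + sham.

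The groups share replicate numbers, and whether these pair the mice was checked on the deviations of log2 CPM from the group means. Same-numbered ND + sham and ND + hIRI libraries correlated at 0.17 to 0.197, and the other pairs of these groups at -0.221 to 0.00782. The numbers were therefore treated as a possible pairing of these 2 groups, which comes from the data and from neither the labels nor the paper. The check cannot settle it, since some differently numbered libraries of other pairs of groups correlated more. ND + hIRI replicate 1 and HFD + hIRI replicate 3 reached 0.471. Replicate 1 of both ND groups also lies in the lower run of library numbers.

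The fits were tested on simulated counts with the means and totals of these libraries. Each gene was drawn independently, with the same spread in all groups. For the comparison of HFD + hIRI with ND + hIRI over 14083 genes, 100 genes were changed by a log2 fold of 1 and 100 by one of 2. The quasi-likelihood test recovered 55 and 92 of these with 12 other calls, and the likelihood ratio test 69 and 98 with 34 others. In the comparison of ND + hIRI with ND + sham, simulated without a change, the quasi-likelihood test made 0 calls, limma voom 0 with or without weights, the likelihood ratio test 12, the exact test 11 and DESeq2 14. A simulated list that was raised by a log2 fold of 1 passed camera at an adjusted p of 8.2e-35, and 0 of the 46 other lists did. The simulated genes were independent and no library stood apart. The simulation therefore does not test the fits or camera for correlated genes or unequal spread.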

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

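The tests of liver carry-over, of random sets no longer than the ribosomal protein genes and all 3 tests of ND + hIRI replicate 1 were chosen only after the results were seen, as were the patterns weighed and the alternative that leaves out both libraries that stand apart.

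Fgb, the fibrinogen beta chain, rose in HFD + hIRI over HFD + sham kidneys by 6.67 (standard error 0.49, adjusted p = 4.6e-04) on the log2 scale, and the response differed between the diets by 4.90 (adjusted p = 0.0461). Liver tissue carried over with the kidney would bring albumin RNA, but Alb was higher by only 0.261 CPM against 287 CPM for Fgb, 3169 CPM for Fga and 2139.9 CPM for Fgg, while Ttr, Serpina1a and Apoh were higher by 7.23, 23.0 and 7.66 CPM. With the gene length trend removed the log2 fold change was 6.69 (standard error 0.49), and with the library number group as a covariate it was 6.53 (standard error 0.56, adjusted p = 0.00499). These values argue against liver tissue carried over and against the library number group as the cause. The length trend is smooth over all genes, so removing it could hardly have undone a rise of this size in 1 gene. The value with that trend removed is therefore no test of length. A response of the kidney itself to hIRI on the HFD is a candidate explanation and a hypothesis, found and tested on the same libraries, and the call on the difference between diets ended when any library other than HFD + hIRI replicate 1 or 3 was left out (adjusted p = 0.086 to 0.266) and with the library number group as a covariate, the replicate number as a block, limma voom and the length trend removed.

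ND + hIRI replicate 1 lay at -26.0 on the first principal component of all libraries, with the sham kidneys, while the other hIRI libraries began at 15.7. An exchange of labels with a sham library would place that library among the hIRI kidneys, but the highest sham score was -18.5 (HFD + sham replicate 1). Lower depth is argued against by its total of 24475437 counts, the highest of its group. A group of library numbers cannot be told apart from this mouse, since 0 other hIRI libraries have numbers of the lower run. A single wrong label, an exchange with a library outside the study and a weak response of this mouse stay open and were not tested.

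Ribosomal protein genes were higher on the HFD averaged over surgery, with a mean log2 fold change of 0.35, 33 of 81 genes rising and 0 falling (72 higher when adjusted over the list alone, list adjusted p = 1.4e-31, adjusted p = 0.438 with an estimated correlation). These genes are short, and among 10000 random sets matched on length and expression, whose mean was 0.19 and whose highest was 0.32, the share with as high a mean was 1e-04, the smallest that these sets can give. It was also 1e-04 for sets of genes no longer than each member, whose highest mean was 0.33. A mean of 0.26 with the length trend removed leaves length as an explanation for part of the rise at most. The mean was 0.28 without HFD + hIRI replicate 1 and 0.29 with library totals alone, which argues against that library or the scaling as the whole cause. Reads shared with pseudogenes and an effect of the diet stay open.

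The response to hIRI also differed between the diets by the test of the difference itself in further results. Vdr, the vitamin D receptor, had a log2 difference of -1.09 (adjusted p = 0.0461), a call that ended when any library other than HFD + hIRI replicate 1 was left out (adjusted p = 0.0593 to 0.266). This call also ended with the library number group as a covariate, the replicate number as a block, limma voom and the length trend removed. For lists the mean log2 difference, HFD minus ND, was 1.29 (adjusted p = 5.0e-04, adjusted p = 0.605 with an estimated correlation) for acute phase genes, 1.38 (adjusted p = 9.0e-05, adjusted p = 0.753 with an estimated correlation) for tubular injury, 0.81 (adjusted p = 8.9e-08, adjusted p = 0.605 with an estimated correlation) for NRF2 targets and 0.80 (adjusted p = 1.8e-05, adjusted p = 0.605 with an estimated correlation) for ferroptosis suppressors. It was 0.40 (adjusted p = 2.1e-09, adjusted p = 0.605 with an estimated correlation) for ribosome biogenesis, 0.21 (adjusted p = 1.1e-07, adjusted p = 0.753 with an estimated correlation) for ribosomal proteins and 0.19 (adjusted p = 1.2e-07, adjusted p = 0.753 with an estimated correlation) for oxidative phosphorylation. Primary cilium genes had -0.25 (adjusted p = 3.1e-04, adjusted p = 0.753 with an estimated correlation). The 11 apoptosis genes named in the paper, chosen by the study on these samples, had 0.72 (adjusted p = 0.00683, adjusted p = 0.753 with an estimated correlation), a call that ended without ND + hIRI replicate 1 (adjusted p = 0.0616) or HFD + hIRI replicate 1 (0.136). Podocyte genes had -0.30 (adjusted p = 0.0272, adjusted p = 0.753 with an estimated correlation), ending without ND + hIRI replicate 1 (adjusted p = 0.159), HFD + sham replicate 2 (0.061) or HFD + hIRI replicate 2 (0.0701). Motile cilium genes had -0.50 (adjusted p = 0.0272, adjusted p = 0.605 with an estimated correlation), ending without ND + sham replicate 2 (adjusted p = 0.0537), ND + hIRI replicate 1 (0.0548) or HFD + sham replicate 3 (0.06). The type I interferon genes had -1.13 (adjusted p = 0.0149, adjusted p = 0.753 with an estimated correlation), ending without ND + hIRI replicate 2 (adjusted p = 0.307), HFD + hIRI replicate 2 (0.0752) or HFD + hIRI replicate 3 (0.181), with a positive mean in the first of these fits. Without both libraries that stand apart, the mean of the named apoptosis genes turned to -0.04 while camera still put the list higher (adjusted p = 0.863), and the calls of tubular injury (0.474), primary cilium (0.239), podocyte (0.268) and motile cilium genes (0.14) ended. Quality weights ended those of the ribosomal protein, named apoptosis and motile cilium genes, the covariate, the length trend removed or GSEA that of the podocyte genes, and upper quartile scaling, library totals alone or at least 10 counts those of the motile cilium and interferon genes.

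The paper shows gene sets for both HFD groups against both ND groups and top genes of HFD + hIRI against sham (Supplementary Figure S1), while its text gives no number of changed genes for these 2 comparisons, in which 2801 genes differed between HFD + hIRI and HFD + sham kidneys and 387 between both HFD groups and both ND groups. Regrouping the mice gave as many genes in 1 of 100 splits for the diet averaged over surgery, the real one, with at most 2 in any other. This is the smallest share that these splits can give and argues against chance regrouping within each kind of surgery. The splits take no account of a possible pairing of the ND mice or of the library number groups. For the difference between diets of the response, 2 of 100 splits reached the real count of 2, a share under 0.05. These splits too take no account of that possible pairing. The count was 0 with the replicate number as a block and 0 in 10 of the 12 fits without 1 library. The splits therefore do not settle whether these 2 calls are chance. The other of them gave 387 genes, a structure of the samples, since it exchanges the diet labels of all hIRI mice and so is the diet averaged over surgery. For the 4 comparisons between 2 groups the 10 splits are too few for a share under 0.05. The real counts there were 190 (highest other split 0) for HFD + hIRI with ND + hIRI, 2 (0) for HFD + sham with ND + sham, 2801 (0) for HFD + hIRI with HFD + sham and 0 (1) for ND + hIRI with ND + sham. In the last of these the real split and the 3 others that part all 3 pairs of same-numbered mice gave 0 genes, and the 6 others, which part 1 pair, 0 or 1.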

How the results depend on the processing

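Leaving out the 2 libraries that stand apart, HFD + hIRI replicate 1 and ND + hIRI replicate 1, using only the 8 libraries of the higher run of library numbers, the block within the ND groups, taking the lists whose values are given here and estimating the correlation without weights were chosen after the data were seen. The 8 libraries hold 1 HFD + sham library, replicate 3, which is assumed to vary like the other groups, so values with HFD + sham there rest on 1 mouse. The number of genes that passed is given in the order HFD + hIRI with ND + hIRI, HFD + sham with ND + sham, HFD + hIRI with HFD + sham, ND + hIRI with ND + sham, diet difference of the responses and HFD with ND averaged over surgery. It was 190, 2, 2801, 0, 2 and 387 in the main analysis. With DESeq2 it was 1778, 132, 4222, 444, 37 and 1447, with the likelihood ratio test 1116, 45, 3487, 345, 8 and 1061, with limma voom 143, 0, 2607, 0, 0 and 378 and with voom with quality weights 803, 316, 5836, 696, 4 and 1488. The exact test, run for the first 4, gave 1068, 44, 3423 and 326, and the fit of only the 6 libraries compared 0, 226, 836 and 0. With DESeq2 size factors it was 188, 2, 2796, 0, 2 and 394, with upper quartile scaling 119, 3, 2673, 0, 2 and 331 and with library totals alone 186, 3, 2964, 0, 2 and 374. With at least 10 counts in every library it was 156, 0, 2577, 0, 2 and 358, with the gene length trend removed 133, 2, 3243, 0, 0 and 367 and with the library number group as a covariate 91, 0, 18, 0, 0 and 371. Without the 2 libraries that stand apart it was 91, 64, 2397, 2322, 7 and 565, and with only the 8 libraries 0, 0, 0, 0, 0 and 0. An adjusted p under 0.01 left 2, 0, 23, 0, 0 and 23 and a fold of at least 2 92, 2, 1003, 0, 2 and 90. Leaving out each library in turn gave 4 to 2559, 0 to 10, 1 to 4742, 0 to 531, 0 to 2 and 38 to 1469. Fewer libraries enter some of these fits; otherwise the cause was not tested.

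Library totals alone moved the median log2 fold change of all genes to -0.114, -0.172 and -0.12 in the first, the third and the fifth comparison, and upper quartile scaling to -0.116 in the third. With library totals alone 186 genes split into 34 higher and 152 lower in the first comparison (main 75 and 115), 852 and 2112 in the third (main 1607 and 1194) and 95 and 279 averaged over surgery (main 155 and 232). Upper quartile scaling gave 1052 and 1621 in the third.

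Each list test was counted as unchanged, lost, gained or turned, where unchanged means called in both the main fit and the alternative or in neither. In this order the numbers were 3180, 95, 102 and 7 in fits without 1 library. They were 230, 18, 23 and 11 without the 2 libraries that stand apart and 239, 14, 28 and 1 with the 8 libraries. The covariate gave 257, 6, 18 and 1, library totals 253, 4, 24 and 1 and upper quartile scaling 267, 4, 11 and 0. Quality weights gave 253, 17, 12 and 0, GSEA 225, 12, 44 and 1 and an estimated correlation 160, 122, 0 and 0. With an estimated correlation 0 lists passed, so those 160 were called in neither fit. The calls on named genes were 1811 kept and 1369 lost in fits without 1 library, 76 kept and 189 lost with the covariate, 0 kept and 265 lost with the 8 libraries, 85 kept and 122 lost with only the 6 libraries compared, 220 kept and 45 lost by limma voom and, of those with an adjusted p there, 262 kept and 0 lost by DESeq2, which gave none for Krt20, Slc4a1 and Areg over HFD + sham.

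The adjusted p of lists or the sign of their mean changed sides as follows, and the cause was not tested. A list is said to turn where the sign of its mean log2 fold change, or of the GSEA score, changed. In HFD + hIRI with ND + hIRI, the ferroptosis genes of Table S2 had 0.0292 with upper quartile scaling, 0.0138 with library totals and 0.00616 in GSEA, extrinsic apoptosis 0.0302 with totals and 0.0304 in GSEA, and the cytokines 0.0243 and 0.00107. IL-17 signaling had 0.100 with quality weights, 0.858 and a turn to lower without the 2 libraries, 0.0761 with the 8 libraries and 0.627 with an estimated correlation. The named apoptosis genes had 0.393 without the 2 libraries and 0.472 with an estimated correlation. Averaged over surgery IL-17 signaling had 0.0554 with quality weights, 0.333 without the 2 libraries and 0.523 with an estimated correlation, and complement 0.158, 0.176 and 0.515, with 0.254 in GSEA. In HFD + sham with ND + sham, leukocyte chemotaxis and the primary cilium both had 0.755 with an estimated correlation, and GSEA gave the cytokines 0.0436 and turned complement to the opposite direction (0.331). Complement in the diet difference turned with the covariate (0.00543) and with the 8 libraries (6.6e-04), and oxidative phosphorylation over HFD + sham turned with library totals (0.0189). Without the 2 libraries, these turned: over ND + hIRI leukocyte chemotaxis (9.6e-04), neutrophil (0.021) and heat shock genes (0.0199), neutrophil genes over HFD + sham (0.299), PPAR targets in ND + hIRI with ND + sham (0.915), in the diet difference the named apoptosis (0.863), IL-17 (0.033) and immediate early genes (0.0346), and averaged over surgery chemokines (0.182) and leukocyte chemotaxis (0.831).

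Without each library in turn the adjusted p in HFD + hIRI with ND + hIRI ran from 0.0354 to 0.765 for extrinsic apoptosis, 1.6e-04 to 0.106 for IL-17 signaling, 0.0358 to 0.425 for cytokines, 1.4e-10 to 0.177 for interferon genes and 0.00717 to 0.187 for the genes of Table S2. It ran from 3.0e-04 to 0.114 for complement and 2.7e-06 to 0.478 for chemotaxis in HFD + sham with ND + sham, 0.00195 to 0.393 for neutrophil genes over HFD + sham, 7.6e-11 to 0.244 for interferon genes and 1.1e-04 to 0.921 for PPAR targets in ND + hIRI with ND + sham, 3.8e-10 to 0.307 for interferon genes in the diet difference, and 6.9e-04 to 0.0589 for IL-17 signaling and 0.00522 to 0.0851 for complement averaged over surgery.

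The replicate numbers may pair ND + sham with ND + hIRI mice, a possibility that rests on their correlations alone. With that number as a block within the ND groups 0 genes passed. Of the list tests there 46, 1, 0 and 0 were unchanged, lost, gained or turned, the lost one being fat tissue genes (0.116). This block was run for ND + hIRI with ND + sham alone, and it changed no other call there. In the other 5 pairs of groups not all same-numbered libraries correlated over 0.1. ND + sham and HFD + sham libraries each correlated best with their own number (0.0863 to 0.147), a hint from the data and not from the design. With the replicate number as a block over all 4 groups the count of genes was 0 in HFD + sham with ND + sham and 0 in the diet difference. It was within 1.5 times of the main count in the other comparisons. The list tests that were unchanged, lost, gained or turned with this block numbered 272, 3, 7 and 0. Depth limits the genes with few reads most, and 3 mice per group limit every comparison.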

Differences from the paper's values

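In HFD + hIRI with ND + hIRI kidneys, the paper's number of differentially expressed genes at an FDR under 0.05 is 1116, and the quasi-likelihood test gave 190. Of the alternatives set before the data were examined, the likelihood ratio test (1116), the exact test (1068) and voom with quality weights (803) come within 1.5 times of the paper's count. DESeq2 (1778), limma voom (143), other scalings, filters, designs and each library left out in turn do not, with 2559 without HFD + hIRI replicate 3. The authors' deposited table makes the same call as the likelihood ratio test for all 14091 genes in each of the 4 comparisons it holds, and all 190 genes are among its 1116. Its log2 fold changes match those of that test, with TMM scaling and 1 model of the 4 groups, within 4.3e-14. Its log10 p-values match within 2.0e-09. The kind of edgeR fit and test thus accounts for 1116 against 190 genes. Of 1116 rows of Table S1, 1114 match a log2 fold change of that table within 1e-06.

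The paper's adjusted p of Acsl4 in Table S2 is 2.2e-04, and edgeR's quasi-likelihood test gave 0.0447. The likelihood ratio test (2.2e-04) and the exact test (2.5e-04) come within 1.5 times of it, and DESeq2 (1.2e-04), the other tools, scalings, filters and designs and each library left out do not. For Dhcr7 the paper's adjusted p is 0.0368 and the value here 0.0901. It is closed by DESeq2 (0.0254), the likelihood ratio test (0.0368), the exact test (0.0398), voom with quality weights (0.0416), and fits without ND + hIRI replicate 3 (0.0515) or HFD + hIRI replicate 3 (0.0295), and by no other alternative. The paper's adjusted p of Slc40a1 is 0.0559 and the value here 0.0972, which DESeq2 (0.0445), the likelihood ratio test (0.0559), the exact test (0.0576), voom with quality weights (0.0776) and the fit without HFD + hIRI replicate 3 (0.0438) bring within 1.5 times and the other alternatives do not. For Gch1 the paper's adjusted p is 0.0353 and the value here 0.102. The likelihood ratio test (0.0353), the exact test (0.0397) and the fit without HFD + hIRI replicate 3 (0.0248) close this, and DESeq2 (0.016) and the others do not. For Nfe2l2 the paper's adjusted p is 0.0380 and the value here 0.0888. DESeq2 (0.0272), the likelihood ratio test (0.038), the exact test (0.0393) and voom with quality weights (0.0499) close this, and the fit without HFD + hIRI replicate 3 (0.0187) and the others do not. The log2 fold changes of Table S2 differed by less than their errors.

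The paper describes coordinated changes of the 11 apoptosis genes it names in HFD + hIRI animals, in a sentence that names no group for comparison. Over HFD + sham, 8 of them rose by the quasi-likelihood test. Over ND + hIRI all 11 had a positive log2 fold change, and 0 of them passed that test. The likelihood ratio test, the exact test and the authors' deposited table passed 2, Tnfrsf12a and Bcl2l1, and DESeq2 passed 4. Camera called the list at the preset correlation (adjusted p = 8.2e-04) and not with an estimated one (adjusted p = 0.472), nor without the 2 libraries that stand apart (adjusted p = 0.393), the last chosen after the values were seen.

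The paper states that gene sets of extrinsic apoptosis and cytokine production are upregulated in HFD + hIRI relative to ND + hIRI kidneys, and that apoptosis, IL-17 signaling and the complement and coagulation cascades are more active there relative to ND + hIRI and to sham controls. The lists used here are not its gene sets. Camera called IL-17 signaling in both comparisons (adjusted p = 0.00327 over ND + hIRI and 4.7e-04 over HFD + sham), and extrinsic apoptosis over HFD + sham (adjusted p = 0.0158). With an estimated correlation these had adjusted p = 0.627, 0.531 and 0.531. The IL-17 call over ND + hIRI ended without ND + hIRI replicate 1 (adjusted p = 0.0886) or HFD + hIRI replicate 1 (0.106), and that of extrinsic apoptosis without HFD + hIRI replicate 1 (adjusted p = 0.0593). Over ND + hIRI extrinsic apoptosis and cytokines did not pass it (adjusted p = 0.111 and 0.146) but passed in preranked GSEA, with library totals alone and without HFD + hIRI replicate 3. Mitochondrial apoptosis passed camera neither over ND + hIRI (adjusted p = 0.46) nor over HFD + sham (adjusted p = 0.35), and passed over HFD + sham in GSEA (adjusted p = 0.0392), with camera at adjusted p = 0.725 and 0.725 with an estimated correlation. Complement passed neither camera (adjusted p = 0.288) nor GSEA (adjusted p = 0.378) over ND + hIRI, nor either of them over HFD + sham (adjusted p = 0.609 and 0.947), where it was lower with the library number group as a covariate (adjusted p = 0.0256). Coagulation passed over ND + hIRI neither in camera (adjusted p = 0.46) nor in GSEA (adjusted p = 0.0576). Over HFD + sham it did not pass camera (adjusted p = 0.0792) and was higher in GSEA (adjusted p = 1.9e-04), with upper quartile scaling (0.018), library totals alone (0.00662) or only the 6 libraries compared (0.0247), and without ND + hIRI replicate 1 (0.0348) or HFD + hIRI replicate 2 (0.0492). It was also higher without the 2 libraries that stand apart (0.0433) and with only the 8 libraries (0.0317), where HFD + sham is 1 library, both chosen after the values were seen. With an estimated correlation coagulation had adjusted p = 0.725 over ND + hIRI and 0.531 over HFD + sham.

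In HFD + sham with ND + sham kidneys the paper states that leukocyte chemotaxis, granulocyte recruitment and cytokine production are enriched. Chemotaxis passed both camera (adjusted p = 0.00497) and GSEA (adjusted p = 4.3e-05), but not camera with an estimated correlation (adjusted p = 0.755), and its camera call ended without ND + sham replicate 1 (adjusted p = 0.066) or HFD + sham replicate 3 (0.478). The cytokine list did not pass camera (adjusted p = 0.355) and passed in GSEA (adjusted p = 0.0436). Neutrophil genes did not pass camera (adjusted p = 0.0889) and were higher in GSEA (adjusted p = 1.4e-06), with only the 6 libraries compared (0.0311), the covariate (5.8e-05) or the length trend removed (0.0395), and without HFD + sham replicate 1 (0.00473) or 2 (0.00734) or HFD + hIRI replicate 1 (0.0438). They were also higher without the 2 libraries that stand apart (0.022) and with only the 8 libraries (5.2e-10), both chosen after the values were seen. In the latter HFD + sham is replicate 3 alone, the mouse whose neutrophil markers averaged 2.10 on the log2 scale relative to ND + sham, and it is assumed to vary like the other groups.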

Other observations

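No test of a cause is reported in this part, and which of the lists are described was chosen after the results were seen. Of 26 immediate early genes, 20 rose in HFD + hIRI over HFD + sham kidneys and 0 fell (24 higher when adjusted over the list alone), with a mean of 2.43 (adjusted p = 4.5e-08, adjusted p = 0.526 with an estimated correlation). Of 19 targets and feedback genes of ERK 12 rose and 1 fell (15 and 1 when adjusted over the list alone). Their list had an adjusted p of 3.8e-04 from camera (adjusted p = 0.526 with an estimated correlation). Without HFD + sham replicate 2 only 1 gene passed over HFD + sham, Fgb, so the calls on all immediate early and ERK genes ended there. Of all genes, 45 passed without HFD + sham replicate 3 and 18 with the library number group as a covariate. On the HFD, averaged over surgery, 5 of 11 androgen-dependent kidney genes fell and 0 rose (9 lower when adjusted over the list alone; adjusted p = 7.1e-08, adjusted p = 0.438 with an estimated correlation), among them the transporters Slco1a1 with -1.01 and Slc22a28 with -0.82 and the hydroxylase Cyp4a12a with -0.86, kept in 6, 8 and 5 of the 12 fits without 1 library. Proximal tubule genes fell in 7 of 32 cases and rose in 0 (12 lower and 1 higher when adjusted over the list alone; adjusted p = 3.8e-05, adjusted p = 0.438 with an estimated correlation), with Mep1b at -1.08 and Ace at -1.02, both kept in all 12 fits. Of 76 oxidative phosphorylation genes 4 rose in HFD + hIRI over ND + hIRI and 0 fell (42 and 1 when adjusted over the list alone), with a mean of 0.28 (adjusted p = 8.7e-15, adjusted p = 0.472 with an estimated correlation). Fatty acid oxidation and PPAR target genes had a mean of 0.58 (adjusted p = 5.2e-04, adjusted p = 0.472 with an estimated correlation), where 1 of 28 rose, Plin2 (7 when adjusted over the list alone).

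Type I interferon genes had a mean log2 fold change of 1.30 in ND + hIRI over ND + sham (adjusted p = 2.1e-04, adjusted p = 0.625 with an estimated correlation), and averaged -0.40, 2.36 and 0.28 in ND + hIRI replicates 1, 2 and 3 relative to ND + sham. The call ended without ND + hIRI replicate 2 (adjusted p = 0.244), where the mean was also slightly below 0. In HFD + hIRI with ND + hIRI the mean was -1.06 (adjusted p = 0.0133, adjusted p = 0.725 with an estimated correlation), and the call ended without ND + hIRI replicate 2 (adjusted p = 0.0911), HFD + hIRI replicate 2 (0.0811) or HFD + hIRI replicate 3 (0.177), with a positive mean in the first of these fits. Gbp10, an interferon-induced GTPase, fell there by 3.87 (standard error 0.63, adjusted p = 0.03), a call kept in 5 of the 12 fits without 1 library. Glucocorticoid targets had a mean of 1.44 in ND + hIRI over ND + sham (adjusted p = 2.1e-08, adjusted p = 0.532 with an estimated correlation), with 0 passing edgeR's quasi-likelihood test, 10 of 11 higher when adjusted over the list alone, 10 at an unadjusted p under 0.05 and 5 higher by the likelihood ratio test, the exact test and DESeq2, 0 by limma voom, and 8 higher by voom with quality weights. Genes of fat tissue, which can be carried over with the kidney, averaged -0.15, -4.10 and -0.52 in the ND + hIRI replicates relative to ND + sham, and their list was lower in ND + hIRI (adjusted p = 0.0176, adjusted p = 0.625 with an estimated correlation), a call that ended without ND + sham replicate 2 (adjusted p = 0.391) or ND + hIRI replicate 2 (0.459) and with the replicate number as a block within the ND groups (adjusted p = 0.116). Genes of urothelium and muscle were also lower as a list (adjusted p = 0.00161, adjusted p = 0.532 with an estimated correlation).

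Complement genes in HFD + sham with ND + sham had a mean of 0.04 and adjusted p = 0.00994, adjusted p = 0.722 with an estimated correlation, a call that ended without ND + sham replicate 1 (adjusted p = 0.114) or HFD + sham replicate 3 (0.0825) and whose mean was below 0 in both fits while camera still put the list higher. Heat shock genes in HFD + hIRI with ND + hIRI had a mean of 0.07 while camera put them lower (adjusted p = 0.499, adjusted p = 0.791 with an estimated correlation), and genes of hepatocytes, a list that holds Fgb, a mean of -0.16 while camera put them higher (adjusted p = 0.832, adjusted p = 0.85 with an estimated correlation). At the level of kidney RNA at 6 h, 3 genes of proteins that the paper measured at 24 h, Lif, Ccl11 and Adgre1, had log2 fold changes over ND + hIRI of 2.63 (adjusted p = 0.108), 1.19 (adjusted p = 0.152) and 0.02 (adjusted p = 0.981), and 0 of these 3 passed edgeR's quasi-likelihood test. Of the 47 lists, camera called 20, 18, 25, 21, 12 and 26 in the 6 comparisons and GSEA 28, 17, 33, 25, 22 and 28.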
